# Lhx2 is a progenitor-intrinsic modulator of Sonic Hedgehog signaling during early retinal neurogenesis

**DOI:** 10.7554/eLife.78342

**Published:** 2022-12-02

**Authors:** Xiaodong Li, Patrick J Gordon, John A Gaynes, Alexandra W Fuller, Randy Ringuette, Clayton P Santiago, Valerie Wallace, Seth Blackshaw, Pulin Li, Edward M Levine

**Keywords:** Lhx2, Sonic Hedgehog, retina, signaling, mouse, development, Mouse

## Abstract

An important question in organogenesis is how tissue-specific transcription factors interact with signaling pathways. In some cases, transcription factors define the context for how signaling pathways elicit tissue- or cell-specific responses, and in others, they influence signaling through transcriptional regulation of signaling components or accessory factors. We previously showed that during optic vesicle patterning, the Lim-homeodomain transcription factor Lhx2 has a contextual role by linking the Sonic Hedgehog (Shh) pathway to downstream targets without regulating the pathway itself. Here, we show that during early retinal neurogenesis in mice, Lhx2 is a multilevel regulator of Shh signaling. Specifically, Lhx2 acts cell autonomously to control the expression of pathway genes required for efficient activation and maintenance of signaling in retinal progenitor cells. The Shh co-receptors Cdon and Gas1 are candidate direct targets of Lhx2 that mediate pathway activation, whereas Lhx2 directly or indirectly promotes the expression of other pathway components important for activation and sustained signaling. We also provide genetic evidence suggesting that Lhx2 has a contextual role by linking the Shh pathway to downstream targets. Through these interactions, Lhx2 establishes the competence for Shh signaling in retinal progenitors and the context for the pathway to promote early retinal neurogenesis. The temporally distinct interactions between Lhx2 and the Shh pathway in retinal development illustrate how transcription factors and signaling pathways adapt to meet stage-dependent requirements of tissue formation.

## Introduction

The Sonic Hedgehog (Shh) signaling pathway is essential for the patterning, growth, and histogenesis of multiple tissues. Deregulation resulting in hyperactivation drives tumor growth and hypoactivation leads to congenital brain malformations including holoprosencephaly (Hong and Krauss, 2018; Scales and de Sauvage, 2009). The canonical pathway is composed of core and accessory components, which contribute to Shh production, availability, reception, intracellular signaling, and transcriptional regulation of target genes (reviewed in Briscoe and Thérond, 2013; Kong et al., 2019; Ramsbottom and Pownall, 2016). At its simplest, Shh signaling occurs when secreted Shh binds to its cognate Patched receptor, relieving inhibition of the Frizzled class GPCR transmembrane protein Smoothened (Smo) (Figure 1A). In turn, an intracellular cascade blocks the proteolytic processing of the GLI zinc-finger transcription factors, Gli2 and Gli3, converting them from transcriptional repressors to activators with Gli3 the predominant repressor and Gli2 the predominant activator (Lipinski et al., 2006). The net result is the expression of downstream genes which includes the third mammalian GLI paralog Gli1, which like Gli2, functions as a transcriptional activator. Gli1 contributes to feedback regulation after signaling is initiated with primary transcriptional targets being itself (positive feedback) and three negative feedback regulators; *Patched 1* (*Ptch1*)*, Patched 2* (*Ptch2*), and *Hedgehog Interacting Protein* (*Hhip*). These feedbacks contribute to steady state signaling (Lai et al., 2004; Li et al., 2018), and allow the expression levels of *Gli1*, *Ptch1*, *Ptch2*, and *Hhip* to be used as readouts of signaling.

**Figure 1.**
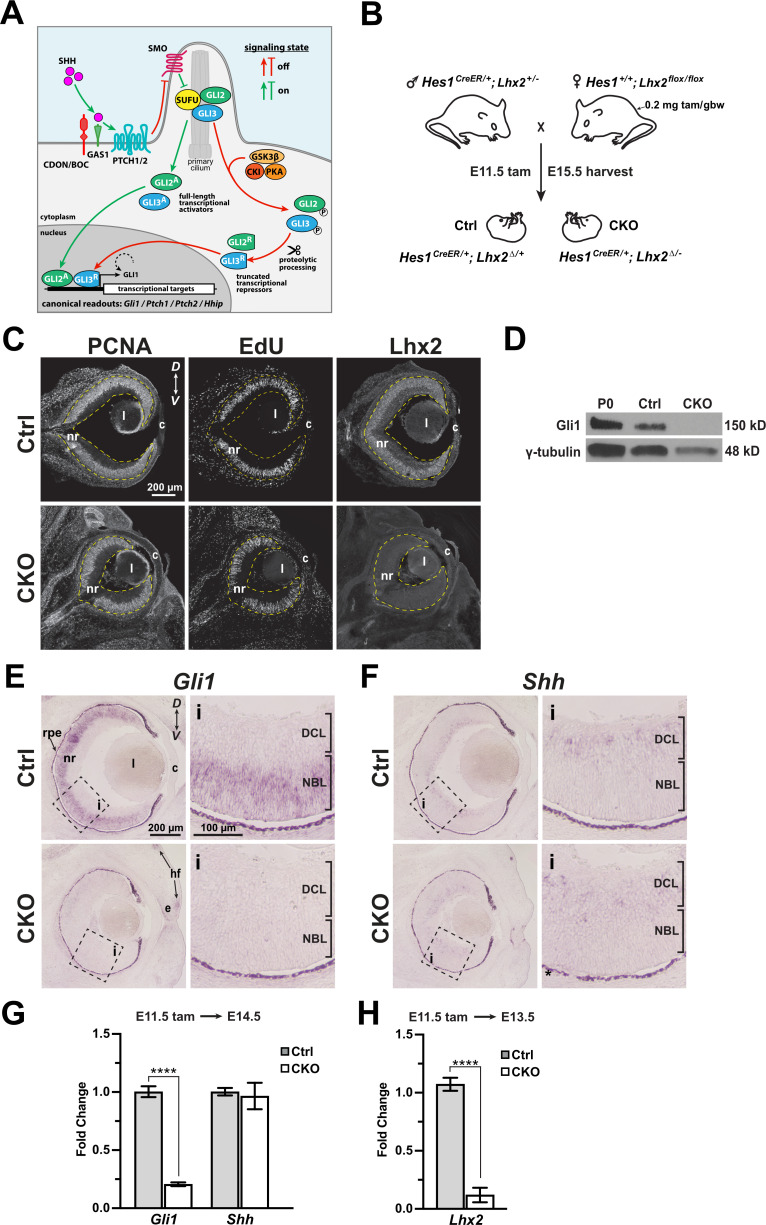
*Lhx2* is required for Gli1 expression in RPCs. (**A**) Overview of Hh signaling. See text for details and Briscoe and Thérond, 2013; Kong et al., 2019; Ramsbottom and Pownall, 2016 for more comprehensive pathway illustrations and descriptions. (**B**) Genetics and tamoxifen treatment paradigm. Female breeders are also homozygous for *Rosa^ai14/ai14^* and all embryos are *Rosa^ai14/+^*, allowing rapid screening for recombined embryos with tdTomato expression. Recombined *flox* alleles are indicated by Δ. (**C**) Immunohistology for markers of RPC proliferation (PCNA, EdU) and Lhx2 expression in the E15.5 control and CKO eyes after tamoxifen treatment at E11.5. The retina is contained within the yellow dashed lines. (**D**) Western blot for Gli1 protein expression in P0 wild type, E15.5 Ctrl and CKO retinas following tamoxifen treatment at E11.5. γ-Tubulin served as an internal loading control. (**E, F**) in situ hybridizations for *Gli1* expression in E15.5 Ctrl eyes following tamoxifen treatment at E11.5. (**F**) In situ hybridizations for *Shh* expression in E15.5 Ctrl and CKO eyes following tamoxifen treatment at E11.5. Dashed boxes reveal locations of close-up images (**i**). Dark appearance of the rpe is due to natural pigmentation and does not indicate gene expression. (**G**) qPCR for *Gli1* and *Shh* expression in Ctrl and CKO retinas at E14.5 following tamoxifen at E11.5 (mean+/-S.E.M.; n=4 (Ctrl: *Gli1*); n=6 (CKO: *Gli1*); n=6 (Ctrl: *Shh*); n=8 (CKO: *Shh*); ****, p_adj_=5x10^-6^; unpaired t-tests with multiple comparisons correction; see Supplementary file 3 for statistics). (**H**) qPCR for *Lhx2* expression in Ctrl and CKO retinas at E13.5 following tamoxifen at E11.5 (mean+/-S.E.M.; n=4 (Ctrl); n=4 (CKO); ****, p<0.0001; unpaired t-test; see Supplementary file 3 for statistics). Abbreviations: *D*, dorsal; *V*, ventral; nr, neural retina; rpe, retinal pigment epithelium; l, lens; c, cornea; e, eyelid; hf, hair follicle; DCL, differentiated cell layer; NBL, neuroblast layer. Figure 1—source data 1.Western blot probed with Gli1 antibody and reprobed with gamma-Tubulin antibody.Filenames containing the word ‘unedited’ show multiple exposures of the same blot and antibody. Filenames containing the word ‘labeled’ show the exposure used in Figure 1 as indicated by the black boxes. The red boxes indicate the portions of the blots shown in Figure 1. The sizes of the protein standards are shown in kiloDaltons (kDa).

**Figure 1—figure supplement 1.**
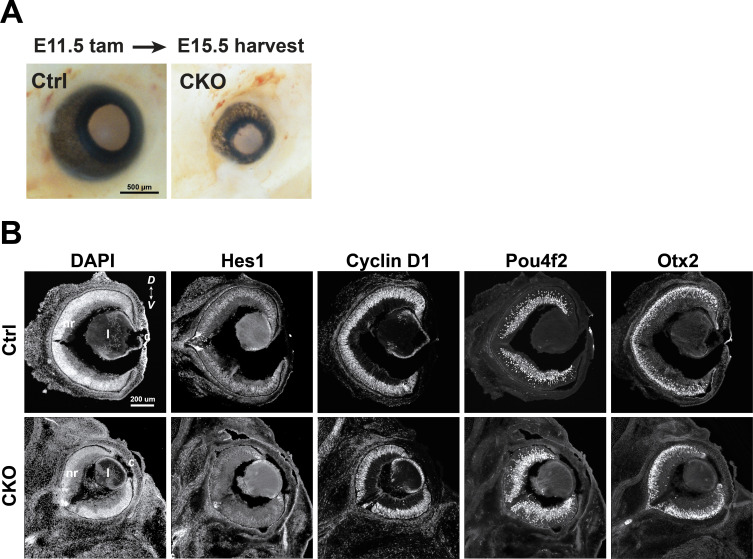
Immunohistology for Lhx2 CKO retina at E15.5 following tamoxifen treatment at E11.5. (**A**) Relative eye sizes from control (left) and CKO (right) embryos. (**B**) Comparative immunohistology for control (top row) and CKO eyes (bottom row) showing tissue organization with DAPI, the RPC marker and progenitor maintenance factor Hes1, the RPC marker Cyclin D1, the RGC marker Pou4f2, and the photoreceptor precursor marker Otx2. Although the retina is noticeably smaller in the CKO compared to control, only Hes1 shows a qualitative change in expression at E15.5, 4 days after tamoxifen treatment.

The ability or *competence* of cells to signal is essential for the pathway to function at the right time, place and magnitude, and many of the core and accessory pathway components contribute to these properties (Kiecker et al., 2016). For a responding cell to be competent, positive transducers must be expressed prior to signaling (e.g. Smo, Gli2), but kept in the ‘off’ state by negative regulators such as Patched, Suppressor of Fused (Sufu), Gli3, and accessory factors such as Protein Kinase A (Pka), Glycogen Synthase Kinase 3 beta (Gsk3b), and Casein Kinase 1 (Ck1). Pathway activation also requires binding of Shh to one of three co-receptors: the integral membrane proteins Cell Adhesion, Oncogene Regulated (Cdon), Brother of Cdon (Boc), or the GPI-anchored protein Growth Arrest Specific 1 (Gas1) (Allen et al., 2011; Izzi et al., 2011). Thus, pathway regulation is complex even before signaling is initiated. Since many pathway genes are not expressed ubiquitously, understanding how they are regulated in specific contexts can reveal how signaling is tailored to meet the demands of developing tissues and provide insights into developmental timing mechanisms.

In early eye development, Shh signaling is initially required for the regionalization and ventral patterning of the optic neuroepithelium including in the nascent neural retinal domain (Chiang et al., 1996; Gallardo and Bovolenta, 2018; Hernández-Bejarano et al., 2015; Take-uchi et al., 2003; Wang et al., 2015; Zhao et al., 2010). In the newly formed retina, a second interval of signaling occurs in retinal progenitor cells (RPCs) at the onset of neurogenesis, propagating as a central-to-peripheral wave that is coupled to retinal ganglion cell (RGC) production and RGC-derived *Shh* expression (reviewed in Wallace, 2008). This coupling is maintained even when RGC production is delayed (Sigulinsky et al., 2008) indicating that Shh availability sets the developmental timing of pathway activation because RPCs are competent to signal prior to Shh exposure. How this competence is established in RPCs at the start of retinal neurogenesis has not been addressed.

The LIM-homeodomain transcription factor *Lim-homeobox 2* (*Lhx2*) is a multifunctional regulator of retinal development. Initially expressed in the eye field, Lhx2 expression persists throughout retinal development in RPCs, becoming restricted to Muller glia and a subset of amacrine cells (de Melo et al., 2012; Gordon et al., 2013; Tétreault et al., 2009; Viczian et al., 2006; Yun et al., 2009). Initially, *Lhx2* is required for optic vesicle patterning and regionalization, lens specification, and optic cup morphogenesis (Hägglund et al., 2011; Porter et al., 1997; Roy et al., 2013; Seth et al., 2006; Tétreault et al., 2009; Yun et al., 2009; Zuber et al., 2003). *Lhx2* directs these processes through cell autonomous and nonautonomous mechanisms, in part through regulation of optic vesicle-derived expression of the Bone Morphogenetic Proteins *Bmp4* and *Bmp7* (Yun et al., 2009). After optic cup formation, *Lhx2* nonautonomously directs lens development in part through regulation of retinal-derived expression of Fibroblast Growth Factors (FGFs), and possibly *Bmp4* (Thein et al., 2016 ). Toward the end of retinal histogenesis, *Lhx2* is required at multiple steps in the formation of Muller glia, the sole RPC-derived glial cell type (de Melo et al., 2016a; de Melo et al., 2016b). In this case, an interaction with Notch signaling is partly responsible, through *Lhx2*-dependent expression of ligands (*Dll1*, *Dll3*), the *Notch1* receptor, and downstream transcriptional effectors (*Hes1*, *Hes5*) (de Melo et al., 2016b). Thus, the multifunctional nature of *Lhx2* is defined in part by its interactions with developmental signaling pathways, a feature found in other locations of the embryo including the limb where *Lhx2* (and *Lhx9*) are part of the relay connecting FGF signaling from apical ectodermal ridge (AER) and Shh signaling from the zone of polarizing activity (ZPA) (Tzchori et al., 2009; Watson et al., 2018), and the hair follicle stem cell compartment where *Lhx2* links Nuclear Factor-Kappa B (NF-kB) signaling to Transforming Growth Factor beta 2 (TGFb2) signaling (Tomann et al., 2016). The multifunctional nature of *Lhx2* extends beyond signaling, however, and into multiple developmental processes (i.e. specification, patterning, stem cell/progenitor maintenance, differentiation) for multiple tissues and organ systems, a feature that is perhaps best attributed to its contextual and dynamic interactions with chromatin (Chou and Tole, 2019; Monahan et al., 2019; Ypsilanti et al., 2021; Zibetti et al., 2019). Thus, studying *Lhx2* function in specific contexts has provided insights into how a single factor can act as a platform for promoting the execution of complex and varied developmental processes.

We previously reported that RPC-directed *Lhx2* inactivation during embryonic stages of retinal neurogenesis in mice led to reduced proliferation, a failure to maintain the progenitor pool, and altered fated precursor cell production, most notably, the overproduction of RGCs (Gordon et al., 2013). These phenotypic features are similar to what occurs when Shh signaling is inhibited at the same developmental stage in the mouse retina or comparable stage in the chick retina (Wang et al., 2005; Zhang and Yang, 2001), which prompted us to investigate a potential connection between Lhx2 and Shh signaling.

## Results

### Lhx2 is required for Gli1, but not Shh, expression at the start of retinal neurogenesis

Gli1 is functionally dispensable in mice, but its expression depends on Shh signaling in many tissues including the retina (Bai et al., 2002; Furimsky and Wallace, 2006; Marigo et al., 1996; McNeill et al., 2012; Park et al., 2000; Sigulinsky et al., 2008; Wang et al., 2002). Because of its well-established role as a readout of pathway activity, we first asked if Gli1 expression was altered by the loss of Lhx2 function. To bypass the early requirements of Shh signaling in ventral optic vesicle patterning and Lhx2 in optic vesicle regionalization and optic cup morphogenesis (Fuhrmann, 2010), *Lhx2* was inactivated in RPCs using the *Hes1^CreER^* driver by administering tamoxifen to timed pregnant dams at E11.5 (Figure 1B). This timing coincides with the onset of retinal neurogenesis and activation of Shh signaling in RPCs. Furthermore, we previously showed that tamoxifen treatment at E11.5 caused microphthalmia and retinal dysplasia that was accompanied by a widespread reduction in RPCs by E18.5 (Gordon et al., 2013). Since *Gli1* is expressed in RPCs, we chose earlier timepoints to examine its expression. At E15.5, eye size is reduced in the CKO (Figure 1—figure supplement 1A), but proliferating RPCs were still abundant as indicated by PCNA expression and EdU incorporation, and importantly, Lhx2 was no longer detected (Figure 1C). A decrease in the RPC marker Hes1 expression was observed, but DAPI staining and the expression patterns of the RPC marker Cyclin D1, RGC marker Pou4f2, and photoreceptor precursor marker Otx2, were all similar between control and CKO retinas, indicating that tissue organization was not yet severely disrupted (Figure 1—figure supplement 1B). Western blot analysis showed that Gli1 protein was markedly reduced, and in-situ hybridization revealed *Gli1* mRNA expression was reduced across the retina (Figure 1E). The reduction in *Gli1* expression is unlikely to be due to reduced *Shh* expression since *Shh* was expressed in the CKO in a similar manner as the Ctrl retina (Figure 1F). Given the low detectability of Shh and the qualitative nature of the in situ hybridization method, semi-quantitative RT-PCR (qPCR) for *Gli1* and *Shh* was done at E14.5. Consistent with the in-situ expression patterns, *Gli1* expression was reduced and *Shh* was largely unchanged in the CKO retina (Figure 1G). Reduced *Lhx2* mRNA expression at E13.5 confirmed that the reduction in *Gli1* was *Lhx2*-dependent (Figure 1H).

### Lhx2 inactivation alters the expression of multiple Shh pathway components

The data above do not distinguish between direct regulation of *Gli1* by *Lhx2* or an indirect mechanism where *Lhx2* regulates Shh pathway function. If the latter, we predicted that additional Shh pathway genes would also be altered in the CKO retina. Bulk RNA sequencing (RNA-seq) was done on retinas isolated from E15.5 embryos following tamoxifen treatment at E11.5 (Figure 2A). 

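Each RNA-seq sample held both retinas of 1 embryo, from 4 control embryos (*Lhx2 flox/+; Hes1 CreERT2/+*) and 4 *Lhx2* CKO embryos (*Lhx2 flox/-; Hes1 CreERT2/+*), in which tamoxifen at E11.5 drives deletion of the floxed exons in retinal progenitor cells. The embryos came from 3 litters and 2 consecutive days, but the litter and day of each sample are not given in the sources used here, so neither could enter the tests. The authors sequenced poly(A) RNA in 50 cycle single-end reads from a library kit that does not record the strand of a transcript, aligned the reads to mm10 with TopHat 2 and counted reads per gene with HTSeq. The values used are these deposited counts for 28432 genes, with totals of 13143587 to 15063867 reads per control sample (median 14731172.5) and 13955259 to 19099937 per CKO sample (median 16274778). Genes with at least 20 normalized counts in at least 3 samples were tested, as in the study, which left 13891, and normalized counts are counts divided by the sample's median-of-ratios size factor. The 2 genotypes were compared with edgeR's quasi-likelihood test on counts scaled by TMM, and a gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p below 0.001, the study's cutoff; log2FC is CKO over control, and means are given with the SD over 4 samples per group. *Lhx2* itself, counted over the whole gene, gave 3478, 3081, 3631 and 3138 normalized counts in control replicates 1 to 4 and 2557, 2765, 2853 and 2868 in CKO replicates 1 to 4. These counts include exons outside the deleted part, so they check neither the deletion nor the labels. The first principal component held 50.2% of the variance and separated the genotypes, and the second, with 17.3%, set CKO replicate 1 (score 26.8) and control replicate 3 (-21.9) apart from the rest. Replicates differed by more than sampling noise, with a chi-square per gene of 3.54 to 20.9 between samples of 1 genotype, so each was kept as 1 replicate. By *Xist*, the transcript of X inactivation, and 4 Y-linked genes, control replicates 1 and 4 and CKO replicate 1 were female (31307, 33220 and 62937 *Xist* reads, against 13 to 40 in the others). Sex was therefore not balanced between the genotypes.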

Approximately 12,300 genome mapped features (GMFs; i.e., protein coding genes, pseudogenes, lncRNAs) were identified and examined for differential expression using DESeq2 (Figure 2B; Supplementary file 1). Overall, 2210 differentially expressed features remained after applying a false discovery rate (FDR) cutoff of 0.001, with 2161 identified as protein coding genes, the next largest category being lncRNAs at 20, and 21 features with rare MGI biotypes such as several types of pseudogene variants. Of these 2210 features, collectively referred to as differentially expressed genes (DEGs), 1184 were downregulated in the CKO within the log2 transformed fold change (log2FC) interval from –5.69 to –0.19, and 1026 DEGs were upregulated within the log2FC interval from 0.17 to 7.69. These statistics are in line with Lhx2 being an essential developmental transcription factor.

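*Dapl1*, first of all genes by its p-value (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020 of GRCm38), fell from 1573 ± 211 to 41.5 ± 7.29 normalized counts (SD, n = 4; log2FC -5.25, SE 0.129, edgeR adjusted p = 1.5e-09). *Col9a1*, which encodes a chain of type IX collagen (ENSMUSG00000026147, chromosome 1, 24177610 to 24252684), fell from 2736 ± 279 to 243 ± 33.4 normalized counts (log2FC -3.50, SE 0.104, edgeR adjusted p = 5.7e-09). *Dio3*, which encodes the deiodinase that inactivates thyroid hormone, fell from 714 ± 127 to 29.5 ± 7.54 normalized counts (log2FC -4.62, SE 0.177, edgeR adjusted p = 3.8e-08), whereas *Adamts18*, which encodes a secreted metalloproteinase, rose from 122 ± 9.07 to 782 ± 62.7 normalized counts (log2FC 2.69, SE 0.0902, edgeR adjusted p = 1.0e-08). In all, 1196 of the 13891 genes tested (8.61%) were differentially expressed by edgeR. Of these, 1164 were protein coding and 32 had other biotypes, among them 13 lincRNAs, 8 processed transcripts and 4 antisense transcripts, whose reads cannot be told from those of the gene on the other strand. In each of the 1196, the 4 CKO samples lay wholly above or wholly below the 4 control samples; of all genes tested 4702 did so, and chance alone gives 2.86% of genes. DESeq2 called 2390 genes on the same counts, and edgeR called 2055 with no filter on low counts and 4619 at an adjusted p below 0.05. Without control replicate 1, 2 or 4, edgeR called 713, 756 and 748, and without CKO replicate 2 or 4 it called 735 and 686, with 7 samples in each of these fits.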

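By edgeR, 505 genes rose in the CKO and 691 fell. Among the falls, *Crym*, which encodes the thyroid hormone binding protein mu-crystallin, had the most negative log2FC: it fell from 328 ± 101 to 6.43 ± 1.22 normalized counts (SD, n = 4; log2FC -5.69, SE 0.281, edgeR adjusted p = 2.0e-07). Among the rises, *Calb1*, which encodes the calcium-binding protein calbindin, rose from 14.0 ± 2.30 to 154 ± 28.7 normalized counts (log2FC 3.47, SE 0.192, edgeR adjusted p = 4.6e-07). *Mlc1* rose from 41.8 ± 16.3 to 335 ± 28.8 normalized counts (log2FC 3.02, SE 0.190, edgeR adjusted p = 1.1e-06), and *Moxd1* rose from 66.0 ± 18.6 to 402 ± 61.6 normalized counts (log2FC 2.62, SE 0.171, edgeR adjusted p = 1.3e-06). The log2FC of the genes that fell ran from -5.69 to -0.26, and that of the genes that rose from 0.26 to 7.97. The upper end is a fitted value of *Helt*, a transcription factor gene chosen after its values were seen, which had 1 read over the 4 control samples and 278 over the 4 CKO samples, a ratio of 248 (95% exact binomial interval 44.2 to 9848, for counting error only). Of the 1196 genes, 290 changed by over 2-fold and 575 by under 1.5-fold. The counts of rises and falls were 1158 and 1232 by DESeq2, 964 and 1091 with no filter, and 2207 and 2412 at an adjusted p below 0.05. They were 277 and 436 without control replicate 1, 301 and 455 without control replicate 2, 311 and 437 without control replicate 4, 292 and 443 without CKO replicate 2 and 264 and 422 without CKO replicate 4.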

**Figure 2.**
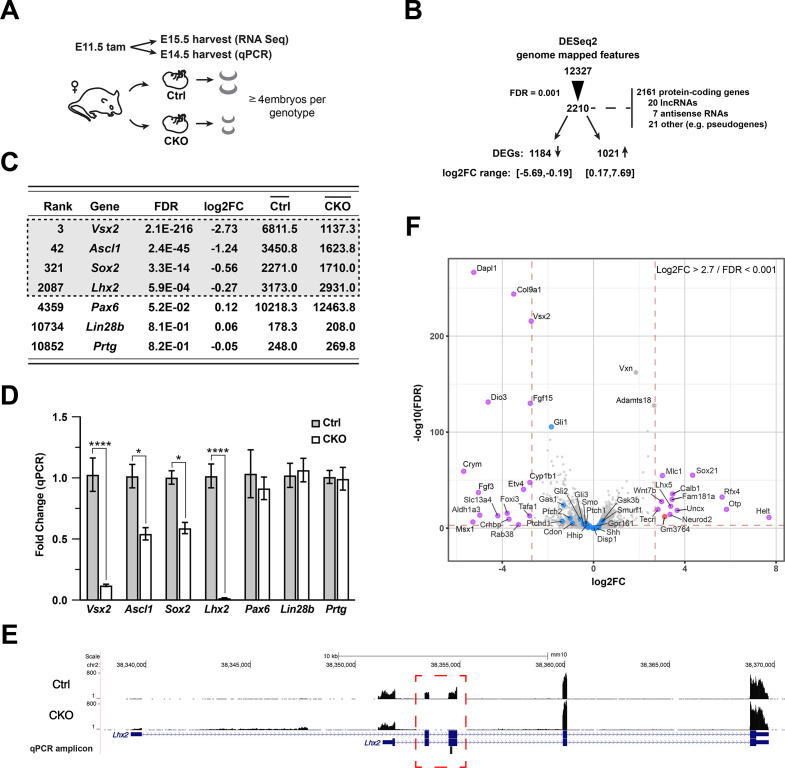
Gene expression changes due to *Lhx2* inactivation. (**A**) Schematic of experimental design for RNA sequencing and qPCR. (**B**) Summary of DESeq2 analysis of RNA sequencing datasets. (**C**) DESeq2-derived statistics for progenitor genes with requirements during early retinal neurogenesis. Genes in gray box were within the 0.001 FDR cutoff for differential expression. Averaged counts per gene are shown in the last two columns. (**D**) Relative expression for progenitor genes at E14.5 by qPCR as a function of the fold change from the mean of control for each gene. Only significant comparisons are noted (mean+/-S.E.M.; *, p_adj_<0.05; ****, p_adj_ <0.0001; n=4 (Ctrl: *Vsx2*, *Ascl1*, *Lhx2*); n=3 (Ctrl: *Sox2*, *Pax6*), n=6 (Ctrl: *Lin28b*, *Prtg*); n=6 (CKO: *Vsx2*, *Ascl1*, *Lhx2*); n=4 (CKO: *Sox2*, *Pax6*); n=8 (CKO: *Lin28b*, *Prtg*); unpaired t-tests with multiple comparisons correction; see Supplementary file 3 for statistics). (**E**) Coverage plot showing the mutant transcript is expressed and detected by RNA sequencing, indicating that nonsense mediated decay of mutant transcript is not occurring. The lack of reads in exons 2 and 3 (red box) of the CKO reveal the high degree of conditional deletion. Plots are the mean of counts for all samples. The qPCR amplicon located in the deleted exon 3, making the mutant transcript undetectable by qPCR with the Taqman probe used in the study. (**F**) Volcano plot showing selected Shh pathway genes (blue dots) relative to other DEGs. The most divergent DEGs gated on FDR (0.001) and absolute log2FC (2.7) cutoffs (red dashed lines) are highlighted (purple: mRNAs; red: lncRNA; gray: filtered out GMFs).

qPCR was used to validate the RNA-seq data. In addition to *Lhx2*, the RPC expressed genes *Vsx2*, *Ascl1*, and *Sox2* were downregulated whereas *Pax6*, *Lin28b* and *Prtg* remained unchanged in the RNA-seq data (Figure 2C). 

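Of 22 retinal progenitor genes, a list written from general knowledge before the deposited count table was opened, but after the paper's Fig. 2C and the first lines of its Supplementary file 1, which gives counts of these samples, had been seen, 12 fell in the CKO, 1 rose and 9 did not pass the test; adjusted over the list alone, 12 fell and 2 rose. *Sox2*, a transcription factor gene of progenitors (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461 of GRCm38), fell from 2382 ± 119 to 1611 ± 119.9 normalized counts (SD, n = 4; log2FC -0.56, SE 0.0580, edgeR adjusted p = 3.6e-05). *Pax6* had 10691 ± 471 normalized counts in controls and 11649 ± 444 in the CKO (log2FC 0.13, 95% interval -0.02 to 0.27, edgeR adjusted p = 0.12). *Lin28b* had 186 ± 26.7 and 193 ± 28.3 (log2FC 0.06, 95% interval -0.27 to 0.39, edgeR adjusted p = 0.76), and *Prtg* had 259 ± 30.0 and 250.0 ± 37.5 (log2FC -0.05, 95% interval -0.35 to 0.26, edgeR adjusted p = 0.80). The gene that rose was *Sfrp2*, which encodes a secreted Wnt modulator, from 5965 ± 1993 to 12398 ± 468 normalized counts (log2FC 1.06, SE 0.172, edgeR adjusted p = 7.8e-04); its exons overlap a gene on the other strand, and its call was lost without any 1 library other than control replicate 1 (edgeR adjusted p = 0.00151 to 0.00344). The median log2FC of the list was -0.61, and camera, a test of a list against all other genes, gave adjusted p = 5.1e-07 with its preset correlation between genes and adjusted p = 0.137 with an estimated correlation. The log2FC of *Lin28b* was -0.03 without control replicate 3 and -0.05 without CKO replicate 1, and that of *Prtg* was 0.03, 0.00179 and 0.02 without control replicate 2, CKO replicate 2 and CKO replicate 4.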

By qPCR, all genes showed similar trends in relative expression except for *Lhx2*, which showed a more pronounced reduction by qPCR (Figure 2D; Supplementary file 3). Because the qPCR primers and resulting amplicon are in the third exon, which is deleted in the CKO allele, the discrepancy between the RNA-seq and qPCR is consistent with persistent expression of the mutant transcript rather than incomplete recombination (Figure 2E). 

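*Lhx2* (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733 of GRCm38) had 3332 ± 265 normalized counts in controls and 2761 ± 143 in the CKO (SD, n = 4). Its log2FC was -0.27 (95% interval -0.42 to -0.12), which did not pass the test (edgeR adjusted p = 0.0050). The principal transcript has 5 exons on the plus strand of chromosome 2. Exon 2 spans 38353311 to 38353513 and exon 3, where the qPCR amplicon lies, spans 38354449 to 38354852. Exon 1 (38350759 to 38351893), exon 4 (38359898 to 38360103) and exon 5 (38368842 to 38369733) lie outside these, and reads in them count toward the gene. Counts per gene cannot be divided among exons, so the loss of exons 2 and 3 in the RNA cannot be measured from them. DESeq2 put the difference past the cutoff (adjusted p = 4.2e-04; range over 18 alternatives 4.2e-04 to 0.018).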

Overall, the qPCR data align well with the RNA-seq data, and the applied FDR cutoff serves as a reliable indicator of differential expression.

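For the 13 genes whose qPCR values the paper's Supplementary file 3 gives for E14.5, its relative expression in the CKO can be set beside the edgeR fold change, CKO over control, at E15.5. *Sox2* had a fold change of 0.677 (95% interval 0.613 to 0.747) in the RNA-seq counts, and the paper's qPCR value is 0.589 (SEM 0.0460, n = 4). For *Gli1* the fold change was 0.279 (95% interval 0.246 to 0.316) and the paper's qPCR value is 0.207 (SEM 0.0164, n = 6). *Lhx2* stood apart, with a fold change of 0.830 (95% interval 0.750 to 0.918) against the paper's qPCR value of 0.0159 (SEM 0.00272, n = 6). Of the other 12 genes, 10 lay on the same side of 1 by both measures. The exceptions were *Pax6*, with 1.09 (95% interval 0.988 to 1.21) against the paper's 0.915 (SEM 0.0924, n = 4), and *Shh*, with 1.16 (95% interval 0.905 to 1.48) against the paper's 0.966 (SEM 0.114, n = 8); both RNA-seq intervals include 1. The fold changes and their intervals are fitted over 4 samples per group and are not ratios of mean normalized counts, and no test was made between the assays, which used different embryos of different ages.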

Visualization of the DESeq2 data by volcano plot revealed that none of the Shh pathway genes were among the most divergently expressed using strict cutoffs of log2FC >2.7 and FDR <0.001 (Figure 2F). However, *Gli1* was the 8th ranked DEG by FDR and was the top ranked DEG in the Shh pathway. 

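By edgeR, 34 genes passed both cutoffs, an absolute log2FC above 2.7 and an adjusted p below 0.001, with 17 higher and 17 lower in the CKO. Genes of FGF signaling and ERK feedback were among the largest falls, but not all of that list fell. Of 18 tested, 9 fell, 1, *Fgfr3*, rose and 8 did not pass. Camera called the list lower with its preset correlation (adjusted p = 8.3e-08) but not with an estimated one (adjusted p = 0.134). *Fgf3* fell from 1121 ± 117 to 34.2 ± 16.5 normalized counts (SD, n = 4; log2FC -5.06, SE 0.229, edgeR adjusted p = 1.2e-07), *Fgf15* fell from 15277 ± 1229 to 2237 ± 416 normalized counts (log2FC -2.77, SE 0.125, edgeR adjusted p = 1.2e-07), and *Etv4*, a transcription factor gene induced by FGF, fell from 209 ± 45.3 to 25.0 ± 3.07 normalized counts (log2FC -3.06, SE 0.180, edgeR adjusted p = 6.9e-07). *Aldh1a3*, which encodes an enzyme of retinoic acid synthesis, fell from 1974 ± 164 to 62.6 ± 43.1 normalized counts (log2FC -5.06, SE 0.325, edgeR adjusted p = 1.2e-06), and *Cyp1b1* fell from 363 ± 77.0 to 52.1 ± 9.68 normalized counts (log2FC -2.79, SE 0.178, edgeR adjusted p = 1.2e-06). Among the rises were the transcription factor genes *Sox21*, from 10.8 ± 4.29 to 218 ± 23.0 normalized counts (log2FC 4.35, SE 0.200, edgeR adjusted p = 1.3e-07), *Rfx4*, from 3.19 ± 1.60 to 156 ± 24.9 normalized counts (log2FC 5.64, SE 0.269, edgeR adjusted p = 1.6e-07), and *Otp*, from 2.06 ± 2.16 to 118 ± 58.8 normalized counts (log2FC 5.84, SE 0.565, edgeR adjusted p = 2.4e-05). *Wnt7b* rose from 174 ± 68.7 to 1377 ± 115 normalized counts (log2FC 3.00, SE 0.185, edgeR adjusted p = 9.4e-07). None of the 49 Hedgehog genes tested exceeded the log2FC cutoff at any p by edgeR, DESeq2 or limma voom; the largest absolute log2FC among them was that of *Gli1*, between -1.88 and -1.79 over all settings tried. Exons of *Fgf15*, *Sox21* and *Wnt7b* overlap genes on the other strand, whose reads cannot be told apart. With no filter on low counts, 54 genes passed both cutoffs. The log2FC of *Otp* ran from 5.41 to 6.82 over the fits with 1 library left out. Its normalized counts were 5.03 in control replicate 1, against 0 to 2.08 in the other controls.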

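*Gli1* (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974 of GRCm38), the transcription factor gene that is itself a target of Hedgehog signaling, fell from 1616 ± 132 to 449.5 ± 29.7 normalized counts (SD, n = 4; log2FC -1.84, SE 0.0742, edgeR adjusted p = 5.1e-08). The 4 control samples held 1539.5, 1667, 1775 and 1481 normalized counts and the 4 CKO samples 467, 410.1, 477 and 444. It ranked 7 among the 13891 genes by the edgeR p-value and first among the 49 Hedgehog genes tested. The next of them were *Gas1*, which encodes a co-receptor that aids Shh binding, at rank 173, and *Gpc3*, which encodes a glypican that binds Hedgehog ligand. The exons of *Gli1* overlap those of *Arhgap9* and *Gm47200* on the other strand, and reads there cannot be told apart. *Gli1* passed in every setting tried, but its rank was 11 without control replicate 3, 13 without CKO replicate 1 and 12 with no filter on low counts. The rank of *Gas1* was 35 without CKO replicate 1, 282 without control replicate 3 and 77 with no filter.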

Based on these criteria, no additional Shh pathway genes emerged as candidate targets of *Lhx2* regulation,suggesting that Lhx2 could be regulating *Gli1* independently of Shh signaling or that Lhx2 was exerting more subtle effects on Shh pathway gene expression that culminated in reduced Shh signaling. To assess this possibility in an unbiased manner, gene set overrepresentation analysis and activity state prediction (ASP) analyses were done for the 2210 DEGs using the Canonical Pathways tool (CP) in the Ingenuity Pathway Analysis package (IPA; see Materials and methods). 12 pathways were identified after applying cutoffs of 1.3 for significant overrepresentation and ASP scores of + 2.5 or –2.5 for activated or inhibited signaling, respectively (Figure 3A; highlighted in Supplementary file 2). In general, activated pathways were associated with neuronal differentiation (orange bars) and inhibited pathways with cell cycle progression (blue bars), which is consistent with the previously reported CKO phenotype (Gordon et al., 2013). 

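Most of the cell cycle genes tested fell, while 10 of 22 retinal ganglion cell genes and 10 of 30 synapse genes rose. Of 37 genes of DNA replication and the G1/S transition, 28 fell and 9 did not pass the test (30 fell when adjusted over the list alone); *Pcna*, the sliding clamp of DNA replication, fell from 3364 ± 124 to 2172 ± 159 normalized counts (SD, n = 4; log2FC -0.63, SE 0.0542, edgeR adjusted p = 1.1e-05), and *Ccna2*, cyclin A2, fell from 3971 ± 54.0 to 2749.9 ± 156 normalized counts (log2FC -0.53, SE 0.0465, edgeR adjusted p = 1.3e-05). Of 27 genes of G2/M and mitosis, 24 fell and 3 did not pass (26 fell when adjusted over the list alone), including *Aurkb*, a kinase of chromosome segregation, from 1622 ± 87.6 to 1115 ± 58.9 normalized counts (log2FC -0.54, SE 0.0544, edgeR adjusted p = 3.1e-05), and *Birc5*, from 1477 ± 105 to 955 ± 33.4 normalized counts (log2FC -0.63, SE 0.0572, edgeR adjusted p = 1.6e-05). Among the retinal ganglion cell genes, the other 12 did not pass (17 rose when adjusted over the list alone); *Pou4f2*, a transcription factor gene of these cells, rose from 2111 ± 119 to 2895 ± 149 normalized counts (log2FC 0.46, SE 0.0561, edgeR adjusted p = 1.1e-04), and *Isl1* and *Cntn2* rose from 3486 ± 167 to 4934 ± 249.5 normalized counts (log2FC 0.50, SE 0.0542, edgeR adjusted p = 4.8e-05) and from 7757 ± 282 to 12757 ± 1057 normalized counts (log2FC 0.72, SE 0.0656, edgeR adjusted p = 1.6e-05). Among the genes of synapses and neuronal maturation, the other 20 did not pass (14 rose when adjusted over the list alone); *Syt11*, a synaptotagmin gene, rose from 4603 ± 114 to 6426 ± 317 normalized counts (log2FC 0.48, SE 0.0482, edgeR adjusted p = 2.9e-05). The median log2FC was -0.55 for DNA replication, -0.50 for mitosis, 0.45 for ganglion cells and 0.39 for synapses. Camera with its preset correlation gave the 4 lists adjusted p = 3.1e-20, 1.2e-17, 2.7e-10 and 5.2e-12, and none of the calls held with an estimated correlation (adjusted p = 0.134, 0.134, 0.134 and 0.137, in the same order). The count of synapse genes that rose was 3, 3, 18 and 6 without control replicate 1, 2, 3 or 4 and 4, 6 and 3 without CKO replicate 2, 3 or 4.

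**Figure D1:**
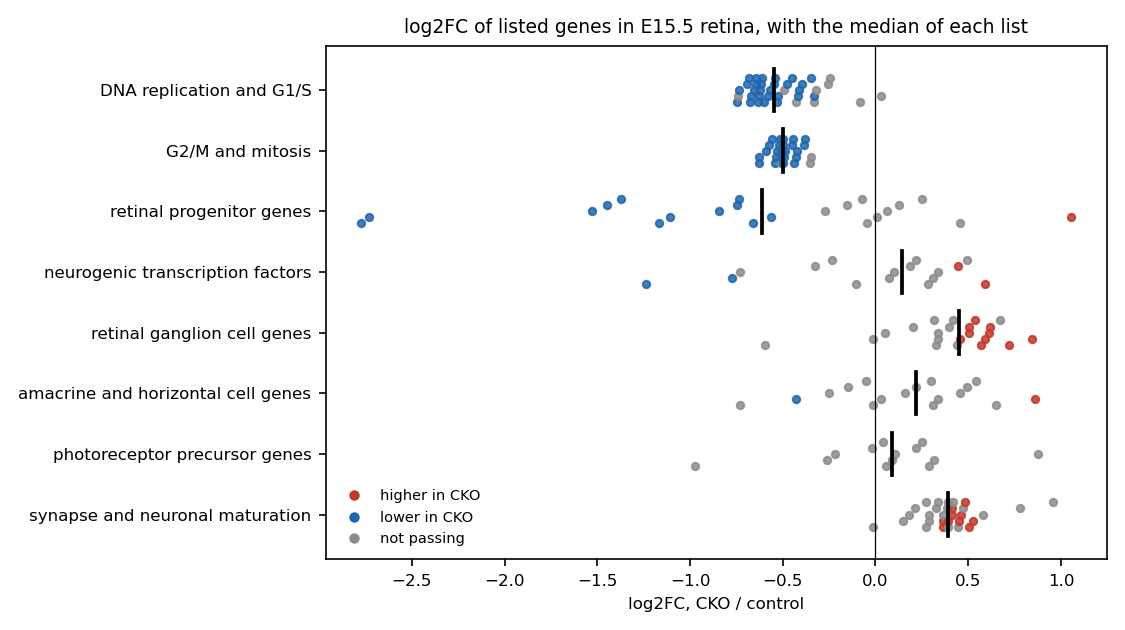
Log2FC (CKO over control) of each measured member of 8 gene lists, 1 point per gene (red for genes that rose, blue for genes that fell, gray for genes that did not pass), with a black bar at the median of each list. Points of the DNA replication and mitosis lists lie mostly left of 0 and those of the ganglion cell and synapse lists mostly right of it.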

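Of 16 neurogenic transcription factor genes, 2 rose, 2 fell and 12 did not pass the test (3 rose and 3 fell when adjusted over the list alone). *Sox4* rose from 4763 ± 223 to 7154 ± 662 normalized counts (SD, n = 4; log2FC 0.59, SE 0.0664, edgeR adjusted p = 6.7e-05) and *Neurod4* rose from 2564 ± 201 to 3484 ± 213 normalized counts (log2FC 0.44, SE 0.0651, edgeR adjusted p = 3.9e-04), whereas *Foxn4* fell from 2891 ± 155 to 1691 ± 94.6 normalized counts (log2FC -0.77, SE 0.0567, edgeR adjusted p = 3.2e-06). Of 17 amacrine and horizontal cell genes, *Lhx1* rose from 82.5 ± 6.83 to 149 ± 16.4 normalized counts (log2FC 0.86, SE 0.120, edgeR adjusted p = 2.8e-04), *Prdm13* fell from 1351 ± 66.8 to 1002 ± 101 normalized counts (log2FC -0.43, SE 0.0700, edgeR adjusted p = 7.8e-04) and 15 did not pass (3 rose and 2 fell when adjusted over the list alone). Of 13 photoreceptor precursor genes, 0 passed by edgeR, also when adjusted over the list alone, 7 had an unadjusted p below 0.05, and DESeq2 called 2 and limma voom 0; the list's median log2FC was 0.09. That median was 0.0143 and 0.18 without control replicate 1 or 3, 0.0256 and 0.14 without CKO replicate 3 or 4, 0.0558 with no filter, 0.0394 with a surrogate variable and 0.0313 with embryo sex as a covariate. The neurogenic list had a median log2FC of 0.14 and a mean of -0.0235, of opposite sign, and the amacrine and horizontal list a median of 0.22. None of the 3 lists passed with camera (adjusted p = 0.42 for photoreceptor, 0.18 for amacrine and horizontal and 0.61 for neurogenic genes; adjusted p = 0.868, 0.618 and 0.782 with an estimated correlation). Markers of cells outside the neural retina changed in both directions, and 1 of 3 lens markers rose. The pigment cell gene *Pmel*, which shares exons with *Cdk2*, fell from 146 ± 40.5 to 43.6 ± 8.70 normalized counts (log2FC -1.75, SE 0.207, edgeR adjusted p = 8.9e-05), and the endothelial gene *Cldn5* fell from 167 ± 23.6 to 57.6 ± 20.0 normalized counts (log2FC -1.55, SE 0.205, edgeR adjusted p = 1.9e-04), while 7 of 10 endothelial markers had a log2FC above 0. The macrophage gene *Lyve1* fell from 34.1 ± 10.8 to 4.95 ± 2.78 normalized counts (log2FC -2.86, SE 0.437, edgeR adjusted p = 5.2e-04), and the mesenchymal collagen gene *Col1a2* fell from 91.4 ± 18.9 to 23.7 ± 11.3 normalized counts (log2FC -1.99, SE 0.298, edgeR adjusted p = 4.5e-04). By edgeR, the call of *Neurod4*, and with it 1 of the 2 neurogenic rises, was lost without control replicate 1 or 4 or CKO replicate 2 or 3 (adjusted p = 0.00152 to 0.00200), that of *Lhx1* was lost without control replicate 1, 2 or 4 or CKO replicate 3 or 4 (adjusted p = 0.00123 to 0.00166) and that of *Prdm13* without control replicate 1, 2, 3 or 4 or CKO replicate 3 or 4 (adjusted p = 0.00110 to 0.00376), while 2 amacrine and horizontal genes rose and 2 fell without CKO replicate 1 and 1 photoreceptor gene rose without control replicate 1. The call of *Lyve1* was lost without CKO replicate 2, 3 or 4 (adjusted p = 0.00157 to 0.00187), with limma voom and with embryo sex as a covariate, and the gene fell below the filter on low counts, and so was not tested, without control replicate 1, 2 or 4. The call of *Col1a2* was lost without control replicate 1 or 2 or CKO replicate 2 or 3 (adjusted p = 0.00160 to 0.00223).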

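Of the 10 genes that the study lists under Sonic Hedgehog signaling, 5 were lower in the CKO by edgeR, 1 was higher and 4 did not pass the test. Those that fell included *Gli1*, *Gli2* and, chosen after their values were seen, the mitotic genes *Ccnb1* and *Cdk1*, which the list also holds; *Gsk3b*, which encodes a kinase that acts on Gli proteins, rose. *Ccnb1* fell from 1918 ± 60.9 to 1407 ± 90.1 normalized counts (SD, n = 4; log2FC -0.45, SE 0.0523, edgeR adjusted p = 8.5e-05) and *Cdk1* fell from 2450.3 ± 132 to 1630.3 ± 189 normalized counts (log2FC -0.59, SE 0.0748, edgeR adjusted p = 1.5e-04). *Gli3*, *Ptch1*, *Smo* and *Prkar1a* did not pass; *Prkar1a*, which encodes a regulatory subunit of protein kinase A, had 7091 ± 240.4 normalized counts in controls and 8159 ± 266 in the CKO (log2FC 0.20, 95% interval 0.08 to 0.32, edgeR adjusted p = 0.0080). The other lists predicted to be inhibited held mostly genes that fell: 25 of 29 for chromosomal replication, 18 of 25 for nucleotide excision repair, of whose listed genes 1 more was not matched, and 8 of 10 for S-phase entry. Among those predicted to be activated, 20 genes rose and 9 fell of 65 for synaptogenesis, 9 rose and 1 fell of 18 for SAPK/JNK, 9 and 1 of 20 for PAK, 7 and 1 of 18 for amyotrophic lateral sclerosis, 4 and 5 of 23 for eNOS, 5 and 6 of 25 for relaxin and 4 and 11 of 25 for sumoylation, and 1 and 0 of 7 for glycolysis. The glycolysis gene that rose was *Gpi1*, whose call was lost without control replicate 1, 2 or 4 or CKO replicate 1, 2 or 4 (edgeR adjusted p = 0.00122 to 0.00298), and DESeq2 called 7 of the 7, all higher. Over the 12 pathways, 114 of 207 genes passed by edgeR, 43 higher and 71 lower, and 206 by DESeq2. The study chose these genes as differentially expressed in these same samples, so their counts are not independent evidence of a direction. The paper's predictions are activation scores, given for pathways whose topology is known. Counts of rises and falls are another measure and do not test those scores.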

Shh signaling was identified as an inhibited pathway (Figure 3A) with approximately 35% of the Shh pathway genes identified in the analyzed DEG set (orange line, right Y-axis).

**Figure 3.**
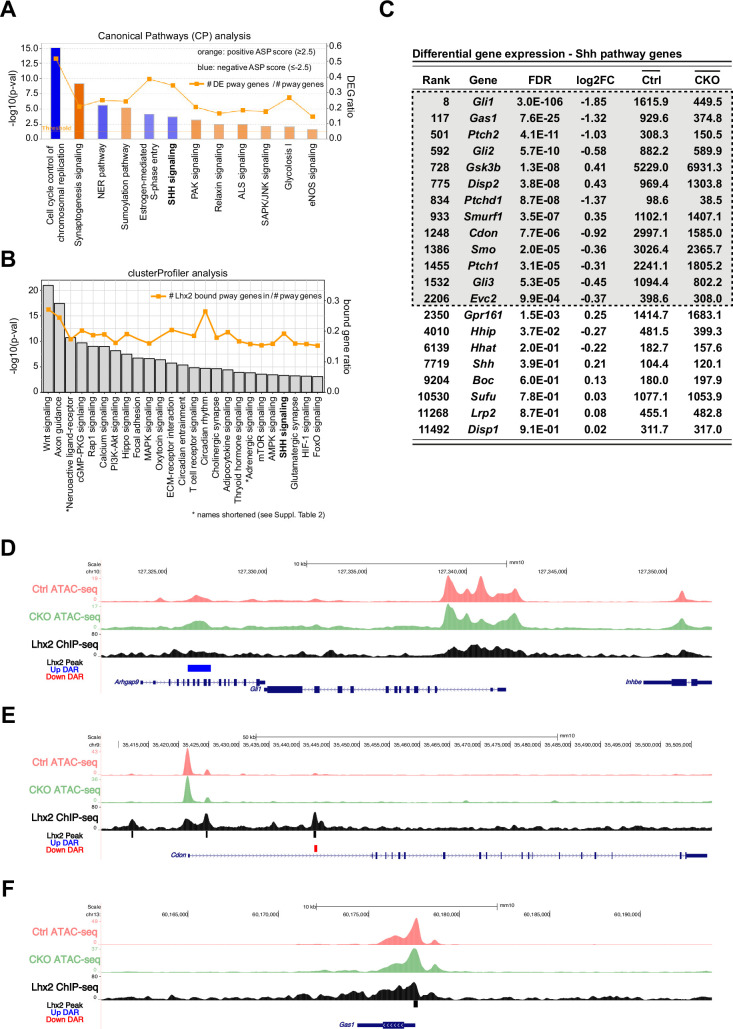
Lhx2 is required for the expression of multiple Hedgehog pathway genes. (**A**) Canonical Pathways (CP) analysis for DEGs with an FDR of 0.001 or smaller. Pathways that surpassed the significance cutoff of 1.3 (x-axis) and have an absolute ASP score of 2.5 or higher are shown. Orange bars predict pathway activation and blue bars predict pathway inhibition. Color intensity is directly correlated to ASP score (scores are listed in Supplementary file 2). The line indicates the number of DEGs found in each pathway as a fraction of pathway genes (DEG ratio; right y-axis). (**B**) KEGG pathways associated with Lhx2 ChIP-seq peak distribution from E14.5 mouse RPCs using ClusterProfiler. The line indicates the number of genes associated with Lhx2 chromatin binding in each pathway as a fraction of pathway genes (bound gene ratio; right y-axis). (**C**) Differential gene expression values for canonical genes in the Shh pathway. Genes in the gray box passed the cutoff for DEG designation. (**D–F**) ATAC-seq and Lhx2 ChIP-seq genomic DNA tracks at *Gli1* (**D**), *Cdon* (**E**), and *Gas1* (**F**) loci from E14.5 RPCs. DARs identified in *Lhx2* CKO RPCs are indicated by red and blue bars. Sites of Lhx2 chromatin binding are indicated by black bars from the ChIP-seq data.

**Figure 3—figure supplement 1.**
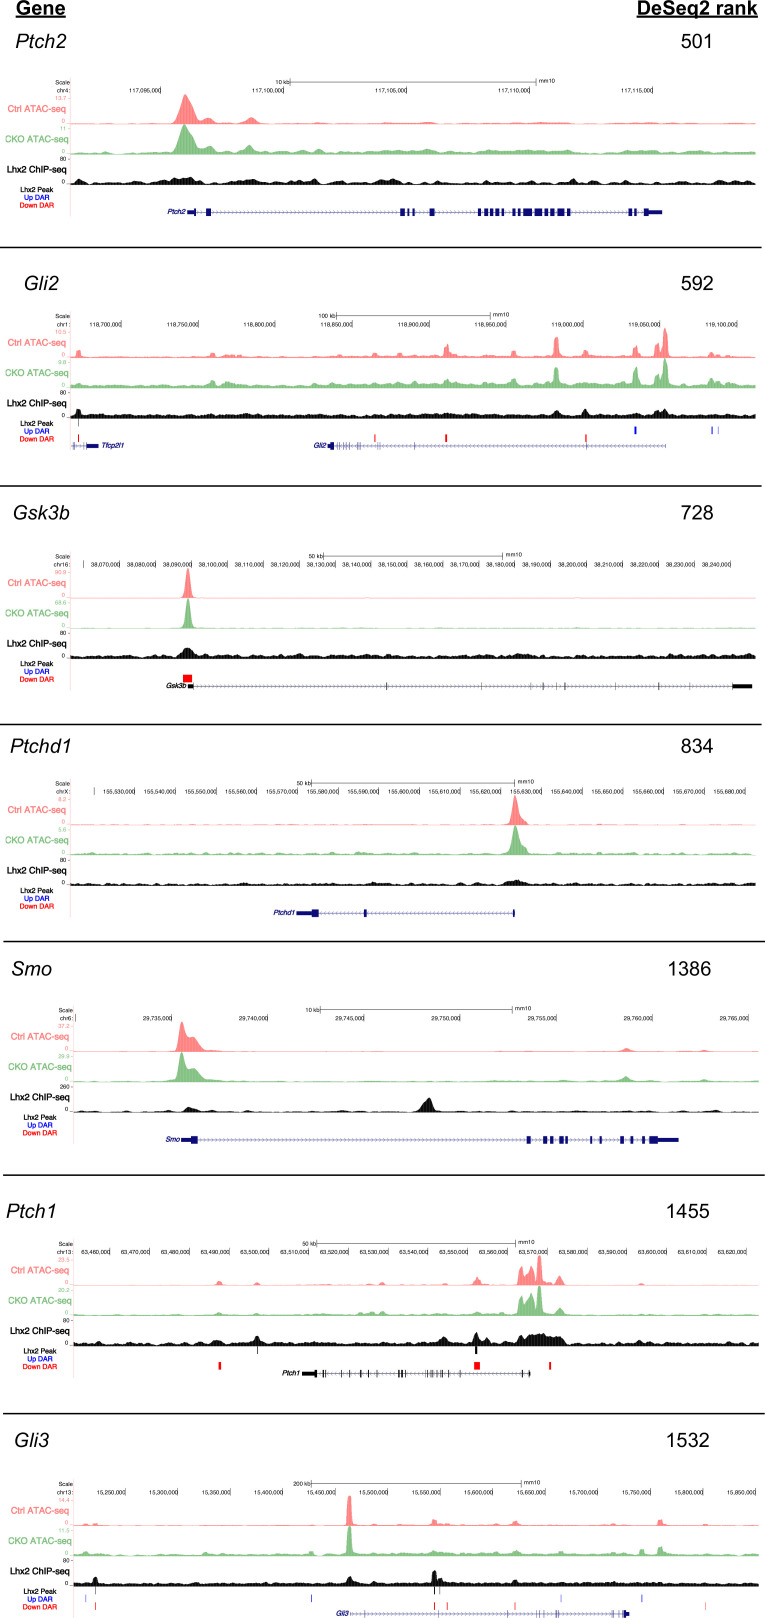
ATAC-seq and Lhx2 ChIP-seq tracks for selected Hh pathway genes within the FDR cutoff for differential expression (0.001). ATAC-seq and Lhx2 ChIP-seq tracks from E14.5 RPCs. Differentially accessible chromatin regions (DARs) in *Lhx2* CKO RPCs compared to control are indicated by red (open) and blue bars (closed). Lhx2 ChIP-seq peak calls are indicated by grey bars.

**Figure 3—figure supplement 2.**
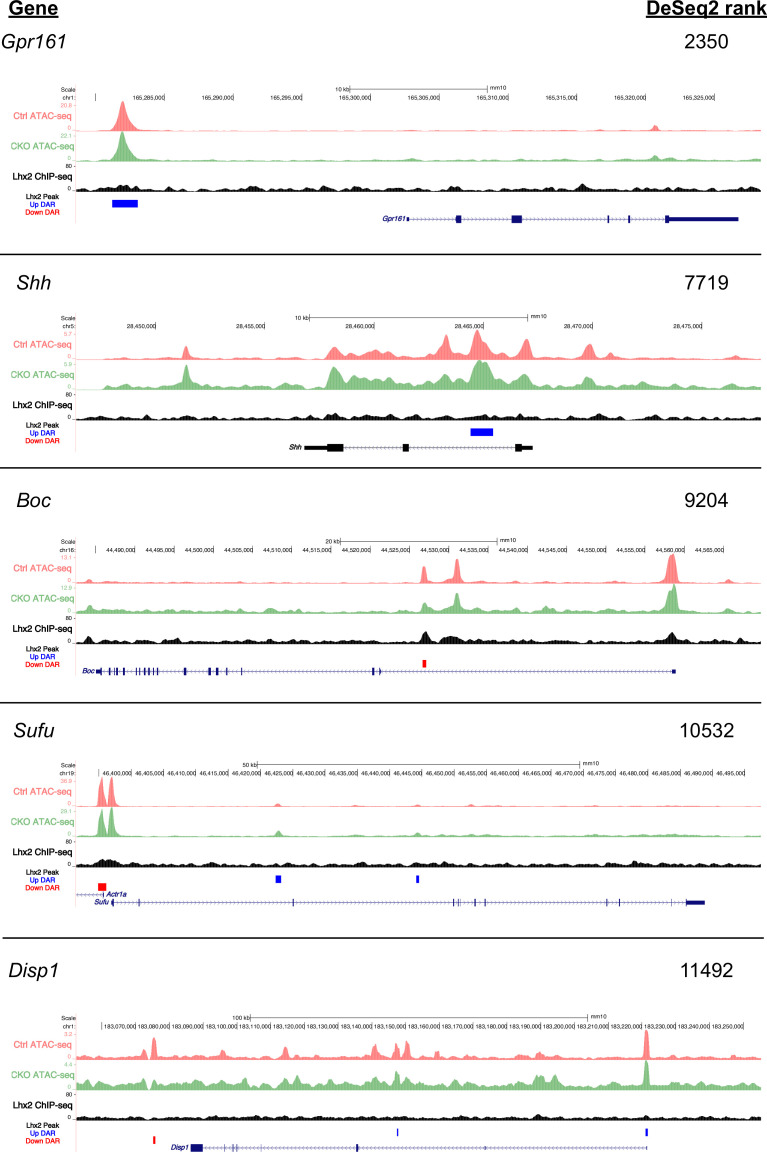
ATAC-seq and Lhx2 ChIP-seq tracks for selected Hh pathway genes outside the FDR cutoff for differential expression (0.001). ATAC-seq and Lhx2 ChIP-seq tracks from E14.5 RPCs. Differentially accessible chromatin regions (DARs) in *Lhx2* CKO RPCs compared to control are indicated by red (open) and blue bars (closed). Lhx2 ChIP-seq peak calls are indicated by grey bars.

To identify enriched pathways associated with Lhx2 chromatin binding, an Lhx2 ChIP-seq dataset from E14.5 wild type RPCs was analyzed with clusterProfiler against the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Yu et al., 2012; Zibetti et al., 2019; see Materials and methods). The Shh pathway (listed in KEGG as ‘Hedgehog signaling’) was identified as overrepresented (Figure 3B; Supplementary file 2) and was the only pathway identified by both CP and clusterProfiler with the cutoffs applied (compare Figure 3A and B). The *Wnt/β -catenin* and *axon guidance* pathways had stronger p-value scores than Shh signaling in both analyses, but their ASP scores failed to reach the cutoff (Supplementary file 2). This analysis does not exclude these or other pathways as candidates for *Lhx2* regulation, but the data does support a functional link between *Lhx2* and the Shh pathway that extends beyond direct regulation of *Gli1* by Lhx2.

We next considered possible cause and effect relationships between the differentially expressed Shh pathway genes and signaling state. Multiple pathway genes qualified as DEGs (Figure 3C, gray box), and all but *Dispatched 2* (*Disp2*) function at the level of the responding cell. 

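Of 51 Hedgehog pathway genes in 3 lists, 49 were expressed highly enough to be tested and 11 were differentially expressed by edgeR. Among the genes of ligand production and release, *Disp2*, which encodes a relative of the transporter that releases Hedgehog ligand (ENSMUSG00000040035, chromosome 2, 118779719 to 118811293 of GRCm38), rose from 969 ± 25.4 to 1304 ± 97.2 normalized counts (SD, n = 4; log2FC 0.43, SE 0.0613, edgeR adjusted p = 3.2e-04), and the other 9 did not pass. Of 12 genes of reception, 4 fell and 8 did not pass. Of 27 genes of intracellular transduction, 3 rose, 3 fell and 21 did not pass. Adjusted over the list alone, 1 production gene rose, 6 reception genes fell and 1 rose, and 3 transduction genes rose and 3 fell. No list passed as a whole with camera (adjusted p = 0.43 for production, 0.058 for reception and 0.70 for transduction; adjusted p = 0.618, 0.451 and 0.782 with an estimated correlation), and the transduction list's median log2FC, 0.01, and mean, -0.118, differ in sign, the median with a range over 15 alternatives -0.0241 to 0.0273. The call of *Disp2*, and with it the production count, was lost without control replicate 1, 2 or 4 or CKO replicate 2 or 4 (edgeR adjusted p = 0.00112 to 0.00189), and the reception list passed with no filter, with edgeR's own filter and without control replicate 3, CKO replicate 1 or CKO replicate 2. The count of transduction genes that rose was 0, 0 and 1 without control replicate 1, 2 or 4 and 1, 0, 1 and 0 without CKO replicate 1, 2, 3 or 4, that of those that fell was 1 and 1 without control replicate 1 or 4, and that of reception genes was 2 and 2 without control replicate 4 or CKO replicate 4.

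**Figure D2:**
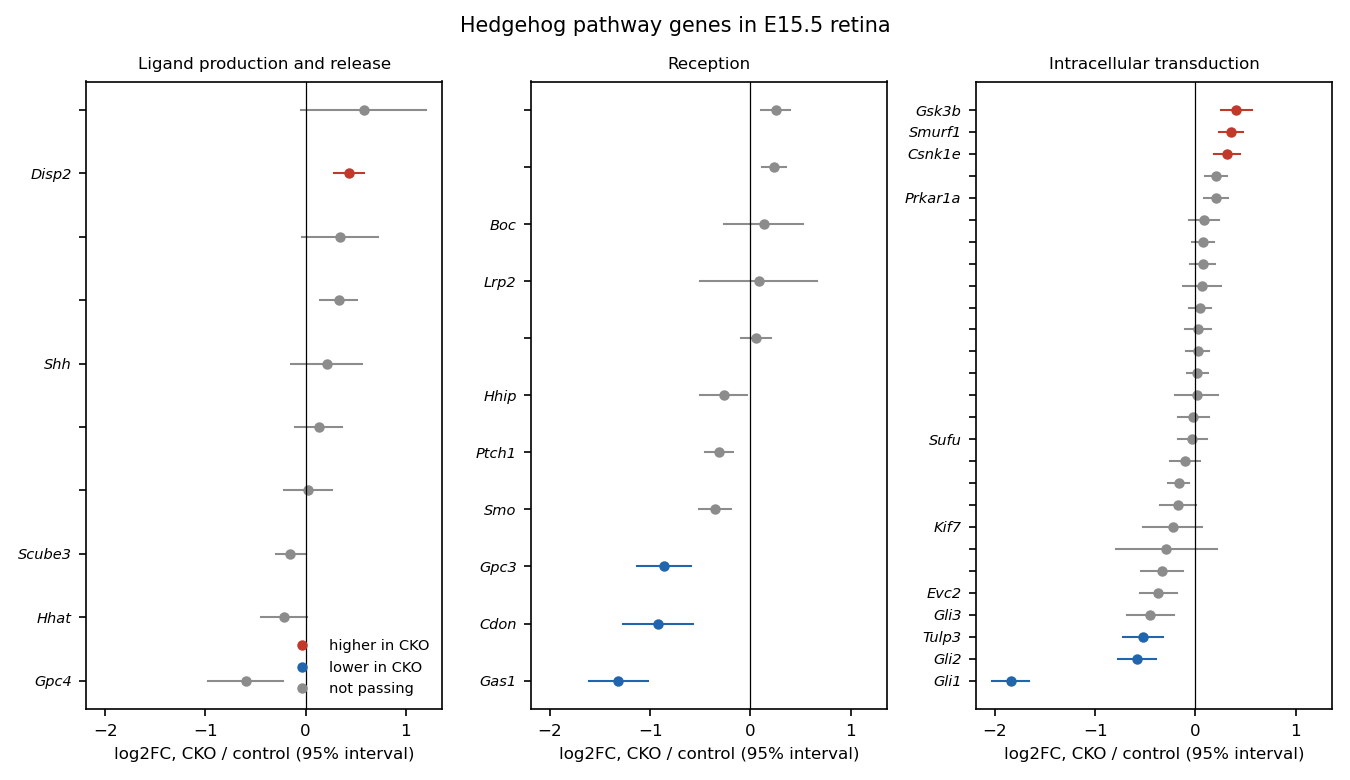
Each point is the edgeR log2FC (CKO over control) of 1 gene with its 95% interval, for 48 of the 49 Hedgehog genes tested, in 3 panels by step of the pathway, with red for genes that rose, blue for genes that fell and gray for genes that did not pass at an adjusted p below 0.001. *Gli1* lies farthest from 0, at -1.84, and points of genes that the text does not name carry no label.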

At the receptor level, *Cdon*, *Gas1, Ptch1*, *Ptch2,* and *Smo* were reduced in the CKO. 

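*Gas1*, a membrane-anchored co-receptor gene, fell from 929.6 ± 43.5 to 375 ± 73.2 normalized counts (SD, n = 4; log2FC -1.32, SE 0.119, edgeR adjusted p = 1.5e-05), and *Cdon*, another co-receptor gene, fell from 2997 ± 666 to 1585 ± 158 normalized counts (log2FC -0.92, SE 0.142, edgeR adjusted p = 5.5e-04). *Gpc3*, a glypican gene (ENSMUSG00000055653, chromosome X, 52272426 to 52613950 of GRCm38), fell from 373 ± 16.9 to 205 ± 34.0 normalized counts (log2FC -0.87, SE 0.109, edgeR adjusted p = 1.4e-04). *Ptch1*, the main Shh receptor gene (ENSMUSG00000021466, chromosome 13, 63508328 to 63573598), had 2241 ± 124 normalized counts in controls and 1805 ± 112 in the CKO, a log2FC of -0.31 (95% interval -0.45 to -0.17) that did not pass (edgeR adjusted p = 0.0018). *Smo*, the signal transducer gene (ENSMUSG00000001761, chromosome 6, 29735503 to 29761365), had 3026 ± 187 and 2366 ± 208, a log2FC of -0.35 (95% interval -0.52 to -0.19) that did not pass (edgeR adjusted p = 0.0018). DESeq2 called both (adjusted p = 2.3e-05 for *Ptch1*, range over 18 alternatives 2.3e-05 to 0.0081, and 1.4e-05 for *Smo*, range 1.4e-05 to 0.0085), as did edgeR with no filter, and edgeR also called *Ptch1* on counts scaled by library totals and without control replicate 3, where it gave an adjusted p = 3.1e-04. The call of *Cdon* was lost without control replicate 1, 2 or 4 or CKO replicate 1, 2, 3 or 4 (edgeR adjusted p = 0.00167 to 0.00232) and with a surrogate variable or embryo sex as a covariate. Its log2FC ran from -1.06 to -0.82 over the fits with 1 library left out. Exons of *Gas1* overlap *Gm48488* on the other strand.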

Lower expression of *Gas1, Cdon,* and *Smo* could negatively impact signaling, consistent with the overall reduction in Shh signaling in the CKO retina. On the other hand, reduced *Ptch1* and *Ptch2* expression should promote signaling, but since this was not the case, their decreased expression levels were likely due to reduced signaling, consistent with their expression levels serving as readouts of pathway activity.

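Among the transcription factors that carry the Hedgehog signal into the nucleus, *Gli2* (ENSMUSG00000048402, chromosome 1, 118834132 to 119053619 of GRCm38) fell from 882 ± 75.4 to 589.9 ± 42.6 normalized counts (SD, n = 4; log2FC -0.58, SE 0.0772, edgeR adjusted p = 2.0e-04), which is 66.8% of the control level by the edgeR fold change. *Gli3*, whose protein acts mainly as a repressor (ENSMUSG00000021318, chromosome 13, 15463235 to 15730026), had 1094 ± 132 normalized counts in controls and 802 ± 81.6 in the CKO, 73.3% of the control level by the same measure, a log2FC of -0.45 (95% interval -0.68 to -0.22) that did not pass the test (edgeR adjusted p = 0.0039). *Tulp3*, which encodes a protein that brings membrane receptors into the cilium, fell from 816 ± 41.4 to 568 ± 58.6 normalized counts (log2FC -0.52, SE 0.0811, edgeR adjusted p = 6.0e-04). The log2FC of *Gli2* and *Gli3* were not tested against each other, and their 95% intervals overlap (-0.77 to -0.39 for *Gli2*). Neither fall was larger than the median log2FC of the 22 retinal progenitor genes, -0.61, of which 16 lay below 0 and 6 above. Each sample was a whole pair of retinas, so whether progenitors were fewer or expressed *Gli2* and *Gli3* less was not tested. DESeq2 called *Gli3* (adjusted p = 1.2e-04; range over 18 alternatives 2.7e-05 to 0.014), as did edgeR with no filter and, at an adjusted p = 8.0e-04, without control replicate 3. By edgeR, the call of *Gli2* was lost without control replicate 1 or 4 (adjusted p = 0.00101 to 0.00104) and that of *Tulp3* without control replicate 1, 2, 3 or 4 or CKO replicate 2, 3 or 4 (adjusted p = 0.00105 to 0.00343); exons of *Gli3* overlap *Gm6556* on the other strand.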

At the intracellular level of the pathway, *Gli2* expression was reduced in the CKO, but *Gli3*, a likely direct target of *Lhx2* (Zibetti et al., 2019) was also reduced, potentially offsetting the drop in *Gli2* (Furimsky and Wallace, 2006). *Gli2* expression is not typically considered to be dependent on Shh signaling, but its expression was reduced by RPC-specific *Smo* inactivation (Sakagami et al., 2009). Of the two upregulated DEGs, only *Gsk3b* is predicted to inhibit signaling by promoting the processing of Gli3 protein into the repressor isoform (Figure 1A). 

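Among the Hedgehog genes of intracellular transduction, 3 rose by edgeR. *Gsk3b* (ENSMUSG00000022812, chromosome 16, 38089001 to 38246084 of GRCm38) rose from 5229 ± 433 to 6931 ± 251 normalized counts (SD, n = 4; log2FC 0.41, SE 0.0642, edgeR adjusted p = 6.2e-04), a level 133% of the control by the edgeR fold change. *Smurf1*, which encodes a ubiquitin ligase, rose from 1102 ± 19.3 to 1407 ± 74.3 normalized counts (log2FC 0.35, SE 0.0494, edgeR adjusted p = 2.8e-04), and *Csnk1e*, which encodes a casein kinase 1 isoform, rose from 3673 ± 248 to 4563 ± 134 normalized counts (log2FC 0.32, SE 0.0531, edgeR adjusted p = 9.8e-04). The call of *Gsk3b* was lost without control replicate 1 or 2 or CKO replicate 1, 2, 3 or 4 (edgeR adjusted p = 0.00118 to 0.00297), that of *Smurf1* without control replicate 1, 2 or 4 or CKO replicate 2 or 4 (adjusted p = 0.00108 to 0.00184) and that of *Csnk1e* without control replicate 1, 2 or 4 or CKO replicate 1, 2, 3 or 4 (adjusted p = 0.00215 to 0.00506) and also with limma voom, library totals, edgeR's own filter, a surrogate variable or embryo sex as a covariate, and exons of *Csnk1e* overlap *Gm16059* on the other strand.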

Its inhibitory function, however, is normally overridden by ligand-based activation (Briscoe and Thérond, 2013). Thus, *Gsk3b* activity could contribute to reduced signaling in the CKO, but only if the pathway is disrupted upstream.

These observations suggest that the changes in expression of *Gas1, Cdon, Gli3,* and *Gsk3b* in the CKO retina are not dependent on reduced Shh signaling whereas the changes in *Ptch1* and *Ptch2* expression are likely to be due to reduced Shh signaling. It remains possible, however, that the reduced levels of *Gli1*, *Gli2*, and *Smo* in the CKO could be direct outcomes of *Lhx2* inactivation, reduced Shh signaling, or a combination of the two. We reasoned that direct regulation by *Lhx2* on target genes could be inferred from its chromatin binding profile and by changes in chromatin accessibility in *Lhx2* CKO RPCs. To assess this, E14.5 RPC *Lhx2* ChIP-seq data were integrated with ATAC-seq data from E14.5 control and *Lhx2* CKO RPCs (see Methods) (Zibetti et al., 2019). Lhx2 binding was not associated with *Gli1, Gli2*, *Gsk3b, Ptch2*, or *Smo* (Figure 3D; Figure 3—figure supplement 1). However, differentially accessible chromatin regions (DARs) were associated with *Gli1*, *Gli2,* and *Gsk3b* suggesting indirect regulation by Lhx2 (Figure 3D; Figure 3—figure supplement 1). In contrast, Lhx2 binding was associated with *Cdon*, *Gas1, Ptch1,* and *Gli3* (Figure 3E F; Figure 3—figure supplement 1), and several ChIP-seq peaks aligned with DARs, suggesting direct regulation by Lhx2 for these genes (Figure 3E, F; Figure 3—figure supplement 1; Zibetti et al., 2019). 

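The intracellular Hedgehog genes *Evc2*, *Kif7* and *Sufu* and the ligand-binding inhibitor gene *Hhip* did not pass the test. *Evc2*, which encodes a ciliary protein that acts with Smo, had 399 ± 30.9 normalized counts in controls and 308 ± 17.2 in the CKO (SD, n = 4; log2FC -0.37, 95% interval -0.55 to -0.18, edgeR adjusted p = 0.0032). *Hhip* had 481 ± 65.0 and 399 ± 20.7 (log2FC -0.27, 95% interval -0.50 to -0.03, edgeR adjusted p = 0.051). *Kif7*, a ciliary kinesin gene of the pathway, had 192 ± 20.6 and 164 ± 21.1 (log2FC -0.23, 95% interval -0.52 to 0.07, edgeR adjusted p = 0.17). *Sufu*, which encodes the main inhibitor of Gli proteins, had 1077 ± 74.7 and 1054 ± 43.1 (log2FC -0.03, 95% interval -0.18 to 0.12, edgeR adjusted p = 0.74). DESeq2 called *Evc2* (adjusted p = 6.9e-04; range over 18 alternatives 6.9e-04 to 0.013). The log2FC of *Sufu* was 0.00513 without control replicate 1 and 0.000635 with embryo sex as a covariate, and exons of *Hhip* and *Kif7* overlap genes on the other strand.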

DARs, but not Lhx2 binding, were associated with other Shh pathway genes, but their low DESeq2 rankings suggest the predicted changes in chromatin accessibility are not functionally relevant (Figure 3—figure supplement 2). In sum, the expression of multiple Shh pathway genes is altered following *Lhx2* inactivation, with several likely to be directly dependent on *Lhx2* and others more generally regulated by Shh signaling.

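Over the 3 Hedgehog lists, 7 genes fell and 4 rose of 49 tested, and 38 did not pass by edgeR. The genes that fell included *Gli1*, *Gli2*, *Gas1*, *Cdon*, *Gpc3* and *Tulp3*, and those that rose were *Disp2*, *Gsk3b*, *Smurf1* and *Csnk1e*. The falls of *Gli1*, *Gas1* and *Gpc3* were the ones that passed in every fit with 1 library left out. The median log2FC over the 49 genes was 0.02. Whether the falls came from fewer progenitors among the cells counted or from lower expression in them was not tested. Adjusted over the 3 lists pooled as 1, 9 genes fell and 4 rose; DESeq2 called 19 (11 lower, 8 higher), and edgeR called 23 at an adjusted p below 0.05. The count was 4, 5 and 4 without control replicate 1, 2 or 4 and 5, 7 and 4 without CKO replicate 2, 3 or 4. From its calls among these genes, together with Lhx2 binding and chromatin accessibility near them, the paper proposes that several Hedgehog genes depend directly on *Lhx2* and that others are regulated more generally by Shh signaling.

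**Figure D3:**
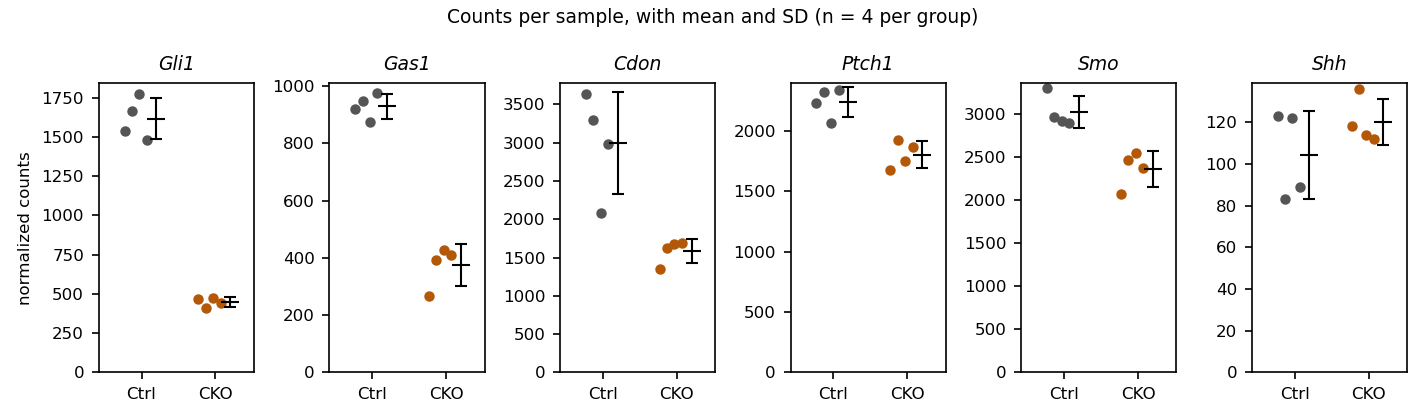
Normalized counts of *Gli1*, *Gas1*, *Cdon*, *Ptch1*, *Smo* and *Shh* in each of the 4 control and 4 CKO samples (points), with the mean and SD of each group, on linear axes from 0. Control samples of *Cdon* spread from 2081 to 3631, above all CKO samples, whereas the 2 groups of *Shh* overlap.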

### Lhx2 does not regulate Shh bioavailability

Shh signaling in the retina is an example of *intra*-lineage signaling, where the Shh-producing cells (RGCs) are the direct descendants of the responding cells (RPCs). This configuration, in effect, places Shh upstream and downstream of the pathway (Figure 4A). Although RGCs are overproduced in the CKO and the expression of *Shh* and other genes involved in Shh production did not reach the cutoff for confident DEG designation (Figure 3C), it stands that mRNA expression levels are insufficient for predicting Shh bioavailability, especially given the importance of posttranslational mechanisms in the modification, secretion, and presentation of Shh to responding cells (Briscoe and Thérond, 2013). Furthermore, *Lhx2* loss of function could cause cryptic changes in extracellular factors that could negatively impact signaling. 

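*Shh* (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256 of GRCm38) was expressed at a low level, with 104 ± 21.1 normalized counts in controls and 120.1 ± 11.0 in the CKO (SD, n = 4). Its log2FC was 0.21 (95% interval -0.14 to 0.56, edgeR adjusted p = 0.29), and the data do not exclude a change within that interval, in either direction. *Hhat*, which encodes the enzyme that palmitoylates Shh, had 183 ± 10.7 and 158 ± 15.3 (log2FC -0.21, 95% interval -0.45 to 0.02, edgeR adjusted p = 0.11). *Scube3*, whose relatives help release the ligand, had 3228 ± 226 and 2900.3 ± 128 (log2FC -0.15, 95% interval -0.30 to -0.01, edgeR adjusted p = 0.071). *Gpc4*, a glypican gene, had 430.4 ± 57.5 and 286 ± 66.1 (log2FC -0.60, 95% interval -0.97 to -0.22, edgeR adjusted p = 0.011). None of these passed the test, and *Gpc4* passed with no filter on low counts (edgeR adjusted p = 1.3e-04; range over 18 alternatives 1.3e-04 to 0.033) and at the looser cutoff of an adjusted p below 0.05. Exons of *Shh* overlap 2 genes on the other strand.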

A more direct approach is to functionally test the bioavailability of endogenous Shh with minimal disruption to the extracellular environment. To do this, we adapted a biosynthetic system engineered to model gradient formation and signaling dynamics in Shh-responsive NIH3T3 cells (Li et al., 2018). In this reporter system, *Ptch1* is expressed under the control of a stably integrated doxycycline-regulated expression cassette in a *Ptch1* mutant background and signaling is reported by the expression of H2B-mCitrine under the control of 8 tandem GLI binding sites (Figure 4B). This configuration eliminates Ptch1-mediated negative feedback and expands the dynamic range of mCitrine reporter activity in these cells, referred to as *open-loop* cells. Important for our purposes, the *open-loop* cell line was designed to express *Ptch1* at a low level without doxycycline treatment, preventing Shh-independent activation of the reporter (Li et al., 2018). Therefore, this system has the potential to directly identify deficiencies in the bioavailability of endogenous Shh.

**Figure 4.**
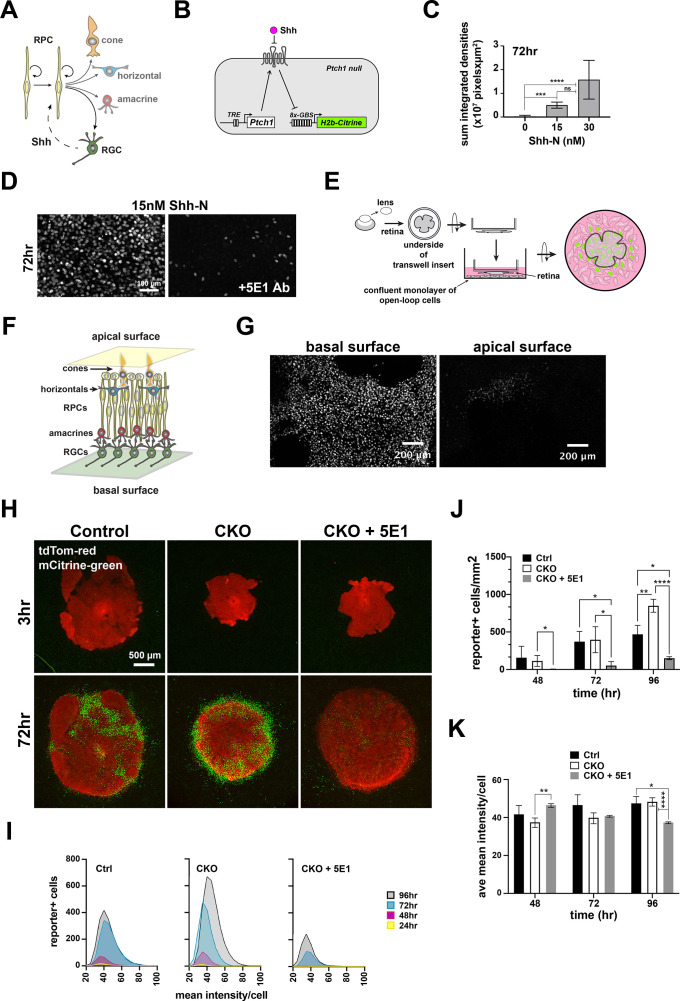
Evaluation of a live cell reporter system to test Shh bioavailability. (**A**) *Intra-*lineage architecture of Hh signaling at the start of retinal neurogenesis. RPCs initiate neurogenesis and begin generating RGCs, the Shh producing cells. RPCs are the responder cells, placing Shh upstream and downstream of RPCs. (**B**) Configuration of the *open-loop* circuit in the responder NIH3T3 *Ptch1-*null cell line (*open-loop* cells). Ptch1 is produced from a doxycycline regulated transgene. Shh binds Ptch1, activating intrinsic signaling as well as Gli-dependent expression of mCitrine fused to Histone H2b through 8-multimerized Gli1 binding sites. (**C**) Dose response at 72 hr as a function of the total accumulation of signal intensities and area coverage of mCitrine + *open* loop cells (mean+/-S.D.; n=4 per condition; ns, not significant; ***, p_adj_ <0.001; ****, p_adj_ <0.0001; ANOVA followed by Tukey’s multiple comparisons; see Supplementary file 4 for statistics). (**D**) Addition of the Shh ligand-blocking monoclonal antibody, 5E1, diminishes mCitrine expression. (**E**) Design of coculture experiment. Freshly dissected embryonic retina is flat mounted to the underside of a transwell insert and placed into direct contact with a confluent monolayer of *open-loop* cells. mCitrine expression accumulates in *open-loop* cells that receive Shh from the retina. (**F**) Schematic cross-section of embryonic retina shows that the apical surface is comprised mainly of RPCs and developing photoreceptors (cones until ~E15.5, and a mix of rods and cones thereafter) and the basal surface is comprised of RGCs, the source of retinal SHH. Astrocytes and endothelial also reside on the basal surface (not shown). (**G**) E18.5 wild type retinas were cultured in opposite orientations such that the *open-loop* cells contacted the basal or apical surfaces of the retina. mCitrine expression was robustly induced in responder cells in close proximity to the basal surface but not the apical surface of the retina. (**H**) Cocultures for control (left), CKO (middle), and CKO incubated with 5E1 antibody (right) at 3 and 72 hr. Retinal tissues are tdTomato positive (red) and mCitrine positive nuclei are green. (**I**) Lowess-smoothed histograms showing the accumulation and fluorescence intensity distributions of mCitrine + responder cells at each timepoint during the co-culture period. The histograms are for the cocultures shown in A. (**J**) Quantification of mCitrine + cells at 48, 72, and 96 hr. Comparisons were done within timepoints only and the significant differences are shown (mean+/-S.D.; n=4 (Ctrl, all timepoints); n=6 (CKO, all timepoints); n=2 (CKO+5E1, all timepoints); *, p_adj_ <0.05; **, p_adj_ <0.01; ****, p_adj_ <0.0001; 2-way repeated measures ANOVA followed by Tukey’s multiple comparisons test; see Supplementary file 4 for statistics). (**K**) Quantification of the average mCitrine fluorescence intensities per cell at 48, 72, and 96 hr. Comparisons were done within timepoints only and the significant differences are shown (mean+/-S.D.; n=4 (Ctrl, all timepoints); n=6 (CKO, all timepoints); n=2 (CKO, all timepoints); *, p_adj_ <0.05; **, p_adj_ <0.01; ****, p_adj_ <0.0001; 2-way repeated measures ANOVA followed by Tukey’s multiple comparisons test; see Supplementary file 4 for statistics).

**Figure 4—figure supplement 1.**
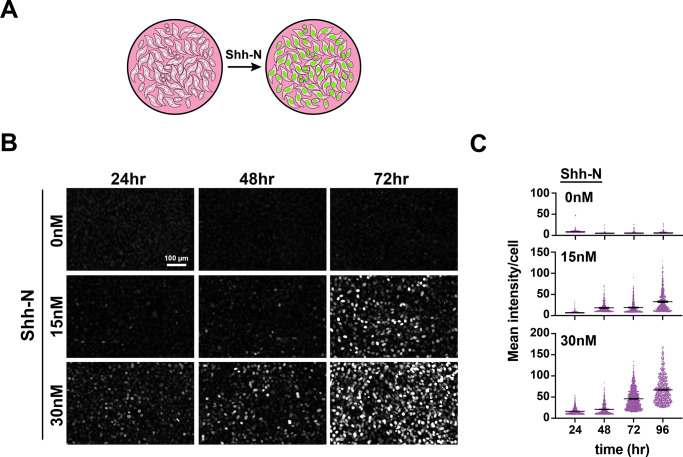
Responder cells express mCitrine near the basal surface of the retina. (**A**) Schematic showing that addition of recombinant Shh-N to a confluent monolayer of responder cells activates nuclear mCitrine expression. (**B**) Dose response and time course for accumulation of mCitrine expression in *open-loop* responder cells. Fields were randomly selected from the same cultures for each timepoint. (**C**) Scatter plots showing the accumulation of mCitrine + cells over time for each dose tested as a function of average mean fluorescence intensity per cell. Means are shown for each condition (lines).

**Figure 4—figure supplement 2.**
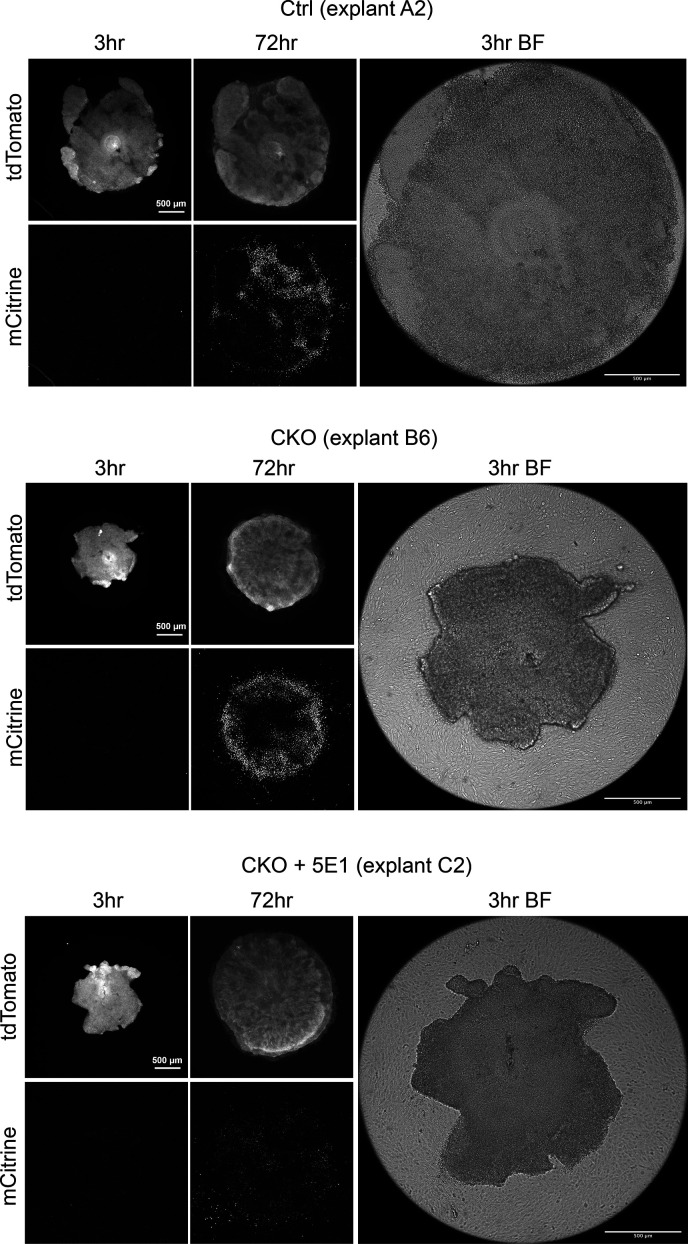
Single channel images Single channel fluorescence and bright field images for the cocultures shown in Figure 5B. .

To assess the suitability of this reporter system, *open-loop* cells were grown to confluence without doxycycline followed by addition of recombinant human Shh (N-terminal fragment, C24II variant; referred to as Shh-N) and monitored for mCitrine fluorescence (Figure 4—figure supplement 1A). mCitrine + cells were rarely observed without Shh-N addition (Figure 4—figure supplement 1, top row). In contrast, duration and dose dependent increases in mCitrine expression and the number of mCitrine + *open* loop cells were observed after Shh-N addition (Figure 4—figure supplement 1B, C), and confirmed by the accumulation of mCitrine + cells by the sum of the product of their areas and mean fluorescence intensities at 72 hr (Figure 4C; Supplementary file 4). Addition of the Shh-blocking IgG antibody, 5E1, to the culture medium suppressed mCitrine expression (Figure 4D), demonstrating a continued requirement for Shh-N in the open-loop cells even at the lowest levels of Ptch1 expression (i.e. without doxycycline treatment). Taken together, these data indicate that mCitrine expression in the *open-loop* cells is dependent on Shh-N in a dose-dependent manner.

We next tested the ability of retinal tissue to stimulate signaling in *open-loop* cells. Prior work showed that mCitrine + *open* loop cells extended several cell diameters away from cellular sources of Shh as long as cells remained confluent (Li et al., 2018). We therefore developed a coculture paradigm in which whole retinal tissue was flat mounted onto the underside of a transwell insert, placing the retina in direct contact with a confluent monolayer of *open-loop* cells (Figure 4E). We initially tested the apical and basal surfaces of the E18.5 wild type retina because RGCs, the Shh-producing cells, are located at the basal surface and Shh signaling extends across the central to peripheral axis of the retina by this age (Figure 4F; Sigulinsky et al., 2008). As anticipated, *open-loop* cells responded preferentially when in contact with the basal retinal surface (Figure 4G). Taken together, our observations show that this reporter system can be used to assess the bioavailability of endogenous Shh in the intact retina especially when the *open-loop* cells are in direct apposition to the basal retinal surface.

If reduced signaling was not due to impaired Shh activity or availability, then *open-loop* cells should respond similarly to CKO retinas compared to control. This response could be reflected in the number of mCitrine + cells, the expression levels of mCitrine, or in the kinetics of mCitrine accumulation. Tamoxifen was administered at E11.5, retinas were harvested at E15.5, placed onto confluent *open-loop* cells with the retinal basal surface in direct contact, and longitudinally imaged at 24 hr intervals by widefield epifluorescence (Figure 4H; single channel and bright field images for representative co-cultures are provided in Figure 4—figure supplement 2). mCitrine expression was not observed at the start of the culture period (Figure 4H, top row), but was readily apparent in *open-loop* cells cocultured with control (n=10) or CKO (n=13) retinas by 72 hr (Figure 4H, bottom row). mCitrine expression was Shh dependent, revealed by the reduction in mCitrine + *open* loop cells when the 5E1 antibody was added to the culture medium (Figure 4H, n=2 explants). Using representative explants for each condition, the accumulation and fluorescence intensities of mCitrine + cells were plotted over time (Figure 4I). In general, the behavior of the *open-loop* cells exhibited similar temporal characteristics, but CKO explants supported the highest number of mCitrine + cells at 96 hr, and the accumulation of mCitrine + cells in the presence of 5E1 was notably reduced. Quantification of the total number of mCitrine + cells per explant area revealed that Ctrl and CKO explants promoted similar numbers of mCitrine + cells at 48 hr and 72 hr, but more mCitrine + cells were associated with the CKO retina at 96 hr (Figure 4J; Supplementary file 4). This higher number of mCitrine + cells could be due to a higher concentration or bioavailability of Shh in the CKO (see discussion). On a per sample (n) basis, the averages of the mean Tfluorescence intensities of the *open-loop* cells were generally similar between Ctrl and CKO explants, indicating similar levels of signaling were achieved (Figure 4K; Supplementary file 4). Subtle but significant differences in fluorescence intensities were observed with the 5E1 antibody (Figure 4K), but these differences could have been due to stochastic variation in Ptch1 expression in this small cohort of *open-loop* cells (Li et al., 2018). In sum, these data reveal that Shh bioavailability is not compromised in the CKO retina and point to a cell-autonomous role for *Lhx2* in RPCs to promote Shh signaling during early retinal neurogenesis.

### Modulating Smoothened activity ex vivo stimulates Shh signaling in Lhx2-deficient RPCs

We next asked if the reduced Shh signaling activity in the CKO retina was due to defective intracellular signal transduction. Smo is an obligate component of Shh signaling and functions at the interface of the extracellular and intracellular portions of the pathway (Figure 1A; Briscoe and Thérond, 2013). We reasoned that if the pathway was not functional at the level of Smo or downstream, attempts to stimulate signaling via Smo would fail. To address this, we utilized an ex vivo organotypic culture paradigm previously used to assess Shh signaling in postnatal day 0 (P0) RPCs (Sigulinsky et al., 2008). Here, explant cultures consisting of whole retina with the lens still attached were treated with purmorphamine, a small molecule agonist of Smo that bypasses Patched-mediated inhibition (Stanton and Peng, 2010; Figure 5A). To minimize the potential impact of the tissue phenotype on gene expression levels, the interval between tamoxifen treatment and the start of the culture was shortened to 3 days (tamoxifen at E11.5, tissue harvest at E14.5), which was still sufficient to observe reduced *Gli1* and *Smo* expression in the CKO (Figure 1G; Supplementary file 3).

**Figure 5.**
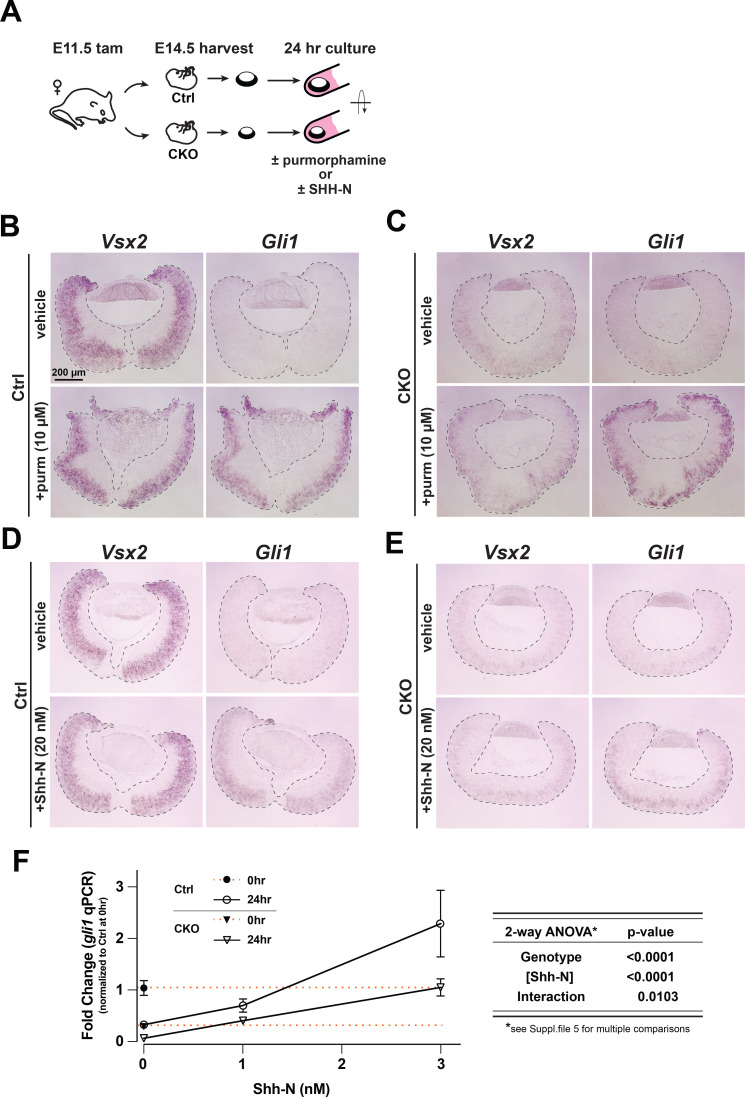
Purmorphamine and recombinant Shh-N stimulate signaling in *Lhx2* CKO retinal explants. (**A**) Experimental design of ex vivo retina-lens explant cultures. (**B–E**) in situ hybridizations of *Vsx2* and *Gli1* expression after 24 hr in culture to test *Smo* agonist purmorphamine or recombinant Shh-N. (**B**) *Gli1* expression declines in the absence of purmorphamine (vehicle) whereas *Vsx2* is maintained. *Gli1* expression is restored with purmorphamine. (**C**) *Vsx2* declines due to *Lhx2* inactivation. *Gli1* is expressed in response to purmorphamine. (**D**) *Gli1* expression declines in the absence of Shh-N (vehicle) whereas *Vsx2* is maintained. *Gli1* is restored with Shh-N. (**E**) *Vsx2* declines due to *Lhx2* inactivation. Similar to purmorphamine, *Gli1* expression is upregulated with Shh-N. (**F**) qPCR-based *Gli1* expression in control and CKO retinal explants at the start of the culture (t=0) and after 24 hr at different concentrations of Shh-N, as determined from a pilot dose response with wild type retinal explants (Figure 5—figure supplement 1C, Supplementary file 5). Expression values are relative to the mean control value at t=0 (closed circle). Orange lines extend from t=0 values for the control (upper line) and the CKO (closed triangle, lower line). Note that the value for the 24 hr control in 0 nM Shh-N overlaps with the CKO at t=0. To the right of the graph is the summary table for two-way ANOVA showing that the main effects (genotype and Shh-N concentration) are significant and interact. mean+/-S.E.M.; n=4 all conditions except CKO, 1nM Shh-N (n=3); Two-way ANOVA followed by Tukey’s multiple comparisons test; See Supplementary file 5 for statistics including p_adj_ values for multiple comparisons.

**Figure 5—figure supplement 1.**
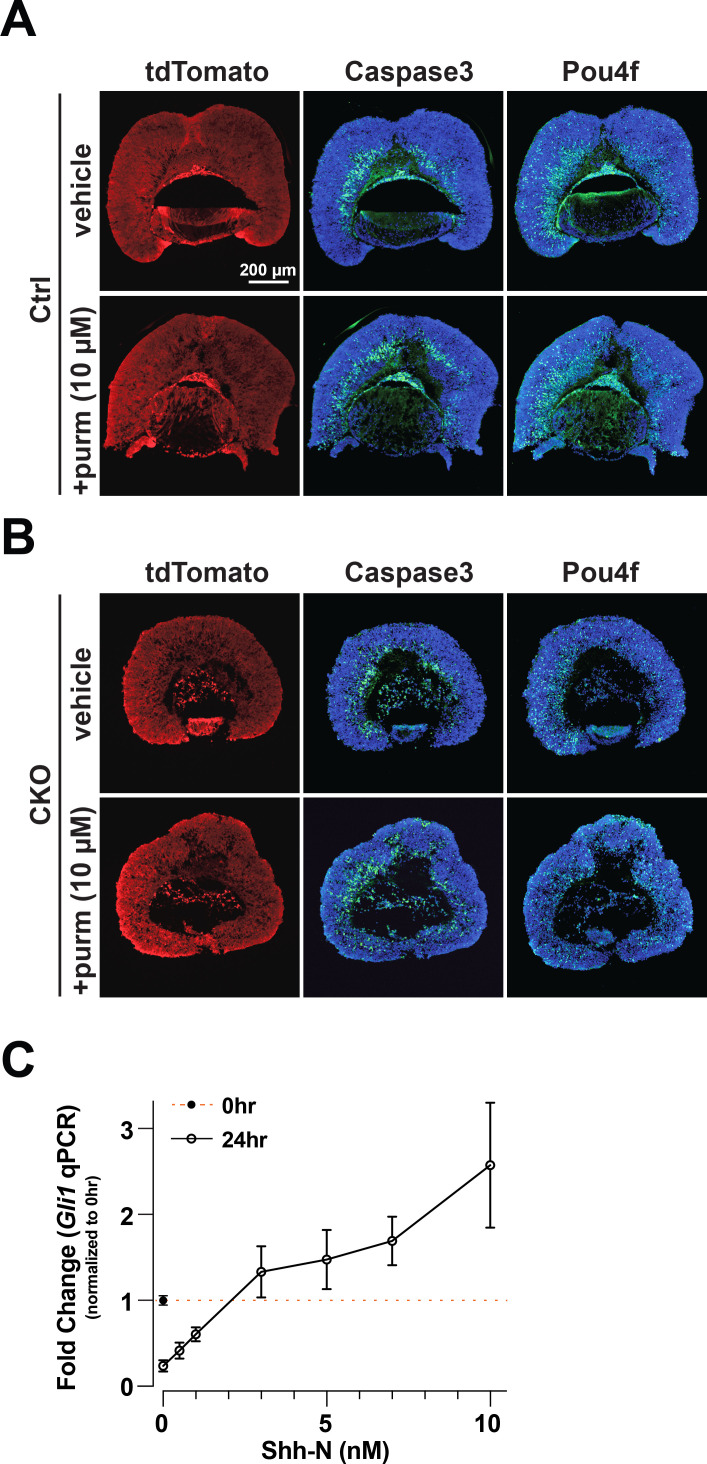
Markers of recombination, apoptosis, and RGCs after 24 hr, and dose response to estimate physiological range for recombinant Shh-N(C24II) protein. (**A**) Control and (**B**) CKO explants treated with vehicle or 10 nM purmorphamine for 24 hr. Left column: tdTomato expression from heterozygous *ai14* allele reveals CreER activity throughout the explants. Middle column: Caspase 3 immunofluorescence (green) reveals extent of apoptotic cells. Nuclei are stained with DAPI (blue). Right column: Pou4f2 immunofluorescence (green) marks RGCs. (**C**) Relative *Gli1* expression in wild type E15.5 retinas treated with increasing concentrations of recombinant Shh-N. Data points are relative to the mean expression value from retinas harvested at the start of the experiment (t=0; orange line). Means and standard deviation are shown, and results are from a pilot experiment (n=3 for all conditions; One way ANOVA followed by Dunnett’s multiple comparisons test;see Supplementary file 5 for statistics including p_adj_ values for multiple comparisons).

After 24 hr in culture, *Gli1* expression was markedly reduced in the vehicle-treated explants compared to explants treated with 10 μM purmorphamine (Figure 5B, right images). Since the RPC gene *Vsx2* was still abundantly expressed (Figure 5B, left images), the drop in *Gli1* expression in the untreated control explants was not due to RPC loss but instead to a specific reduction in Shh signaling. RGCs exhibited enhanced apoptosis (Figure 5—figure supplement 1A, B), potentially reducing the availability of endogenous Shh (Wang et al., 2002). We therefore attribute the robust expression of *Gli1* in the treated control explants to purmorphamine. Interestingly, *Gli1* expression was activated in CKO explants treated with purmorphamine (Figure 5C). Since the initial level of *Gli1* in the CKO explants was already reduced due to *Lhx2* inactivation, this result indicates that pathway activation at the level of Smo can occur in the absence of *Lhx2*. We also treated retinal explants with 20 nM Shh-N and obtained similar results (Figure 5D and E). These observations support the idea that the Shh pathway downstream of Patched and Smo is functional in the absence of *Lhx2*.

To determine if CKO RPCs respond differently than control RPCs to Shh-N treatment, we assessed *Gli1* expression by qPCR in a pilot dose response experiment with wild type E14.5 retinal explants cultured for 24 hr (Figure 5—figure supplement 1C). As expected, retinal explants cultured without Shh-N exhibited a strong reduction in *Gli1* expression compared to its level at the start of the experiment (t=0), whereas 3 nM Shh-N was sufficient to maintain signaling, and 10 nM significantly enhanced signaling (Figure 5—figure supplement 1C; Supplementary file 5). Based on these observations, we tested the responsiveness of CKO and control explants at 0, 1, and 3 nM Shh-N (Figure 5F). With all expression data normalized to the level of *Gli1* expression in control explants at t=0 (solid circle, upper dashed orange line), we made several observations (statistics are listed for all comparisons in Supplementary file 5). First, when compared to CKO explants at t=0 (closed triangle, lower dashed red line), *Gli1* expression decreased in CKO explants cultured without Shh-N (0 nM Shh-N; open triangle,), revealing that endogenous Shh promotes a low level of signaling in the CKO retina. Second, *Gli1* expression dropped in control explants cultured without Shh-N (open circle, 0 nM Shh-N) to the same level as the CKO retina at t=0 (closed triangle, lower dashed red line). This is consistent with the low level of *Gli1* expression in the vehicle treated control explants shown in Figure 5B and D. Third, CKO and control explants exhibited a similar response profile to Shh-N from 0 to 1 nM, but CKO explants exhibited a reduced response from 1 to 3 nM. Two-way ANOVA showed significant differences in both genotype and Shh-N concentrations as well as an interaction between both (Figure 5F; Supplementary file 5). These data indicate that endogenous Shh is promoting a low level of signaling in *Lhx2-*deficient RPCs, that *Lhx2-*deficient RPCs can respond to recombinant Shh-N at more physiologically relevant concentrations, but their response is still attenuated compared to *Lhx2*-expressing RPCs.

### Ptch1 inactivation stimulates Shh signaling in the Lhx2-deficient retina but fails to restore retinal development

We next tested if Shh signaling could be stimulated in *Lhx2* CKO RPCs by the simultaneous removal of *Ptch1* function. Conditional *Ptch1* inactivation in the embryonic limb caused increased and ectopic Shh signaling as revealed by elevated readout expression and Shh gain of function phenotypes (Butterfield et al., 2009). Like purmorphamine, *Ptch1* inactivation exposes the activity of endogenous Smo in a Shh-independent manner and provides a cell autonomous, in vivo test of signaling competence at the level of *Smo* in *Lhx2*-deficient RPCs. It also allowed us to directly test whether Ptch1 is restricting signaling in the *Lhx2* CKO retina and, if so, whether its inactivation improves retinal development.

*Ptch1* CKO, *Lhx2* CKO, and *Ptch1, Lhx2* double CKO (dCKO) retinas were generated with the *Hes1^CreER^* driver (Figure 6—figure supplement 1A). Retinas were harvested at E15.5 from embryos treated with tamoxifen at E10.75 and E11.5, and recombination of the *Ptch1^flox^* allele was assessed by RT-PCR with primers that amplify both the intact *floxed* and *deleted* transcripts (Butterfield et al., 2009; Figure 6—figure supplement 1B, C). Non-recombined transcript was detected but its relative abundance was low compared to the deleted transcript. Therefore, all samples were used to measure the relative expression levels of *Gli1, Ptch1, Ptch2,* and *Hhip* by qPCR (Figure 6A). By one-way ANOVA, the main effect of genotype on all four genes was highly significant (p<0.0001), and for each gene, at least four of the six pairwise genotype comparisons showed significant differences in expression (Supplementary file 3). Of those, *Hhip* and *Ptch1* expression were increased in the *Ptch1* CKO compared to control, indicating that *Ptch1* inactivation on its own stimulated Shh signaling. *Gli1* and *Ptch2* expression were decreased in the *Lhx2* CKO, consistent with their high DEG rank in the RNA sequencing data. Importantly, the expression levels of all four genes were significantly higher in the dCKO compared to the *Lhx2* CKO, with *Ptch1, Hhip,* and *Ptch2* surpassing control levels (Figure 6A). These data provide in vivo evidence that *Lhx2-*deficient RPCs retain the competence to signal at the level of *Smo*, and that *Ptch1* is inhibiting signaling in the absence of *Lhx2*.

**Figure 6.**
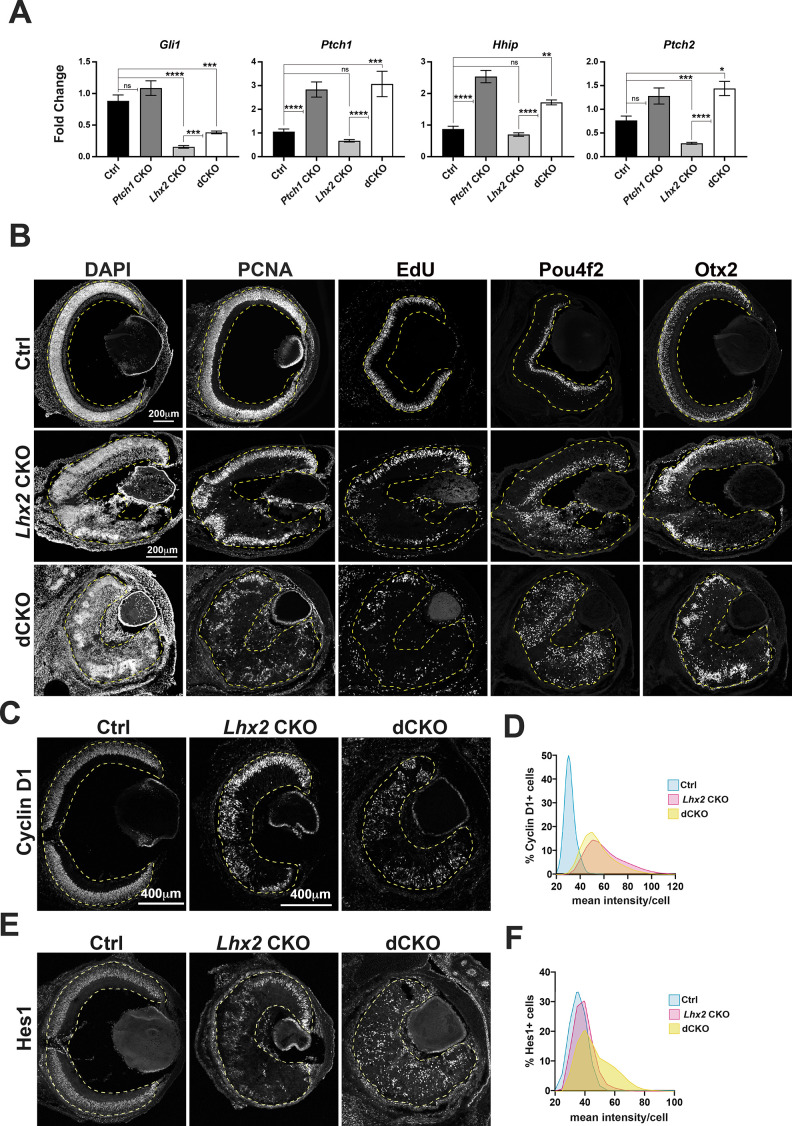
Hh signaling is enhanced in *Lhx2*-deficient RPCs by *Ptch1* inactivation in vivo. (**A**) Relative expression of *Gli1*, *Ptch1*, *Hhip*, and *Ptch2* at E15.5 following tamoxifen treatment at E11.5 in retinas with the following genotypes: control, *Ptch1* CKO, *Lhx2* CKO and *Lhx2; Ptch1* double CKO (dCKO). See Figure 6—figure supplement 1A for breeding scheme and genotypes assigned to control. For each gene, fold change values are relative to a specific control sample set as a reference. Shown are the comparisons for the three mutant genotypes compared to control and for the dCKO compared to the *Lhx2* CKO (means+/-S.E.M.; n=6 (Ctrl, all genes); n=9 (*Ptch1* CKO, all genes); n=7 (*Lhx2* CKO, all genes); n=4 (dCKO, all genes); ns, not significant; * p_adj_ <0.05; ** p_adj_ <0.01; *** p_adj_ <0.001; **** p_adj_ <0.0001; ANOVA followed by Tukey’s multiple comparisons test; see Supplementary file 6 for statistics and complete multiple comparisons list). (**B**) DAPI staining and expression patterns for PCNA and EdU incorporation to identify RPCs and Pou4f2 and Otx2 to identify nascent RGCs and photoreceptors at E18.5 following tamoxifen treatment at E11.5 in retinas from control (top row), *Lhx2* CKO (middle row) and dCKO (bottom row). (**C**) Cyclin D1 expression at E18.5 following tamoxifen treatment at E11.5 in control, *Lhx2* CKO and dCKO retinas. (**D**) Lowess-smoothed histograms showing the distribution of Cyclin D1 + cells as a function of the mean fluorescence intensity per cell. Each histogram is normalized to the number of Cyclin D1 + cells within the respective genotype. (**E**) Hes1 expression at E18.5 following tamoxifen treatment at E11.5 in control, *Lhx2* CKO and dCKO retinas. (**F**) Lowess-smoothed histograms showing the distribution of Hes1 + cells as a function of the mean fluorescence intensity per cell. Each histogram is normalized to the number of Hes1 + cells within the respective genotype.

**Figure 6—figure supplement 1.**
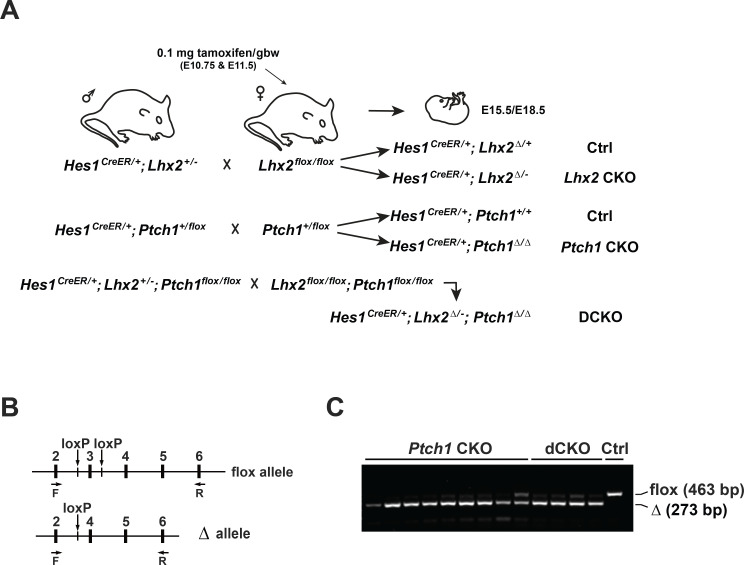
Genetics of *Ptch1* and *Lhx2* inactivation and validation of *Ptch1* recombination. (**A**) Overview of genetics and tamoxifen treatment. (**B**) Schematic of *Ptch1* locus encompassing the regions containing exons 2–6. Exon 2 forward (ex2F) and Exon 6 reverse (ex6R) were used for RT-PCR to detect unrecombined and recombined transcripts from the flox and CKO alleles, respectively. (**C**) Agarose gel shows most samples were recombined (CKO) although some unrecombined (flox) was detected. All samples were used for qPCR. Figure 6—figure supplement 1—source data 1.RT-PCR for non-deleted (*flox*) and deleted (Δ) *Ptch1* mRNAs.File with the word ‘unedited’ shows the original gel capture. File with the word ‘labeled’ shows the fragment sizes of the DNA standards in base pairs (bp). The red box indicates the portion of the gel shown in Figure 6—figure supplement 1. The sizes of the non-recombined and deleted *Ptch1* mRNAs are shown in base pairs (bp).

Despite the evidence for increased Shh signaling, the histogenesis defects due to *Lhx2* inactivation did not improve with *Ptch1* inactivation (Figure 6B). DAPI staining revealed persistent disrupted retinal organization. PCNA staining and EdU incorporation revealed a persistent deficit of RPCs, and the disorganized distribution of Pou4f2+RGC and Otx2 + photoreceptor precursors were consistent with disrupted tissue cytoarchitecture. The failure of *Ptch1* inactivation to alleviate, even partially, the *Lhx2* CKO phenotype suggested that Lhx2 also acts downstream of Shh signaling. To assess this further, we examined the expression of Cyclin D1 and Hes1, which are both highly ranked DEGs in the *Lhx2* CKO, are regulated by Shh signaling (Sakagami et al., 2009; Wang et al., 2005; Hashimoto et al., 2006; Kenney and Rowitch, 2000; Wall et al., 2009) and are required for retinal neurogenesis (Bosze et al., 2020; Das et al., 2009; Das et al., 2012; Takatsuka et al., 2004). 

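*Ccnd1*, which encodes Cyclin D1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925 of GRCm38), fell from 45274 ± 3304 to 20135 ± 2380.1 normalized counts (SD, n = 4; log2FC -1.17, SE 0.0856, edgeR adjusted p = 3.2e-06), to 44.5% of the control level by the edgeR fold change, and it passed in every setting tried. *Hes1* (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796), a transcriptional repressor gene induced by Notch, fell from 1034 ± 86.7 to 358 ± 37.7 normalized counts (log2FC -1.53, SE 0.0839, edgeR adjusted p = 4.3e-07), to 34.7% by the same measure, and passed in every setting tried as well. Of 21 Notch pathway genes, 5 fell, 1 rose and 15 did not pass (5 fell and 2 rose when adjusted over the list alone). Besides *Hes1*, the target gene *Hes5* fell from 2183 ± 257 to 1309 ± 38.6 normalized counts (log2FC -0.73, SE 0.0750, edgeR adjusted p = 3.3e-05), *Hey1* fell from 1070.3 ± 71.5 to 515 ± 62.8 normalized counts (log2FC -1.06, SE 0.0863, edgeR adjusted p = 7.4e-06) and the ligand gene *Dll4* fell from 1131 ± 50.5 to 668 ± 70.0 normalized counts (log2FC -0.76, SE 0.0726, edgeR adjusted p = 2.2e-05). The gene that rose was *Numbl*, from 958 ± 77.7 to 1349 ± 60.3 normalized counts (log2FC 0.50, SE 0.0620, edgeR adjusted p = 1.3e-04). *Notch1* had 5683 ± 429.9 normalized counts in controls and 4623 ± 192 in the CKO (log2FC -0.30, 95% interval -0.45 to -0.15, edgeR adjusted p = 0.0033), which did not pass, although DESeq2 called it (adjusted p = 5.5e-05; range over 18 alternatives 5.5e-05 to 0.012), as did edgeR without control replicate 3. The list as a whole did not pass with camera (median log2FC -0.11, or -0.0707 and -0.0565 without control replicate 1 or 2; adjusted p = 0.33, and adjusted p = 0.515 with an estimated correlation). Without control replicate 3 the count of Notch genes that rose was 2; exons of *Ccnd1*, *Hes5*, *Dll4*, *Notch1* and *Numbl* overlap other genes.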

As with PCNA and EdU, reductions in Hes1 + and Cyclin D1 + cells were similar in dCKO and *Lhx2* CKO retinas when compared to control (Figure 6C and E). However, Cyclin D1 + cells appeared brighter in the mutant retinas and was confirmed with fluorescence intensity measurements (Figure 6D). Hes1 + cells also appeared brighter, but more so in the dCKO retina (Figure 6F). These changes in cellular fluorescence intensities suggest increased expression, and at least for Hes1, appears to be dependent on *Ptch1* inactivation. The lack of phenotypic rescue suggests that elevated Shh signaling due to *Ptch1* inactivation extended to Hes1 but was insufficient to improve retinal development.

### Gas1 and Cdon mediate Lhx2-dependent activation of Shh signaling

While our data show that Lhx2 influences the expression of multiple Shh pathway genes, measurable increases in pathway activity were still achieved in the *Lhx2* CKO with Shh-N or purmorphamine treatment in vitro, and *Ptch1* inactivation in vivo. These findings indicate that *Lhx2* inactivation did not cause an insurmountable block in the intracellular portion of the pathway and raises the possibility that an additional level of the pathway is dependent on *Lhx2*. Since reduced Shh availability was effectively ruled out, this leaves receptivity to Shh, possibly at the level of co-receptor function. Interestingly, the Shh co-receptors *Boc*, *Cdon*, *Gas1*, and *Lrp2* are expressed in the embryonic retina, but *Boc* and *Lrp2* are unlikely candidates because their ranks for differential expression in the RNA-seq dataset were far below the cutoff (10530 and 11268, respectively) and their genetic inactivation largely spares early retinal neurogenesis (Cases et al., 2015; Fabre et al., 2010). On the other hand, both *Gas1* and *Cdon* qualified as DEGs with DESeq2 ranks of 117 and 1248, respectively, and the ChIP- and ATAC-seq data support direct gene regulation by *Lhx2* (Figure 3D and E). in situ hybridization and qPCR confirmed their downregulation in the E15.5 *Lhx2* CKO retina following tamoxifen treatment at E11.5 (Figure 7—figure supplement 1A, Supplementary file 3), but their expression at E15.5 in the control retina was limited to the retinal periphery (Figure 7—figure supplement 1A, insets). This is not unexpected since Gas1 and Cdon are negatively regulated by Shh signaling in other tissues (Allen et al., 2007; Tenzen et al., 2006), but their restricted expression at E15.5 made it difficult to determine the extent of their dependence on Lhx2 in the retina. 

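*Boc* and *Lrp2*, both of which encode receptors that bind Shh, did not pass the test. *Boc* (ENSMUSG00000022687, chromosome 16, 44485049 to 44558897 of GRCm38) had 180.0 ± 46.5 normalized counts in controls and 198 ± 18.1 in the CKO (SD, n = 4), a log2FC of 0.13 (95% interval -0.27 to 0.53, edgeR adjusted p = 0.57), at rank 10603 of the 13891 genes tested. *Lrp2* (ENSMUSG00000027070, chromosome 2, 69424340 to 69586065) had 455 ± 172 and 483 ± 32.7, a log2FC of 0.08 (95% interval -0.50 to 0.66, edgeR adjusted p = 0.82), at rank 12527. The control samples of *Lrp2* spread from 204 to 584, and those of *Boc* from 124 to 235, and the data do not exclude a difference within the intervals of the log2FC. Without control replicate 3 the log2FC turned negative for both, -0.00575 for *Boc* and -0.16 for *Lrp2*, and the rank of *Lrp2* was 7049; without control replicate 1 the rank of *Boc* was 6163. With no filter, which leaves more genes to rank, *Boc* ranked 17526 and *Lrp2* 21623.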

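*Gas1* lies on chromosome 13 of GRCm38 from 60174405 to 60177365 (ENSMUSG00000052957), and *Cdon* on chromosome 9 from 35421128 to 35507652 (ENSMUSG00000038119). By the edgeR fold change, *Gas1* in the CKO stood at 40.1% and *Cdon* at 52.8% of the control level. For *Gas1* the control samples held 921, 949, 873 and 975 normalized counts and the CKO samples 267, 394, 428 and 411. For *Cdon* they held 3631, 3297, 2081 and 2979, and 1351, 1622, 1679 and 1687. By the edgeR p-value, *Cdon* ranked 971, 121 without control replicate 3 and 230 with no filter on low counts. The paper's qPCR values, relative to controls, are 0.394 (SEM 0.0161, n = 6) for *Gas1* and 0.524 (SEM 0.0746, n = 6) for *Cdon*; its text places this qPCR at E15.5, while its Supplementary file 3 lists these values under a harvest at E14.5.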

We therefore examined their expression patterns from E11.5 – E13.5, the interval encompassing pathway activation. By both immunohistology (Figure 7A) and in situ hybridization (Figure 7—figure supplement 1B), *Gas1* was more restricted to the peripheral retina, but *Cdon* was broadly expressed at E11.5, resolving to the peripheral retina by E13.5. *Cdon* expression decreased in a complementary manner to *Gli1* upregulation as revealed by *Gli1* mRNA (Figure 7—figure supplement 1B) and by b-Galactosidase (b-Gal) reporter expression from the *Gli1^lacz^* allele (Figure 7A). However, *Cdon* downregulation appeared to be ahead of the central to peripheral wave of *Gli1* expression and had a closer complementarity with *Atoh7* (Figure 7—figure supplement 1B), a neurogenic bHLH gene transiently expressed in RPCs that functions as an RGC competence factor (Brown et al., 2001; Brzezinski et al., 2012; Prasov and Glaser, 2012). Whether this reflects a novel mode of *Cdon* regulation is unclear, but the complementarity with *Cdon* and *Gli1* expression is consistent with downregulation upon pathway activation.

**Figure 7.**
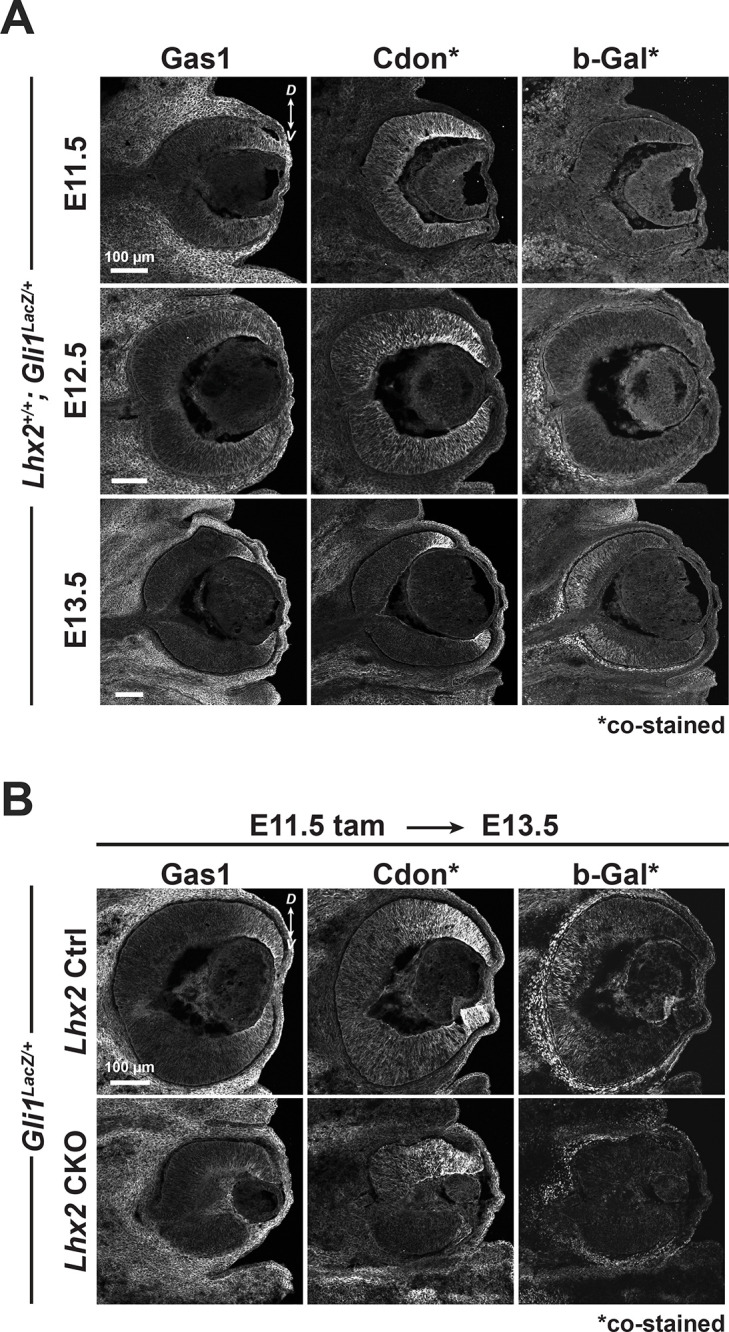
Cdon and Gas1 expression are dependent on Lhx2 prior to their downregulation at the start of Shh signaling. (**A**) Temporal expression patterns of Gas1, Cdon, and β-Gal at E11.5, E12.5, and E13.5 in *Gli1^lacz/+^* mice. Cdon and β-Gal were detected on the same tissue sections, Gas1 on adjacent sections (also in B). (**B**) Expression of Gas1, Cdon, and β-Gal in Ctrl and *Lhx2* CKO; *Gli1^lacz/+^* eyes at E13.5 following tamoxifen treatment at E11.5.

**Figure 7—figure supplement 1.**
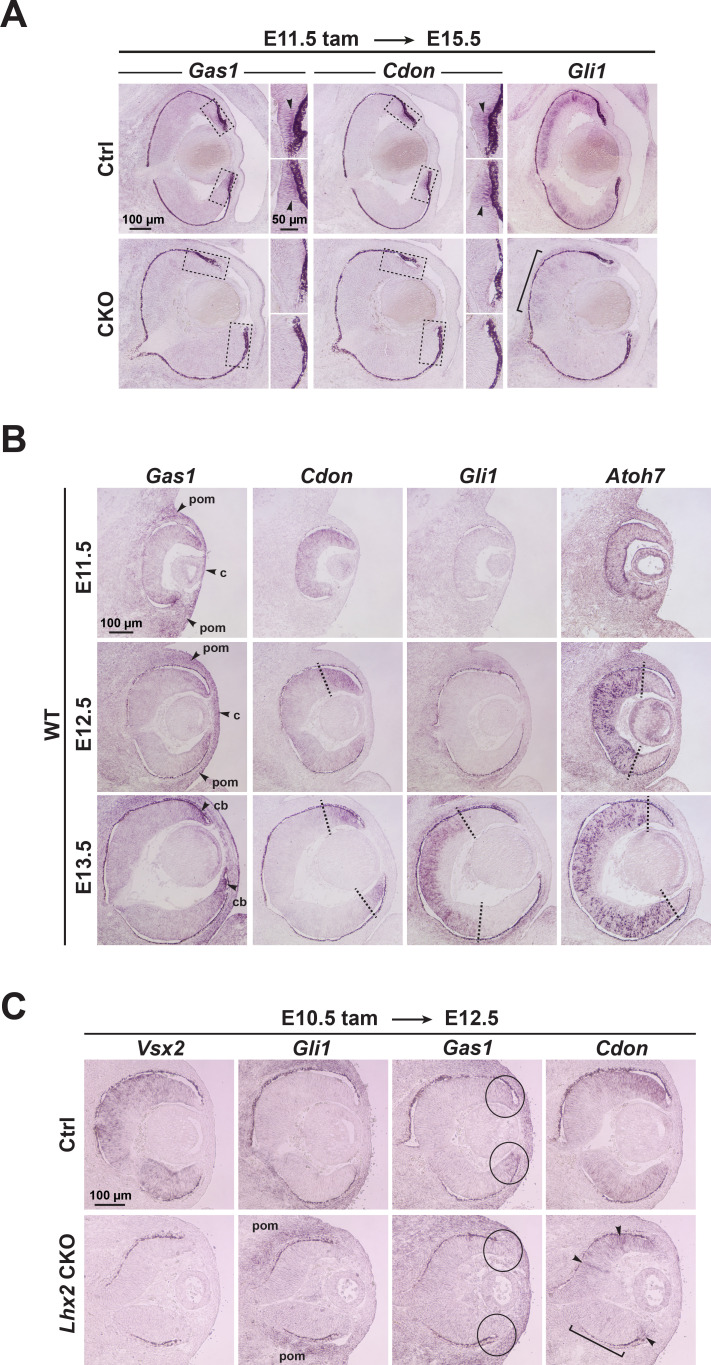
in situ hybridizations. (**A**) Expression of *Gas1, Cdon,* and *Gli1* at E15.5 after tamoxifen treatment at E11.5. Boxes in *Gas1* and *Cdon* panels mark locations of insets, which correspond to the retinal periphery, where *Gas1* and *Cdon* are expressed. Arrowheads in Ctrl panels show the restricted peripheral expression that is absent in the CKO. Bracket in CKO panel for *Gli1* expression reveals low, but persistent, expression in the dorsal retina. (**B**) Temporal expression patterns of *Gas1*, *Cdon*, *Gli1*, and *Atoh7* from E11.5 to E13.5. Dashed lines in E12.5 and E13.5 images show that temporal downregulation of *Cdon* mRNA has a tighter spatial complementarity with *Atoh7* mRNA accumulation than *Gli1*. (**C**) Expression of *Vsx2*, *Gli1*, *Gas1*, and *Cdon* at E12.5 after tamoxifen treatment at E10.5. The presence of *Gli1* in the periocular mesenchyme indicates that the staining protocol was sufficient to detect expression in other tissues. Circles in *Gas1* images show regions of *Gas1* expression in peripheral retina that is lost upon *Lhx2* inactivation. Bracket in image of *Cdon* for the CKO image shows absence of *Cdon* in ventral domain, and arrowheads point to persistent *Cdon* expression. Abbreviations: c, cornea; cb, ciliary body; le, lens; onh, optic nerve head; nr, neural retina; pom, periocular mesenchyme.

We next examined *Gas1* and *Cdon* expression in the CKO by in situ hybridization at E12.5 (Figure 7—figure supplement 1C) and immunohistology at E13.5 (Figure 7B) following tamoxifen treatment at E10.5 and E11.5, respectively. At E12.5, the *Lhx2* target *Vsx2* was downregulated as were *Gas1* and *Cdon*, consistent with *Lhx2* promoting their expression, but it was too early to assess effects on *Gli1* since it was not yet detected in the control retina (Figure 7—figure supplement 1C). At E13.5, Gas1 and Cdon proteins were downregulated, and b-Gal expression from the *Gli1^lacz^* allele was not detected in the CKO (Figure 7B). These observations support the idea that Lhx2 promotes the expression of *Cdon* and *Gas1* to confer signaling competence to RPCs. Interestingly, *Cdon* mRNA and protein expression persisted to some extent in the dorsal CKO retina at both ages (Figure 7B; Figure 7—figure supplement 1C). Whether this reflects mechanistic differences in Shh signaling or differences in how Lhx2 regulates Shh signaling across the retina is unclear.

To determine if *Gas1* and *Cdon* were sufficient to restore signaling, we overexpressed *Gas1* and *Cdon* and assessed their effects on b-Gal reporter expression from the *Gli1* locus (Figure 8). *Lhx2* CKO; *Gli1^LacZ^* explants were electroporated with *pCIG* or *pCIG-Gas1* and *pCIG-Cdon* at the start of the culture followed by addition of 3 nM Shh-N at 24 hr and cultured for an additional 24 hr (Figure 8A and B). Since electroporation is not cell type specific, 1 μM EdU was also added to label proliferating RPCs. Cdon and Gas1 were not detected in CKO explants transfected with *pCIG* alone (Figure 8C, upper panels; but were readily detected in explants co-transfected with *pCIG-Gas1* and *pCIG-Cdon* (Figure 8C, lower panels; Figure 8—figure supplement 1 contains single channel images for all panels)). Triple labeling for GFP (green), EdU (blue), and b-Gal (red) revealed a significant increase in b-Gal + reporter cells in explants co-transfected with *pCIG-Gas1* and *pCIG-Cdon* compared to explants transfected with *pCIG* only (Figure 8D and E; Supplementary file 6). The increase in b-Gal + cells is not likely to be due to escaper cells (i.e. Lhx2 + cells) since pCIG transfected cells were rarely positive for Lhx2 and b-Gal in CKO explants compared to control explants (Figure 8F; Figure 8—figure supplement 1E). These data support the hypothesis that *Lhx2* confers signaling competence in RPCs through promoting *Cdon* and/or *Gas1* expression.

**Figure 8.**
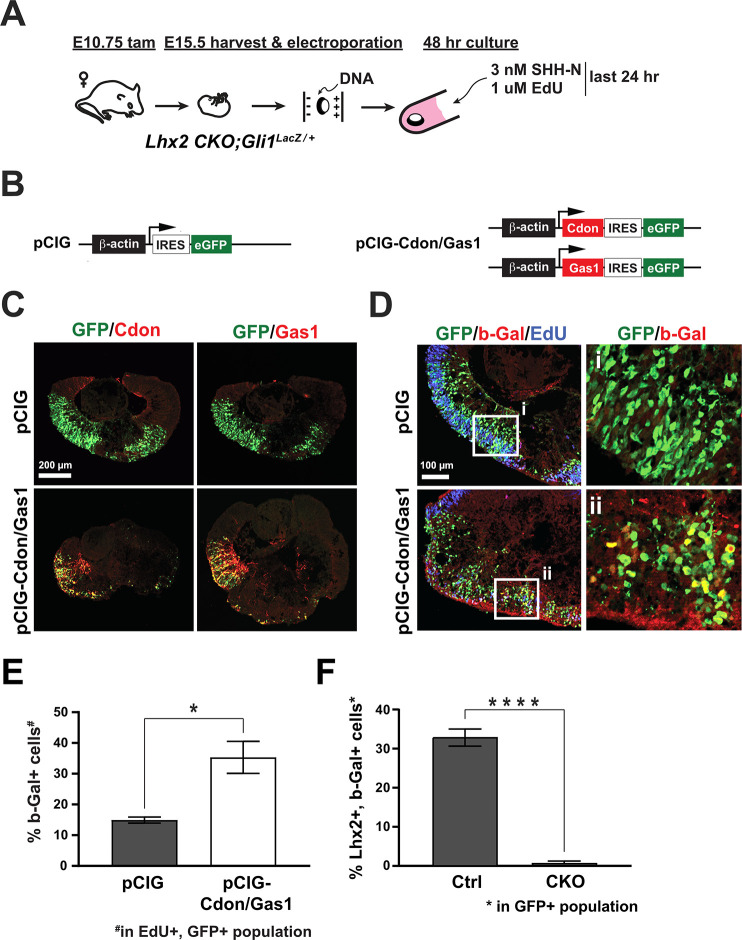
Cdon and Gas1 overexpression is sufficient to stimulate Shh signaling in the absence of Lhx2. (**A**) Experimental design for ex vivo electroporation and explant culture. *Lhx2* CKO; *Gli1^LacZ/+^* explants were electroporated at the beginning of the culture. 3 nM Shh-N and 1 µM EdU were added after 24 hr and cultured for an additional 24 hr. (**B**) DNA constructs used for electroporation. pCIG served as the control and pCIG-Cdon and pCIG-Gas1 were co-electroporated. (**C**) Upper panels: explants were electroporated with pCIG and co-stained for GFP and Cdon (left panel) or Gas1 (right panel). Lower panels: explants were co-electroporated with pCIG-Cdon and pCIG-Gas1 and co-stained for GFP and Cdon (left panel) or Gas1 (right panel). (**D**). Electroporated explants were co-stained for GFP, β-Gal, and EdU. Insets (**i and ii**) show GFP and β-Gal staining only. (**E**) Quantification of the percentage β-Gal+ cells in the EdU+, GFP+ cell populations from GFP (control) and Cdon/Gas1 electroporated *Lhx2* CKO; *Gli1^LacZ/+^* explants (mean+/-S.E.M.; n=3, both conditions; *, p<0.05; n=3, both conditions; unpaired t-test). (**F**) Quantification of the percentage of Lhx2+, β-Gal+ cells in the GFP+ cell populations from control (*Lhx2^Δ⁄+^*; *Gli1*^*LacZ/+*^) and *Lhx2* CKO; *Gli1^LacZ/+^* explants electroporated with pCIG (mean+/-S.D.; n=7 (Ctrl); n=4 (CKO); *, p<0.0001; unpaired t-test) See Supplementary file 6 for statistics. Single channel images for C and D and representative images for Ctrl (*Lhx2^Δ⁄+^*; *Gli1*^*LacZ/+*^) and *Lhx2* CKO; *Gli1^LacZ/+^* explants used for quantification in F are presented in Figure 8—figure supplement 1.

**Figure 8—figure supplement 1.**
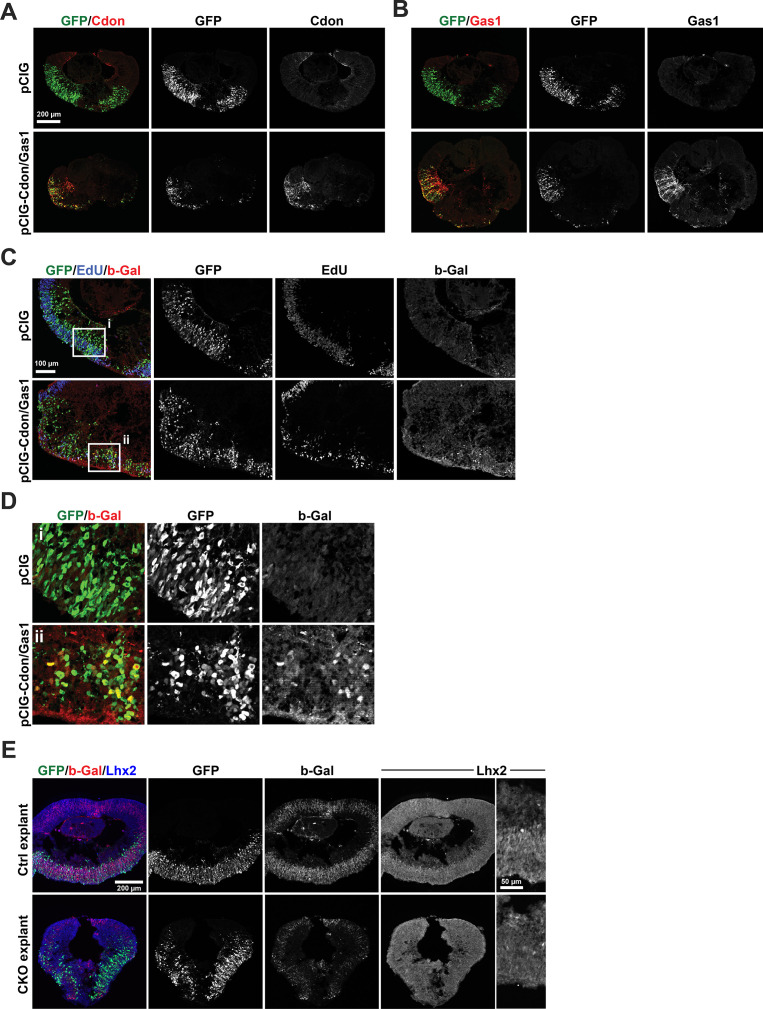
Single channel images for Figure 8C and D. (**A**) Merged and single channel images for left panels in 8 C. (**B**) Merged and single channel images for right panels in 8 C. (**C**) Merged and single channel images for left panels in 8D. (**D**) Merged and single channel images for right panels in 8D. b-Gal expression in C and D detects LacZ expression from the *Gli1^LacZ^* allele. (**E**) Merged and single channel images for representative control and CKO explants electroporated with pCIG and stained for GFP, b-Gal, and Lhx2. Zoomed in views for Lhx2 are shown to emphasize the loss of Lhx2 protein in the CKO. The low signal to noise ratio for Lhx2 is due to the use of a secondary antibody conjugated to fluorophore in the 405 nm channel, which yields weak signal and elevated tissue autofluorescence and was necessary to perform the co-expression analysis (tdTomato occupied the 568 nm channel).

### Lhx2 promotes Shh signaling after Gas1 and Cdon downregulation

Although re-expressing *Cdon* and *Gas1* increased expression from the *Gli1* locus in the absence of *Lhx2*, it remains that reaching or maintaining the appropriate level of signaling could still depend on regulation of other Shh pathway genes by Lhx2. Since *Cdon* and *Gas1* are downregulated by E13.5, inactivating *Lhx2* after E13.5 provided an opportunity to test this. Tamoxifen was administered at E14.5 and retinas collected at E17.5 to assess changes in relative gene expression of *Gli1, Gli2*, *Ptch2,* and *Smo* by qPCR (Figure 9A; Supplementary file 3). *Lhx2* downregulation was highly efficient and accompanied by the predicted drop in *Vsx2*. Interestingly, *Gli1, Gli2*, *Ptch2,* and *Smo* were also reduced in the CKO retina. These changes were not due to developmental disruptions caused by *Lhx2* inactivation because early retinal neurogenesis is largely spared with tamoxifen treatment by E13.5 (Gordon et al., 2013). Furthermore, the reductions in *Gli2, Ptch2,* and *Smo* are not strictly due to reduced *Gli1* activity because their expression levels were not significantly altered in the *Gli1* KO retina at E15.5 (Figure 9B; Supplementary file 3). From this, we conclude that *Lhx2* promotes Shh signaling at more than one point in the pathway with a measurable influence on signaling that is independent of *Cdon* and *Gas1*.

**Figure 9.**
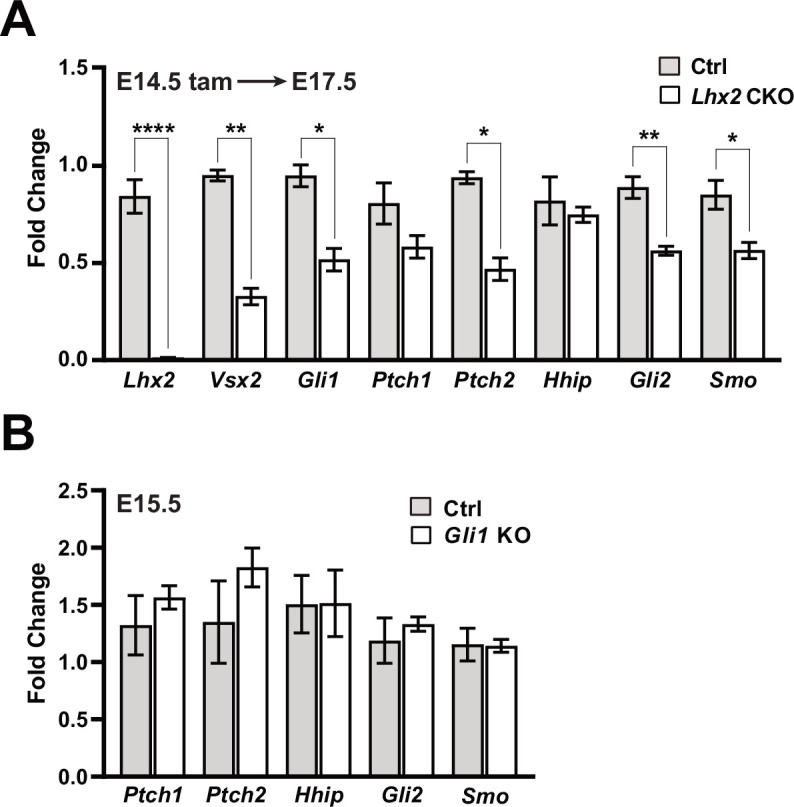
Lhx2 is required for sustained Shh signaling. (**A**) qPCR-based expression for *Lhx2, Vsx2, Gli1, Ptch1, Ptch2, Hhip, Gli2,* and *Smo* from E17.5 control and *Lhx2* CKO retinas following tamoxifen treatment at E14.5. For each gene, fold change values are relative to a specific control sample set as a reference. Only significant comparisons are noted (mean+/-S.E.M.; n=3 (Ctrl, all genes); n=4 (CKO, all genes); * p_adj_ <0.05; ** p_adj_ <0.01; **** p_adj_ <0.0001; unpaired t-tests with correction for multiple comparisons; see Supplementary file 3 for statistics) (**B**) qPCR-based expression for *Ptch1, Ptch2, Hhip, Gli2,* and *Smo* from E15.5 control (*Gli1^LacZ/+^*) and *Gli1* KO retinas. For each gene, fold change values are relative to a specific control sample set as a reference. None of the comparisons were significant (mean+/-S.E.M; n=4 (both conditions, all genes); unpaired t-tests with correction for multiple comparisons; see Supplementary file 3 for statistics).

## Discussion

### Lhx2 is a multilevel modulator of the Shh pathway

*Lhx2* and Shh signaling are essential regulators of vertebrate retinal development that function at multiple stages. Here, we present evidence supporting a model in which Lhx2 promotes the expression of multiple genes in the Shh pathway that allows for the timely activation and sustained levels of signaling during early retinal neurogenesis by conferring signaling competence to RPCs (Figure 10A). Directly supporting this role for Lhx2, we show that endogenous Shh was functional and available in the *Lhx2*-deficient retina. Rather, Lhx2 supports ligand reception by what is likely direct regulation of expression of the co-receptors *Cdon* and *Gas1* and efficient signaling by promoting *Smo* and *Gli2* expression, possibly through indirect mechanisms (Figure 10B). As revealed by Shh-N treatment or *Ptch1* inactivation in the *Lhx2-*deficient retina, *Gli1* expression remains Shh-dependent, but in the specific context of the *Lhx2*-deficient retina, the reduced expression of *Gli1* could combine with reductions in *Gli2* and *Smo* to negatively impact sustained Shh signaling. Since Lhx2 regulates a broad repertoire of RPC genes at the epigenetic and transcriptional level (Gueta et al., 2016; Yun et al., 2009; Zibetti et al., 2019), Lhx2 could also link Shh signaling to its downstream transcriptional targets as suggested by the failure of *Ptch1* inactivation to alleviate, even partially, the phenotypic consequences of *Lhx2* inactivation on early retinal neurogenesis. Based on the sum of our observations, we propose that Lhx2, in addition to promoting Shh signaling in RPCs, integrates the pathway into the program of early retinal neurogenesis.

**Figure 10.**
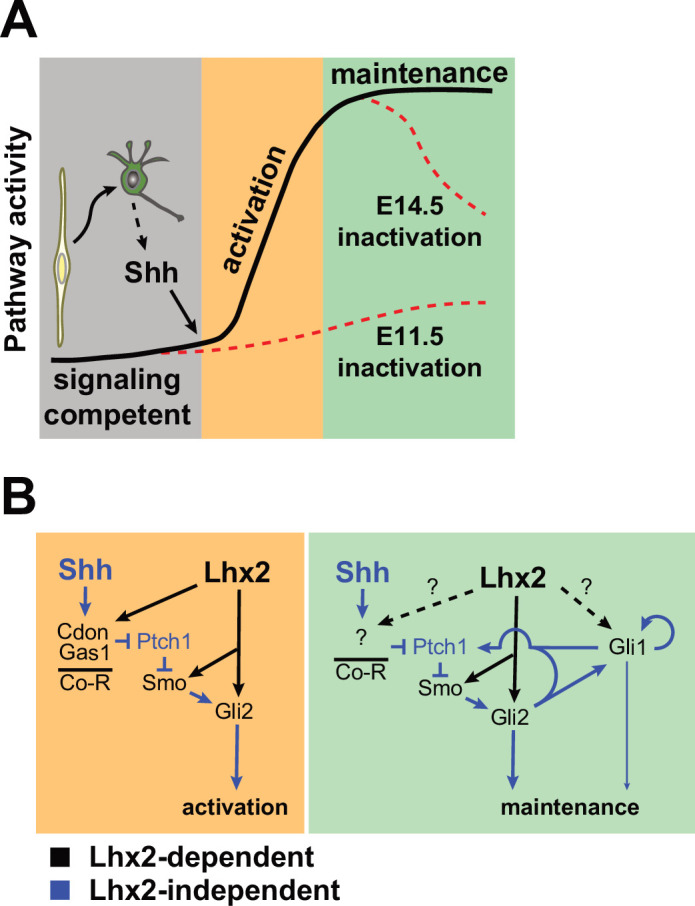
Models of interaction between *Lhx2* and Shh signaling during embryonic retinal neurogenesis. (**A**) At the cellular level, *Lhx2* promotes signaling competence in RPCs and once neurogenesis begins, RGCs produce Shh leading to pathway activation. This is revealed by *Lhx2* inactivation at E11.5. *Lhx2* also promotes the correct level of signaling in RPCs as evidenced by the drop in pathway readout gene expression when *Lhx2* is inactivated at E14.5. (**B**) Mechanistically, Lhx2 promotes signaling competence and efficient activation by promoting the expression of the coreceptors (Co-R) for ligand reception, *Smo* for signal transduction, and *Gli2* for target gene activation. During the maintenance phase, *Lhx2* promotes signaling again by promoting *Smo* and *Gli2*. Lhx2 may also regulate other coreceptors, *Gli1*, or other factors to promote efficient signaling.

A definitive link between Lhx2 and Shh signaling was established in the developing limb, where *Lhx2* (redundantly with *Lhx9* in mice) is required for Shh signaling during limb patterning and outgrowth (Tzchori et al., 2009; Watson et al., 2018). However, in the mouse limb, *Lhx2* and *Lhx9* (*Lhx2* only in chick) regulate the expression of *Shh* in the ZPA rather than the competence of the limb bud mesenchyme to respond (Tzchori et al., 2009; Watson et al., 2018). This is different from what is reported here, and further emphasizes how a multifunctional regulator such as *Lhx2* can influence developmental mechanisms (i.e. signaling) in a contextually specific manner.

### Lhx2 promotes Shh pathway activation by promoting Cdon and Gas1 expression

Our data indicate that *Lhx2* interacts with the Shh pathway in a complex manner, but the links to *Cdon* and *Gas1* are likely to transmit the largest impact on pathway activation. These linkages are revealed by the rapid loss of *Cdon* and *Gas1* expression after *Lhx2* inactivation and by ChIP-seq data showing Lhx2 binding at the *Cdon* and *Gas1* loci. Upstream of *Cdon* and *Gas1* in the Shh pathway, we show that Shh availability was intact, and immediately downstream, purmorphamine treatment and *Ptch1* inactivation stimulated signaling in the *Lhx2*-deficient retina, as did *Cdon* and *Gas1* overexpression. These observations all point to a role for *Lhx2* in ligand reception, a function fulfilled by Shh co-receptors such as *Cdon* and *Gas1*.

This seemingly straightforward requirement for *Cdon* and *Gas1* in *Lhx2*-mediated Shh signaling contrasts with other identified roles for the co-receptors in early eye and retinal development. Prior to the onset of retinal neurogenesis, *Cdon* is expressed in the optic vesicle and functions in a manner consistent with both promoting and inhibiting Shh signaling (Gallardo and Bovolenta, 2018). A positive role for *Cdon* is revealed in *Cdon* KO mice, which exhibit a range of phenotypes consistent with absent or impaired Shh signaling, including holoprosencephaly (HPE) and Septo Optic Dysplasia (SOD) (Bae et al., 2011; Cavodeassi et al., 2019; Kahn et al., 2017; Zhao et al., 2012). While these early and severe phenotypes would normally preclude an assessment of its later role in RPCs, retinal development occurs in *Cdon* mutant mice that evade the HPE and SOD phenotypes (Zhang et al., 2009). In this context, the *Cdon* mutant phenotypes align well with retinal-specific *Shh* loss of function mutants, and similar to what we show here for *Lhx2* inactivation, *Cdon*-deficient RPCs fail to express *Gli1* even though *Shh* is still expressed (Kahn et al., 2017). Inhibitory effects of *Cdon* on Shh signaling was revealed in chick and zebrafish optic vesicles, where it limits the range of Shh signaling through ligand sequestration in signaling-*incompetent* optic neuroepithelial cells (Cardozo et al., 2014). An inhibitory role for another co-receptor, *Lrp2*, occurs in the nascent ciliary epithelium, where it is proposed to mediate endocytic clearance of Shh and prevent binding to Ptch1 protein (Christ et al., 2015). The nascent ciliary epithelium arises from the peripheral edge of the retinal neuroepithelium, the same location where *Gas1* and *Cdon* were downregulated at E15.5 following *Lhx2* inactivation at E11.5 (Figure 7—figure supplement 1A). Since Shh signaling is ectopically activated in this domain in *Lrp2* mutant mice (Christ et al., 2015), a primary role for *Lrp2* in the developing ciliary epithelium could be to prevent *Cdon* and *Gas1* from activating the pathway. Based on the sum of these findings, we propose that *Lhx2* sets up the signaling competence of RPCs by promoting *Cdon* expression throughout the retina and *Gas1* expression in the peripheral retina. This is countered by *Lrp2* in the far retinal periphery, where suppression of Shh signaling is required for ciliary epithelium development.

How *Gas1* relates to Shh signaling in early eye development is less clear. During optic vesicle patterning, *Gas1* is expressed in the nascent retinal pigment epithelium (RPE) and in *Gas1* KO mice, the predominant phenotype is an RPE to neural retina transformation in the ventral optic cup (Lee et al., 2001). This does not phenocopy the effects of directly disrupting Shh signaling, where inhibition reduces the proximal and ventral domains of the optic vesicle, and overactivation expands them (Amato et al., 2004; Cavodeassi et al., 2019; Kim and Lemke, 2006). The most similar outcomes were observed in temporally controlled cyclopamine treatments in *Xenopus* embryos, where ventral RPE differentiation was disrupted, but a retinal fate transformation was not reported (Perron et al., 2003). It therefore remains unclear if the requirement for *Gas1* during early eye and retinal development is related to Shh signaling beyond what we propose here. Direct analysis of the requirements for *Gas1* in RPCs through conditional inactivation could help to clarify this.

### Lhx2 deficiency reveals potential differences in RPC receptivity to endogenous and recombinant Shh-N

Given the importance of the co-receptors in pathway activation, the upregulation of *Gli1* in the *Lhx2* CKO explants treated with recombinant Shh-N was unexpected (Figure 5). One possibility is residual co-receptor activity after *Lhx2* inactivation. Indeed, *Cdon* (mRNA and protein) and *Gli1* mRNA expression persisted in the dorsal retina for a few days after tamoxifen treatment, albeit in disrupted (*Cdon*) and diminished (*Gli1*) patterns (Figure 7BFigure 7—figure supplement 1A, C). However, 20 nM Shh-N treatment induced *Gli1* across the CKO retina (Figure 5E) and although we did not track the axial orientation of the explants, this continuous pattern was consistently observed, making it unlikely that we were only sampling dorsal retina.

Another possibility is that recombinant Shh-N bypassed the requirement for co-receptors in pathway activation. Supporting this, Ptch1 and Shh-N can form ternary complexes (Ptch1:Shh-N:Ptch1) that are capable of promoting signaling although with lower efficiency compared to complexes containing coreceptors (i.e. Cdon:Shh-N:Ptch1) (Beachy et al., 2010; Qi et al., 2019; Qi and Li, 2020; Qi et al., 2018). Another consideration is that endogenous Shh is post-translationally lipidated with cholesterol and palmitoyl moieties, key adducts for efficient signaling (Manikowski et al., 2018). Following secretion by Shh-producing cells, endogenous Shh is kept soluble while in transit to responding cells by forming a ‘lipid-shielding’ complex with SCUBE proteins (Tukachinsky et al., 2012). The Shh:Scube2 complex initially forms a ternary complex with Cdon or Boc on the responding cell. The Shh:Scube2 complex is then transferred to Gas1, which releases Shh from Scube2 and allows Ptch1 to bind Shh to initiate signaling (Wierbowski et al., 2020). In contrast, the recombinant Shh-N used here is not lipid modified and is soluble in its native form. It can directly bind Ptch1, obviating the need for Gas1 to disengage Shh-N from a complex with Scube. In the context of the *Lhx2* CKO retina, then, endogenous Shh could have been rendered less efficient than recombinant Shh-N because of the differential requirement for the co-receptors to receive endogenous Shh and remove Scube.

### Lhx2 regulates multiple pathway components to achieve the optimal level of signaling

Since *Cdon* and *Gas1* are downregulated in the retina by E14.5 but Shh signaling persists, *Lhx2* regulation of their expression is only relevant for pathway activation. However, *Lhx2* inactivation at E14.5 also reduced pathway activity. It’s possible that *Lhx2* regulates another co-receptor such as *Lrp2* to sustain Shh signaling (Figure 10B) but this is unlikely since the *Lrp2* CKO retina does not have a phenotype at this stage (Cases et al., 2015). Rather, we propose that the role for *Lhx2* in sustained signaling is co-receptor independent and through regulation of other cell intrinsic pathway components. Our data does not support the existence of a single, essential pathway component that is under strong *Lhx2* regulation, but instead suggests that *Lhx2* exerts a more subtle regulation of multiple pathway components (Figure 10B), and we identified *Smo*, *Gli2*, and *Gli1* as candidate Lhx2-dependent genes. Genetic reductions in *Smo* or *Gli2* on their own do not exhibit haploinsufficiency (Mo et al., 1997; Sakagami et al., 2009), but their combined reduced expression could result in pathway sensitization that if strong enough, could cause a synthetic haploinsufficiency. Supporting this, *Gli2* heterozygous mice are phenotypically normal, but exhibit greater teratogenic sensitivity to vesmodegib, a small molecule Smo inhibitor, as compared to their wild type littermates (Heyne et al., 2016). If the reductions in *Smo* and *Gli2* expression were still not sufficient to reduce signaling, additional changes in other pathway components such as *Gli1* could have shifted the balance. Although we did not uncover evidence of Lhx2 binding in or near the *Gli1* locus, it is possible that *Lhx2* exerts some control over *Gli1* expression (Figure 10B). Importantly, an interaction of this nature would have to be context specific since *Gli1* inactivation, on its own, has minimal effect on development and expression of Shh target genes (Figure 9B; Bai et al., 2002; Furimsky and Wallace, 2006; McNeill et al., 2012; Park et al., 2000; Wall et al., 2009). Thus, subtle, or partial regulation of multiple pathway genes by Lhx2 could confer optimal levels of signaling, first during activation in conjunction with strong regulatory input to the coreceptors, and during sustained signaling, after co-receptor downregulation. This could be especially important in the retina where *Shh* expression is comparatively lower than in other tissues but exhibits a qualitatively similar level of *Gli1* expression (Sigulinsky et al., 2021). Related to this, it was interesting that there were more mCitrine + *open* loop cells in cocultures with *Lhx2* CKO explants than control after 96 hr (Figure 4J) indicative of an increase in ligand-mediated signaling. This difference could reflect an increase in ligand availability in the *Lhx2* CKO explants secondary to a reduction in co-receptor-dependent ligand internalization in the Lhx2-deficient RPCs or increased RGC production. It is also possible that the physical interface between the CKO retina and *open-loop* cells was more permissive to Shh signaling.

In sum, we propose that *Lhx2* regulates the expression of multiple pathway components required for optimal Shh signaling in RPCs, both during and after pathway activation. Although *Lhx2* does not regulate Shh availability at a functional level, it does limit the production of RGCs (Gordon et al., 2013). Because RGCs are the primary source of retinal Shh, *Lhx2* acts in an indirect but semi-autonomous manner to limit Shh expression in the retina. Furthermore, since *Lhx2* is an essential RPC transcription factor, it also likely acts to link Shh signaling to downstream targets as suggested by the persistent phenotypic severity of the *Ptch1*, *Lhx2* dCKO retina. Through this molecular and cellular circuitry, Shh signaling is tailored by *Lhx2* to meet the demands of early retina formation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Lhx2*	GenBank	Gene ID:16870	
Genetic reagent (*Mus musculus*)	*Lhx2^flox^*	in lab >5 yr; from Ed Monuki, University of California, Irvine	MGI:3772179	
Genetic reagent (*Mus musculus*)	*Lhx2* KO	in lab >5 yr; from Heiner Westphal, National Institutes of Health	MGI:1890208	
Genetic reagent (*Mus musculus*)	*Lhx2* CKO	experimentally generated; not maintained	This paper	
Genetic reagent (*Mus musculus*)	*Hes1^CreERT2^*	in lab >5 yr; from Charles Murtaugh, University of Utah	MGI:4412375	
Genetic reagent (*Mus musculus*)	*Gli1^lacz^*	Jax stock 8211	MGI:2449767	
Genetic reagent (*Mus musculus*)	*Ptch1^flox^*	from Michael Lewis, Baylor College of Medicine	MGI:2675356	
Genetic reagent (*Mus musculus*)	*Ptch1 CKO*	experimentally generated; not maintained	This paper	
Genetic reagent (*Mus musculus*)	*Rosa26^ai14^*	Jax stock 7914	MGI:3809524	
Genetic reagent (*Mus musculus*)	*Rosa26^mTmG^*	present in *Ptch1^flox^* strain	MGI:3716464	
Cell line (*Mus musculus*)	NIH 3T3 open-loop responder cells	Pulin Li, Massachusetts Institute of Technology; Li et al., 2018		
Antibody	Anti-Caspase 3 (Rabbit polyclonal)	BD Biosciences	PPID:AB_397274	IF (1:500)
Antibody	Anti-Pou4F (Goat polyclonal)	Santa Cruz	RRID:AB_673441	IF (1:500)
Antibody	Anti-Otx2 (Goat polyclonal)	Gene Tex	RRID:AB_2157172	IF (1:600)
Antibody	Anti-PCNA (Mouse monoclonal)	Santa Cruz	RRID:AB_628110	IF (1:500)
Antibody	Anti-Cyclin D1 (Rabbit polyclonal)	Abcam	RRID:AB_443423	IF (1:400)
Antibody	Anti-b-Gal (Rabbit polyclonal)	Cappel	RRID:AB_2313707	IF (1:5,000)
Antibody	Anti-Cdon (Goat polyclonal)	R&D Systems	RRID:AB_2078891	IF (1:600)
Antibody	Anti-Gas1 (Goat polyclonal)	R&D Systems	RRID:AB_2107951	IF (1:300)
Antibody	Anti-GFP (Chicken polyclonal)	Aves Labs	RRID:AB_10000240	IF (1:2,000)
Antibody	Anti-Shh (Rat monoclonal)	DHSB	5E1, RRID:AB_528466	Blocking antibody (15 nM)
Antibody	Anti-Gli1 (Mouse monoclonal)	Cell Signalling Technologies	RRID:AB_2294746	Western blot (1:3000)
Recombinant DNA reagent	pCIG-GFP	Guoqiang Gu, Vanderbilt University; Megason and McMahon, 2002		Electroporation (3 µg/µl)
Recombinant DNA reagent	pCIG-Cdon	Ben Allen, University of Michigan; Allen et al., 2007		Electroporation (3 µg/µl)
Recombinant DNA reagent	pCIG-Gas1	Ben Allen, University of Michigan; Allen et al., 2007		Electroporation (3 µg/µl)
Sequence-based reagent	Oligonucleotides	Supplementary file 7		
Peptide, recombinant protein	Shh-N	R&D Systems	Cat#:1845-SH-025	
Commercial assay or kit	Click-iT EdU Alexa Fluor 647 imaging kit	Thermo Fisher Scientific	Cat#:C10340	
Commercial assay or kit	Cytiva Protein G HP SpinTrap Columns	Thermo Fisher Scientific	Cat#:45001485	Affinity purification for 5E1 antibody
Commercial assay or kit	Amicon Ultracel-30 filter	EMD/Millipore	Cat#:UFC503024	Buffer exchange for 5E1 antibody
Chemical compound, drug	Purmorphamine	EMD Biosciences	Cat#:540220	
Software, algorithm	GraphPad Prism (version 9.0)	GraphPad Software, Inc		Graphing and statistics analysis
Software, algorithm	Ingenuity Pathway Analysis Suite	Qiagen, Inc		Pathway analysis for RNA seq data
Other	DAPI	Sigma	Cat#:D9542	IF (300 nM)

### Animals

All procedures and experiments involving animals were approved by the Institutional Animal Care and Use Committees at the University of Utah (protocol #11–10010) and Vanderbilt University (protocol M1500036) and set forth in the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals.

Single night matings were set up in the late afternoon and females were checked for plugs the next morning. Embryonic age determinations were based on plug date with noon designated as E0.5, by weight determinations, and by morphological criteria (Theiler, 2013). Pregnant dams were euthanized with a Euthanex EP-1305 CO_2_ delivery system according to manufacturer’s instructions and AALAC guidelines. Uteri were removed and embryos retrieved in Hanks Buffered Saline Solution (HBSS) supplemented with 20 mM HEPES and 6 mg/ml glucose at room temperature. The embryos were removed from the placenta and extraembryonic membranes, rapidly euthanized by decapitation with surgical scissors. Embryonic tissue was collected for PCR genotyping and whole heads, or dissected eyes were processed as needed for each analysis (see below).

### Genetics and breedings

All alleles used in this study were generated previously and are listed in Key Resources Table. *Hes1^CreERT2^; Lhx2^flox/+/-^; Rosa26^ai14^* strains are described in Gordon et al., 2013. The combinatorial strains needed for experiments utilizing the *Ptch1^flox^* and *Gli1^lacz^* alleles were produced through successive rounds of strategic breeding beginning with crosses to *Hes1^CreERT2^; Lhx2^+/-^* and/or *Lhx2^flox/flox^; Rosa26^ai14/ai14^* mice. To generate embryos for analysis, all breedings were done in which the male carried the *Hes1^CreERT2^* allele in a heterozygous state. Embryos that underwent Cre recombination were selected at time of dissection by detection of tdTomato or eGFP using an epi-fluorescence stereomicroscope. When possible, CKO and control embryos were segregated by the presence or absence of microphthalmia, respectively. All genotypes were verified by PCR. Primer sequences are listed in +/-. Deletion of *Ptch1* exon 3 was confirmed by an established RT-PCR protocol (Butterfield et al., 2009) using the same retinal RNA preparations used for qPCR. All PCR conditions are available on request.

### Tamoxifen treatments

Tamoxifen (Sigma T5648) was dissolved in corn oil (Sigma C8267) and administered by oral gavage to pregnant dams at dosages ranging between 0.15–0.2 mg per gram body weight. For *Ptch1* CKO and dCKO matings, two doses of 0.1 mg per gram body weight were administered 24 hr apart. Treatment times are noted in the text for each experiment.

### Cell lines

NIH3T3 (ATCC:CRL-1658; mycoplasma negative) was the parental cell line for the *open-loop* responder cell line used here. The generation of the *open-loop* responder line was previously described (Li et al., 2018). The *open-loop* responder cell line was validated for the current study by its response to recombinant Shh-N in a dose response experiment (Figure 4, Figure 4—figure supplement 1).

### Western blots

Western blots were done as described in Ringuette et al., 2016 with the following modifications. For E15.5 samples, 10 retinas (5 embryos) per genotype were pooled and 6 retinas (3 pups) were pooled for P0 samples. A total of 50 μg protein was loaded per lane. Primary antibodies used were mouse anti-Gli1 (1:3000, Cell Signaling Technologies) and mouse anti-γ-Tubulin (1:1000, Sigma, Cat#T6557), the latter serving as the loading control. Detection was done with donkey anti-mouse IgG horseradish peroxidase at 1:5000 (1:5000, Millipore Cat#AP308P) and Luminata Crescendo Western HRP substrate (Millipore Cat#WBLUR0100). Blots were probed for Gli1 first, stripped, and reprobed for γ-Tubulin.

### Immunohistology and in situ hybridization

Embryo heads, eyes, or explants were fixed in 4% PFA/1xPBS at 4 °C from 45 min (explants) to 2 hr (heads), rinsed in PBS, cryoprotected in 20% sucrose/PBS, embedded in OCT (Sakura Finetek, Torrance, CA), and stored at –80 °C. Frozen tissues were sectioned on a Leica CM1950 cryostat at a thickness of 12 μm.

Primary antibodies are listed in Key Resources Table. Primary antibodies were followed with species-specific secondary antibodies conjugated to Alexa Fluor 488, 568, or 647 (Invitrogen/Molecular Probes, Eugene, OR). EdU was detected using Click-iT EdU Cell Proliferation kit for imaging (Thermo Fisher Scientific). Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI; Fluka). Panels showing fluorescence-based protein detection are single scan confocal images obtained with a Fluoview 1000 confocal microscope (Olympus) or Zeiss LSM710 confocal microscope equipped with 20 X objective.

In situ hybridization was performed as previously described (Gordon et al., 2013; Sigulinsky et al., 2008). Probes used in this study were digoxigenin-labeled anti-sense probes against *Atoh7, Cdon, Gas1, Gli1, Shh,* and *Vsx2*.

### RNA sequencing

Each biological replicate was composed of both retinas from a single embryo. The four replicates for each genotype were collected across three litters harvested over two consecutive days. Total RNA was isolated from flash frozen retinal tissue using QIAshredder columns and RNeasy Micro kit (Qiagen, Cat#79654 and 74004). Libraries were constructed with Illumina TruSeq RNA Library Kit V2 with poly(A) selection, and 50 cycle single end sequencing was done on the Illumina Hi-Seq 2000 platform. RNA data alignment was performed by TopHat 2 (Trapnell et al., 2009) on MM10 reference genome followed by gene quantification into FPKM using Cufflinks (Trapnell et al., 2010). Additional read count per gene was generated using HTSeq (Anders et al., 2015). FASTQ files are deposited at GEO repository number GSE172457.

### Bioinformatics

#### RNA-seq data analysis

Differential gene expression analysis was performed with DESeq2 (version 1.21.4) (Love et al., 2014). Features (i.e., genes) were removed that contained 0 counts across all samples or when fewer than three samples had normalized counts greater than or equal to 20. Analyses of gene set overrepresentation and activity state prediction (ASP) was done with the Canonical Pathways (CP) tool in the Ingenuity Pathway Analysis package (IPA; Qiagen). The analysis was performed on the cohort of DEGs with an FDR cutoff of 0.001 or smaller with the Ingenuity Knowledge Base (genes only) used as the reference. Gene set overrepresentation was determined with the right-tailed Fisher’s exact test with the -log_10_(p-value) of 1.3 or larger considered significant. The *gene expression ratio* is the fraction of pathway genes from the reference set (Ingenuity Knowledge Base) that were identified in the analyzed DEG set. The activation state of enriched pathways with known topology is predicted by a *Z-score of Activation* algorithm (Krämer et al., 2014). Derived Z-values are referred to as *Activation State Prediction* (ASP) scores with positive scores predicting activated pathways and negative scores predicting inhibited pathways with 2 or greater in either direction considered significant. For visualization purposes, the cutoff for the ASP score was set at 2.5 at –2.5 in Figure 3A. The full list of pathways is provided in Supplementary file 2, Canonical Pathways worksheet.

#### ChIP-seq and ATAC-seq data analysis

FASTQ files from E14 Lhx2 ChIP-seq, wildtype ATAC-seq and Lhx2 CKO ATAC-seq were obtained from GEO repository number GSE99818 (Zibetti et al., 2019). Sequencing adaptors were trimmed away using NGmerge (Gaspar, 2018). Bowtie2 was used for read alignment on the GRCm38/mm10 mouse genome (Langmead and Salzberg, 2012). deepTools2 was used to generate bigwig files of the sequencing data which were then visualized on the UCSC genome browser (Ramírez et al., 2016 and https://genome.ucsc.edu/index.html). Peak calling was performed using Genrich (available at https://github.com/jsh58/Genrich; Gaspar, 2022). High mapping-quality reads were kept (MAPQ >10) and mitochondrial aligned reads and PCR duplicate reads were filtered out. The blacklisted regions in mouse were excluded from peak regions (https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz; Amemiya et al., 2019; Boyle, 2021). ChIPseeker was used to annotate Lhx2 ChIP-seq peaks and identify the closest gene to the peak or genes within 10 kb of the peak (Yu et al., 2015). Lhx2-associated genes were then analyzed for gene set overrepresentation with the KEGG database as the reference, using the enrichKEGG function in clusterProfiler (Yu et al., 2012). For ATAC-seq peak calling, the -j option was used to set up Generich in ATAC mode. A consensus list of peaks was generated by merging all the ATAC peaks sets and filtering peaks that were reproducible in at least two samples. DESeq2 was used to identify differential accessible chromatin regions (DARs) between wildtype and Lhx2 CKO ATAC datasets from the consensus peak list (Love et al., 2014). Two criteria were used to associate Shh pathway genes with Lhx2 binding and DARs: ChIP-seq and ATAC-seq peaks were located within introns or 10 kb of the intergenic regions upstream or downstream of the gene body, or the assigned gene was the closest gene to the peaks.

### Quantitative reverse transcription PCR (qPCR)

Relative changes in gene expression were determined with the delta-delta-Ct method (DDCt). *Gapdh* served as the internal control gene for the initial normalization (DCt values). For E14.5 *Lhx2* CKO and control retinas, DDCt values were generated by normalizing DCt values to the mean DCt value of the control samples for each gene. In the Shh-N dose response experiments, DDCt values were generated by normalizing DCt values to the mean DCt value of the control samples at the start of the experiment (t=0). For samples from the E15.5 combinatorial *Lhx2* and *Ptch1* CKO and control retinas, E17.5 *Lhx2* CKO and control retinas, and E15.5 *Gli1* KO and control retinas, DDCt values were generated by normalization to a single control sample that was designated as a *reference*. The reference was used for all runs to control for potential batch-effect variation due to qPCR runs being done on different plates or days. Data is presented in graphs as the *fold change* in gene expression based on RQ values (2^-DDCt^).

#### Sybr Green assays

Sybr Green-based qPCR was done on samples from E14.5 *Lhx2* CKO and control retinas, and for the dose response experiments with recombinant Shh-N in retinal explants. Total RNA was isolated with RNeasy Micro and cDNA was synthesized with the SuperScript III First Strand Synthesis System (Invitrogen, Cat#18080–051). qPCR was done on a BioRad CFX96 Real Time PCR system with SsoAdvanced Universal SYBR Green Supermix (BioRad, Cat#170–8841) and primers detecting *Vsx2, Ascl1, Sox2, Lhx2, Pax6, Lin28b, Prtg, Gas1, Cdon, Boc, Gli, Shh, Smo*, and *Gapdh* (Supplementary file 7). All primer pairs were first validated for reaction efficiency and specificity.

#### TaqMan assays

TaqMan-based qPCR was done on samples from E15.5 combinatorial *Lhx2* and *Ptch1* CKO and control retinas, E17.5 *Lhx2* CKO and control retinas, and E15.5 *Gli1* KO and control retinas. Total RNA was isolated using TRIzol (Thermo Fisher Scientific, Cat#15596026) and cDNAs were synthesized using SuperScript IV VILO master mix (Thermo Fisher Scientific, Cat# 11766051). qPCR was done on QuantStudio 3 Real Time PCR Systems (Thermo Fisher Scientific) with the TaqMan gene expression Master Mix (Thermo Fisher Scientific, Cat# 444557) and TaqMan gene probes for *Gli1*, *Hhip*, *Ptch1*, *Ptch2*, *Gapdh* (Supplementary file 7 ).

#### Data analysis

Data collection was done with BioRad CFX manager and ABI QuantStudio 3 package for Sybr Green- and TaqMan-based qPCR, respectively. Graphing and hypothesis testing were done with Microsoft Excel (version 16.43) and GraphPad Prism (version 9.0). Descriptive statistics for RQ values (sample number (n), mean, standard deviation (SD), standard error from mean (SEM)), hypothesis tests, testing parameters, and test results are provided in Supplementary files 3 and 5. All hypothesis testing was done on DDCt values.

### Cocultures to test endogenous Shh bioavailability

#### Preparation and passaging of the NIH3T3 open-loop responder cell line

Cells were maintained up to 14 passages in 60 mm^2^ petri dishes and cultured in 1 x DMEM supplemented with 10% calf serum. 8.8x10^5^ cells were plated in 60 mm^2^ dish for passaging (3–4 days). For experiments, 1.6x10^5^ cells were seeded into each well of the 24 well plates and grown to >90% confluence before beginning the experiment (2–3 days).

#### Dose-response testing of open loop cells

Shh-N was added to the culture medium at the doses indicated in the text, which were empirically determined in pilot experiments. A 50% medium exchange with Shh-N at the original concentration was done at 2 DIV. Once pilot experiments were completed, the dose response experiment was repeated in two separate trials and each concentration was duplicated in each trial. Image capture of microscopic fields were semi-random samplings based on two criteria: the microscopic field had to be taken in the central region of the well and the cell density was confluent, as determined by phase-contrast microscopy.

#### Co-cultures

Whole retina was dissected away from other ocular tissues and placed onto the underside of a 0.4 μm Biopore insert (Millipore, PICM3050) with the apical layer of the retina in contact with the Biopore membrane (unless noted otherwise). The insert was turned over and placed into a well of a 24-well plate containing a confluent monolayer of NIH3T3 open-loop responder cells. Contact between the basal surface of the retina and the cell monolayer was achieved by removing the filter insert support legs and applying gentle manual pressure to the insert for approximately 4 s. The culture medium was raised to the bottom of the insert (approximately 300 μl) with 60–100 μl media changes per day. Once pilot experiments were completed, the co-culture experiments were run in two independent trials. Images, quantifications, and statistics are presented for the second trial. Prior to culturing, 5E1 blocking antibody was affinity purified with Cytiva Protein G HP SpinTrap Columns (Thermo Fisher Scientific 45001485) according to manufacturer’s instructions. Buffer exchange from elution buffer (100 mM glycine) to sterile PBS (pH 7.4) was done with Amicon Ultracel-30 centrifugal filters (EMD/Millipore UFC503024).

#### Live imaging, post-image processing, and data analysis

Wide-field epifluorescence images were taken with a Nikon DS Qi2 camera on a Nikon TE-200 inverted microscope with a 10 x objective for the dose response cultures and a 4 x objective for the cocultures. All comparable images were captured with similar camera settings and illumination. Potential daily variations in illumination and sample background fluorescence were managed with post capture background subtraction (see next paragraph).

Image processing and quantification were done with ImageJ (version 2.1.0). In brief, images were processed to obtain regions of interest (ROI) masks for identification of mCitrine + objects (nuclei). All images were first processed with background subtraction (rolling ball algorithm) and bit depth conversion from 14 to 8 prior to mask generation and measurement. Masks were then generated through thresholding, binarization, and watershedding. Masks were then applied to their respective images for object counts and pixel intensity calculations (average mean intensity per object, sum of integrated densities sum of the products of mean pixel intensities for each object by the area of each object (mean pixels x µm^2^)). Objects smaller than 90 µm^2^, an empirically estimated measure of a nucleus, were excluded. Objects that passed this filter were retained for quantification and considered to represent cells based on 1 nucleus/cell and designated as such. Objects with larger areas were attributed to overlapping mCitrine + nuclei. These larger objects were also retained for analysis since their exclusion would exacerbate underrepresentation of cell counts and fluorescence intensities in the conditions with the highest number and brightest objects. Some inflation of fluorescence intensity was likely due to overlapping nuclei although the use of average mean intensities per object as a measure should have substantially reduced the impact of this confounding variable.

Graphing and hypothesis testing were done with Microsoft Excel (version 16.43) and GraphPad Prism (version 9.0). Descriptive statistics (sample number (n), mean, standard deviation (SD), standard error from mean (SEM)), hypothesis tests, testing parameters, and test results are provided in Supplementary file 4.

### Organotypic suspension cultures

Whole retina and lens were dissected away from other ocular tissues (explants) and placed into a 14 ml round bottomed snap cap tube with 1 ml of retina culture medium (RCM) and rotated at 15 RPM on a carousel with an axis of rotation at 30° above horizontal. Explants were incubated at 37 °C in a humidified, 5% CO_2_ atmosphere. RCM is composed of 1 x DMEM/F12 (US Biological, Cat# D9807-05), 1% fetal bovine serum (Thermo Fisher Scientific, Cat#16140071), 6 mg/ml glucose (Sigma, Cat# G7528), 0.1% NaHCO_3_ (Thermo Fisher Scientific, Cat#25080–094), 50 mM HEPES (Thermo Fisher Scientific, Cat# 15630–080), 1 mM glutamax (Thermo Fisher Scientific, Cat# 35050–061), 1 x N2-plus supplement (R&D Systems, Cat#AR003), and 1 x penicillin/streptomycin (Thermo Fisher Scientific, Cat# 15070–063).

At the end of the culture period, explants were rinsed in PBS. For in situ hybridization or immunohistology, explants were fixed in 4%PFA and prepared for cryostorage (see above). For qPCR, lens tissue was removed, and retinas were snap frozen in liquid N_2_, and stored at –80 ^o^C until use.

#### Purmorphamine and Shh-N treatments

Purmorphamine (EMD Chemicals, Cat# 540220) was dissolved in 100% DMSO at 2.5 mM and stored at –20 °C. Explants were treated with 10 µM purmorphamine or vehicle (0.4% DMSO). *E. coli*-derived human N-terminal modified (C24II) fragment of Sonic Hedgehog (Shh-N; R&D Systems, Cat#1845-SH/CF) was reconstituted in PBS at 10 µM and stored at –80 °C. Explants were treated with Shh-N at the concentrations indicated. When possible, multiple breeding pairs were set per single night mating to increase sample size. Explants were cultured for 24 hr.

See qPCR methods for data collection and analysis.

#### Ex vivo electroporation

*Lhx2* CKO, *Gli1*^lacz/+^ embryos were identified by phenotyping and rapid PCR genotyping. Explants were transferred into sterile PBS without Ca^2+^ and Mg^2+^. A total of 1.5 µl of DNA (3 µg/µl) in 30% glycerol with methyl green was pipetted onto the apical retinal surface, and electroporated with a BTX ECM830 (5x50ms pulses at 50 V, 250ms intervals). One explant per animal received the GFP control plasmid (*pCIG*) and the other received an equimolar 50:50 mixture of *pCIG-Cdon* and *pCIG-Gas1*. Explants were transferred to 1 ml of RCM and cultured. 3 nM Shh-N and 1 µM EdU were added after 24 hr, and the cultures were maintained for an additional 24 hr. Explants were fixed for 1 hr in 4% PFA and cryopreserved until use.

Sectioned explants were stained for GFP to identify transfected cells, EdU to identify proliferating cells (RPCs), and β-Gal to identify *Gli1* expressing cells. Cells were first scored for the co-localization of GFP and EdU. Once completed, GFP, EdU double positive cells were scored for β-Gal expression. Counting was done on at least three sections per explant, and when possible, at least 100 GFP, EdU double positive cells were counted per section. Graphing and hypothesis testing were done with Microsoft Excel (version 16.43) and GraphPad Prism (version 9.0). Descriptive statistics (counts per explant, sample number (n), mean, standard deviation (SD), standard error from mean (SEM)), hypothesis tests, testing parameters, and test results are provided in Supplementary file 6.

### Materials availability statement

Requests for *open-loop* cells should be directed to Dr. Pulin Li. All other requests for materials not commercially available should be directed to Dr. Edward Levine.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE172457. All data generated or analyzed are included in the manuscript, supporting files, and supporting tables. The following dataset was generated: LevineEM GordonPJ 2021RNA sequencing of E15.5 retinal tissue from control and Lhx2 CKO miceNCBI Gene Expression OmnibusGSE172457 The following previously published dataset was used: ZibettiC LiuS WanJ QianJ BlackshawS 2017Lhx2 controls changes in chromatin accessibility in retinal progenitor cells during developmental competence transitionsNCBI Gene Expression OmnibusGSE99818

# Supplementary material for: Lhx2 is a progenitor-intrinsic modulator of Sonic Hedgehog signaling during early retinal neurogenesis
**Source:** eLife. 2022 Dec 2;11:e78342. doi: 10.7554/eLife.78342
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials availability statement |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Supplemental Table 8: Key Resources |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplemental Table 7: Oligonucleotides |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods: Cell lines |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Results; Supplemental Table 8: Key Resources |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Results; Supplemental Table 8: Key Resources |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | N/A |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | N/A |  |
| Microbes: provide species and strain, unique accession number if available, and source. | N/A |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | N/A |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | N/A |  |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Results; Methods |  |
| Randomisation | N/A |  |
| Blinding | N/A |  |
| Inclusion/exclusion criteria | N/A |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Results; Methods; |  |
| Define whether data describe technical or biological replicates. | Results; Methods; |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | N/A |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. | N/A |  |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. | N/A |  |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | N/A |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Results; Supplemental Tables 1-6 |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods/Data availability statement/submission form |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods/Data availability statement/submission form |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Methods/Data availability statement/submission form |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods; Data availability statement |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods; Data availability statement |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Methods; Data availability statement |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Submission form |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

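RNA was measured in the retinas of 8 mouse embryos at E15.5, 4 control and 4 *Lhx2* CKO, after tamoxifen at E11.5 (0.15 to 0.2 mg per g of body weight), with the 2 retinas of 1 embryo as 1 sample. The authors made poly(A) libraries with a kit that does not keep strand, sequenced them in 50 cycles from 1 end on a HiSeq 2000, and aligned the reads to mm10 with TopHat 2; the submitters' processing notes also name Cufflinks. The authors deposited raw counts of reads per gene, made with HTSeq, and those counts, not normalized and not pooled over replicates, are the values used here. The versions of these tools, the strand setting and the annotation release are not given in the sources used here. The table holds 28432 genes, each with a count in at least 1 sample, and 28232 of its gene IDs were found in GENCODE M21, an annotation of GRCm38, the assembly that mm10 also names; coordinates, exons and lengths come from it. Reads of overlapping genes on opposite strands cannot be told apart in unstranded libraries, and overlaps are given where such a gene is named. Samples were grouped by genotype as the sample labels and the paper give it, and no sample was left out. The embryos came from 3 litters and 2 days, whose assignment to samples is not given in the sources used here, so neither could enter a test. Total counts were 15048182, 14414163, 13143587 and 15063867 in control replicates 1 to 4 and 19099937, 18039331, 13955259 and 14510225 in CKO replicates 1 to 4. The precision that this depth and number of samples give was tested on simulated data, with 200 changed genes of known fold among the genes tested.

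Analyses were run in R 4.3.3. Genes with at least 20 normalized counts in at least 3 samples were kept, as in the study. The main test was the quasi-likelihood test of edgeR 4.0.16 on the deposited counts, with TMM scaling and genotype as the only term, and a gene passed at a Benjamini-Hochberg adjusted p below 0.001, the study's cutoff; the most divergent genes also had an absolute log2FC above 2.7. Normalized counts are counts divided by median-of-ratios size factors and are used for levels only, log2FC values are not shrunken, and the standard error is the log2FC over the square root of its F statistic. Ratios of genes with 1 to 3 reads over a group have exact binomial intervals at 95%, which cover counting error only. 30 gene lists were written from general knowledge: Hedgehog ligand production and release, Hedgehog reception, Hedgehog intracellular transduction, primary cilium, retinal progenitors, neurogenic transcription factors, retinal ganglion cells, photoreceptor precursors, amacrine and horizontal cells, DNA replication and G1/S, G2/M and mitosis, the Notch pathway, FGF and ERK feedback, the Wnt pathway, the TGF-beta and BMP pathway, the ciliary margin, retinal axis patterning, forebrain transcription factors outside the retina, glia, synapses and neuronal maturation, glycolysis and hypoxia, p53 and apoptosis, immediate early genes, ribosomal proteins and markers of the retinal pigment epithelium, lens, periocular mesenchyme, endothelium, blood and macrophages. The lists and the rule for named genes were written after the first lines of Supplementary file 1, which also gives counts of these samples, and Figures 2C, 2F and 3C had been seen. Each list was counted by direction, over all genes tested and adjusted over the list alone, and tested with camera (limma 3.58.1) on voom values with a preset correlation of 0.01 and beside it with an estimated one, adjusted over the lists, at 0.05 and with at least 3 members; this cutoff and minimum were set after counts and medians per list, but not the camera p-values, had been seen. The text names the genes the paper names for these samples, the 15 largest rises and falls among called genes with a mean of at least 50 normalized counts and no overlap of the genotypes, up to 5 members of each list with the smallest p-values, any Hedgehog gene, and *Xist* and 4 Y-linked genes; others are marked as chosen after their values were seen, and a few genes that the rule takes are not reported here. Supplementary file 1 of the study was used in its first 1998 of 12326 genes, so no overlap test was made on it. Genes of the study's pathway lists were matched by symbol, 2 of them under an older mouse symbol, and 1 was not matched.

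Alternatives were DESeq2 1.42.0 and limma voom in place of edgeR, median-of-ratios size factors or library totals in place of TMM, no filter or edgeR's filterByExpr in place of the study's filter, an adjusted p below 0.05, 1 surrogate variable (sva 3.50.0), the replicate number as a block, and leaving out each sample in turn (7 samples per fit). Embryo sex, read from *Xist* and the Y-linked genes, was added as a covariate after the data were seen. The count of calls was set against all 35 splits of the samples into 4 and 4. A sample was marked as standing apart by Dixon's test, and explanations for 3 patterns were tested with bounds written down before each test, apart from 1 forebrain test. Before those bounds were written, counts of calls, counts and medians per list and the log2FC of several forebrain genes had been seen. The paper's ChIP-seq, ATAC-seq, qPCR and imaging data were not analysed here, apart from its qPCR values, which are given as the paper's.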

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

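The test of the forebrain genes without CKO replicate 1 was chosen after the result was seen, the 5 genes of that pattern were picked because they rose, and glycolysis, which also passed, was taken out of the lists counted as not discussed in the paper's text after the list results had been seen. In 21 of 224 groups of 4 samples, 1 group per genotype and gene named in the text other than *Xist*, the highest or lowest sample stood apart from the nearest other by more of the group's range than Dixon's 95% critical value, where chance gives about 5% of groups and genes are not independent. CKO replicate 1 accounts for 13 of them, control replicate 3 for 3, control replicate 1 and CKO replicate 4 for 2 each and control replicate 2 for 1. Values are normalized counts of that sample against the lowest and highest of the other 3 of its genotype. Among progenitor and Notch genes, CKO replicate 1 was the lowest of the CKO samples, with 1433 against 1649.8 to 1690.3 for *Sox2*, 4337 against 4685 to 4752 for *Notch1* and 422 against 537 to 556 for *Hey1*. It was the lowest as well for the cell cycle genes, with 2518 against 2803 to 2859 for *Ccna2*, 1273 against 1441 to 1470.3 for *Ccnb1* and 1027 against 1134 to 1150.4 for *Aurkb*, and for the signaling genes, with 1613 against 2421 to 2468 for *Fgf15*, 337 against 408 to 420.1 for *Id1* and 171 against 206 to 209 for *Boc*. Its counts were also the lowest for 1 gene of synapses and 2 markers of vessels and macrophages, with 5953 against 6544 to 6624 for *Syt11*, 2479 against 3039 to 3145 for *Kdr* and 0.794 against 6.03 to 6.56 for *Lyve1*, whereas it was the highest with 54.8 against 27.3 to 32.0 for *Barhl1*. Control replicate 3 was the highest control with 202 against 153 to 158 for *Cldn5* and 3161 against 2731 to 2781 for *Pmepa1*, and the lowest with 345 against 453 to 468 for *Gpc4*. CKO replicate 4 was the highest CKO sample with 14336 against 12106 to 12347 for *Cntn2* and 924 against 753 to 771 for *Gli3*. Control replicate 1 was the lowest control with 2118 against 2361 to 2402 for *Rpl35a*. For 2 genes near 0 in controls, 1 read set a control apart: *Helt* had 1.01 normalized counts in control replicate 1 and *Sim1* had 1.04 in control replicate 2, against 0 in the other 3 controls.

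Camera called 6 gene lists that the paper's text does not discuss for these samples. The pathway table of its Supplementary file 2 does hold entries for FGF, TGF-beta, BMP and EIF2 signaling, the last with ribosomal protein genes, and for retinoic acid receptors. The genes of FGF signaling and ERK feedback had a median log2FC of -0.67 (adjusted p = 8.3e-08 by camera, adjusted p = 0.134 with an estimated correlation), the TGF-beta and BMP pathway -0.17 (adjusted p = 0.0022 by camera, adjusted p = 0.515 with an estimated correlation) and the genes of retinal axis patterning -0.20 (adjusted p = 0.0043 by camera, adjusted p = 0.196 with an estimated correlation). The forebrain transcription factors outside the retina had a median of 0.84 (adjusted p = 8.8e-04 by camera, adjusted p = 0.202 with an estimated correlation), macrophage markers -0.29 (adjusted p = 0.038 by camera, adjusted p = 0.515 with an estimated correlation) and ribosomal protein genes -0.23 (adjusted p = 1.5e-16 by camera, adjusted p = 0.362 with an estimated correlation), so that each of the 6 calls was lost with an estimated correlation. Without control replicate 1, 2, 3 or 4 the median of the TGF-beta and BMP list was -0.0504, -0.0808, -0.36 and -0.11, and without CKO replicate 1 that of the forebrain list was 0.50 and that of the macrophage list -0.18. The macrophage list no longer passed on counts scaled by library totals (camera adjusted p = 0.0517) or without control replicate 1, 2 or 4 or CKO replicate 1 or 2 (camera adjusted p = 0.107, 0.0935, 0.0542, 0.0838 and 0.0665; range over 15 alternatives 0.00134 to 0.107).

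The transcription factor genes *Otp*, *Rfx4*, *Lhx5*, *Uncx* and *Helt*, known from the developing diencephalon and hypothalamus, of which *Lhx5* overlaps a gene on the other strand, summed to 39.3, 16.7, 25.1 and 21.3 normalized counts in control replicates 1 to 4 and 778, 492, 433 and 567 in CKO replicates 1 to 4. The lowest of the other 3 CKO samples held 11.0 times the sum of the highest control. Because the 5 genes were picked for their rise, this ratio cannot test whether the pattern rests on CKO replicate 1, and no conclusion is drawn. Brain tissue left on the CKO retinas should also bring 8 other genes of the telencephalon and hypothalamus, whose summed rise was 0.142 of that of the 5 genes (0.0746 to 0.206 over the 4 CKO samples), between the 0.5 that such tissue would need at least and the 0.1 that would exclude it, so this explanation stays open. The 8 moved unequally, from 7.95 to 47.5 for *Tbr1*, from 0.260 to 27.4 for *Sim1*, from 2.43 to 9.97 for *Neurod6*, from 1.28 to 3.31 for *Nkx2-1*, from 1.62 to 2.91 for *Dlx5*, from 1.82 to 1.46 for *Lhx6*, from 1.27 to 0.629 for *Emx1* and from 0 to 0.482 for *Lhx8*, and the control retinas held reads of 7 of them. CKO replicate 1 held 103 normalized counts of *Tbr1*, against 25.2 to 32.7 in CKO replicates 2 to 4. For *Sim1* it held 55.6, against 10.9 to 21.5. A change of cell identity within the retina after loss of *Lhx2* may be another explanation, as a hypothesis that counts from whole retinas did not test.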

How the results depend on the processing

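The tests with embryo sex as a covariate were chosen after the data were seen, and the other alternatives were planned. DESeq2 called 2390 (1158 higher, 1232 lower) in place of edgeR's 1196 (505 higher, 691 lower), with 19 Shh pathway genes in place of 11, 266 list members in place of 160, 206 of the study's 207 pathway genes in place of 114 and 6 Hedgehog genes near Lhx2 peaks in place of 4. With no filter, edgeR called 2055 (964 higher, 1091 lower), 54 most divergent genes in place of 34, and ranked *Gli1* 12 in place of 7; the cause was not tested for DESeq2 or for the filter. The looser cutoff of an adjusted p below 0.05 gave 4619 (2207 higher, 2412 lower), 23 Shh pathway genes and 358 list members. Counts within 1.5 times of the main ones came from limma voom, 1172 (492 higher, 680 lower), median-of-ratios size factors, 1199 (532 higher, 667 lower), library totals, 1232 (446 higher, 786 lower), edgeR's filterByExpr, 1213 (501 higher, 712 lower), 1 surrogate variable, 1143 (485 higher, 658 lower), and embryo sex, 1155 (492 higher, 663 lower). Of the 1196 calls, DESeq2 kept 1196, no filter 1187, limma voom 1138, library totals 1136, 1 surrogate variable 1051 and embryo sex 1053, and none changed sign in these fits. Leaving out 1 library gave 686 to 1553 calls, 264 to 707 higher and 422 to 846 lower, 4 to 12 Shh pathway genes and a *Gli1* rank of 6 to 13. By library these were 713 (277 higher, 436 lower) without control replicate 1, 756 (301 higher, 455 lower) without control replicate 2, 1553 (707 higher, 846 lower) without control replicate 3, 748 (311 higher, 437 lower) without control replicate 4, 735 (292 higher, 443 lower) without CKO replicate 2 and 686 (264 higher, 422 lower) without CKO replicate 4. Shh pathway genes numbered 4, 5 and 4 without control replicate 1, 2 or 4 and 5, 7 and 4 without CKO replicate 2, 3 or 4, and *Gli1* ranked 11 without control replicate 3 and 13 without CKO replicate 1; fewer samples lower the power, but the count without control replicate 3 was higher, and its cause was not tested. Of 113 genes named in the text, 93 passed, and 69 of these passed in each of the 8 fits with 1 library left out. *Lyve1* and *Msx1* fell below the filter, and so were not tested, without control replicate 1, 2 or 4, and *Sim1* without CKO replicate 1, 2 or 4; *Helt* without control replicate 1 and *Sim1* without control replicate 2 had 0 reads in the controls left and so no finite log2FC, at an edgeR adjusted p = 1.5e-05 and 0.0044. The sign of the log2FC changed in 16 of 2023 comparisons, in 6 genes that edgeR did not call. With 1 library left out, the log2FC ran from -0.00575 to 0.29 for *Boc*, -0.0513 to 0.14 for *Lin28b*, -0.16 to 0.23 for *Lrp2*, -0.15 to 0.0315 for *Prtg*, -0.0590 to 0.00513 for *Sufu* and -8.84 to 0.29 for *Xist*, which was 0.53 with 1 surrogate variable and 0.66 with embryo sex, while *Sufu* was 0.000635 with embryo sex.

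Of 30 lists, 12 passed with camera's preset correlation, 11 to 15 in the other settings, and 0 with an estimated correlation, with a lowest adjusted p of 0.134 by camera and 7 lists at an unadjusted p below 0.05; the estimated correlations of those 12 were 0.0391 to 0.532, above the preset 0.01, which widens the test's error. The list tests were not run with limma voom or the cutoff of 0.05, which they already use. With the replicate number as a block, edgeR called 676 (272 higher, 404 lower) and 4 Shh pathway genes, and the lists of Hedgehog reception, pigment epithelium and lens passed with camera, at an adjusted p = 0.0347, 0.0232 and 0.0284 (ranges over the alternatives 0.00332 to 0.0883, 0.00332 to 0.136 and 0.0284 to 0.258). The numbers do not pair the samples, because deviations of same-numbered samples correlated at -0.153 to 0.129 across genes, above 0.1 in 1 of 4 pairs, and 1 control and 2 CKO samples correlated best with their own number. Of the 35 splits of the samples into 4 and 4, only the real split, 1 of 35, reached 1196 calls, 505 higher, 691 lower or 34 most divergent genes (highest other 1 for each) or 11 Shh pathway genes (highest other 0 by edgeR). The smallest p that an exact test over these splits can give is 0.029, so chance is an unlikely source of these counts but is not excluded beyond that. Each other split mixes the genotypes within its groups, which makes the comparison weak. For the lists, 6 splits, the real one included, gave 12 or more (highest other 19). The others among these each set 3 controls with 1 CKO sample and so keep much of the genotype contrast. Splits with 2 samples of each genotype per group gave 10 or fewer. The comparison therefore cannot decide whether chance gives 12 lists, and no conclusion is drawn from it. Depth and 4 samples per group limit what small changes can pass. Of 50 genes simulated at each log2FC of 0.25, 0.5, 1 and 2 among 13891, edgeR recovered 0, 34, 80 and 94% with 0 false calls. By limma voom the rates were 0, 28, 76 and 94% with 0 and by DESeq2 8, 56, 84 and 98% with 3. Only 200 genes changed in the simulation, whereas edgeR called 1196 in the data. The Benjamini-Hochberg cutoff was therefore stricter in the simulation, and its rates may understate recovery in these samples. Among genes called by edgeR in the data, the smallest rise was a log2FC of 0.26.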

Differences from the paper's values

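The filter thresholds tried to match the number of genes tested were chosen after that number was seen; the other alternatives were set before the data were examined. At the paper's cutoff of an adjusted p below 0.001, the paper gives 2210 differentially expressed genes, 2161 of them protein coding, 1184 lower and 1026 higher in the CKO, where edgeR gave 1196, 1164, 691 and 505. These 4 counts did not differ from the paper's by over 1.5 times under DESeq2 (2390, 2333, 1232 and 1158), with no filter (2055, 1981, 1091 and 964) or without control replicate 3 (1553, 1522, 846 and 707). They differed under limma voom, median-of-ratios size factors, library totals, edgeR's filterByExpr, an adjusted p below 0.05, 1 surrogate variable, the replicate block and each other fit with 1 library left out. The paper's methods name DESeq2, in an older version than the one used here. A log2FC is taken to differ where the gap to the paper's value is larger than the standard error here. The paper's smallest fall among called genes, 0.19 on the log2 scale, stands beside 0.257 (standard error 0.0419) here; of the settings set before the data were examined, it did not differ without control replicate 3 (0.223, standard error 0.0361) and differed in the others, DESeq2 included (0.150, standard error 0.0391). Its smallest rise, a log2FC of 0.17, stands beside 0.259 (standard error 0.0429) here; it did not differ under DESeq2 (0.150, standard error 0.0381) and differed in the other settings. The paper gives about 12300 genes tested, and its stated filter left 13891 here, a difference of under 1.5 times; the p and adjusted p of the first gene in its Supplementary file 1 imply 13912 tests. Of 50 thresholds, the stated one among them and the others chosen after seeing the values, 50 normalized counts in 3 samples left 12310 genes and dropped 2 of the 1998 genes the paper calls in the part of its table used here, and 40 in 5 samples left 12318 and dropped 70; neither was adopted.

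Supplementary file 1 was read in its first 1998 of 12326 genes, all of which the paper calls; edgeR called 1161 of them and not the other 837, and DESeq2 called 1998. For 94 genes named here that have a log2FC in it, the gap to the value here was compared with the larger of the paper's standard error and the one here. None differed by more, and the largest gap was 0.28, for *Helt*. All 1998 rows hold the same deposited counts that were used here, so close values are no independent check. The paper counts *Ptch1*, *Smo*, *Gli3* and *Evc2* (Fig. 3C), *Lhx2* (Fig. 2C) and, in Supplementary file 1, *Notch1* and *Prkar1a* as differentially expressed, and edgeR called none of these 7 (edgeR adjusted p = 0.0018, 0.0018, 0.0039, 0.0032, 0.0050, 0.0033 and 0.0080). All 7 passed with DESeq2 and at an edgeR adjusted p below 0.05; *Ptch1*, *Smo* and *Gli3* also passed with no filter, *Ptch1*, *Gli3* and *Notch1* without control replicate 3, and *Ptch1* on counts scaled by library totals. For *Gli1*, *Gli2*, *Gas1* and *Cdon*, which the paper reports as reduced, edgeR called a fall as well. Fig. 3C prints a positive log2FC for *Sufu* beside mean counts that are lower in the CKO, and the log2FC was -0.03 here. The mean counts in Fig. 3C match the normalized counts here, whereas those in Fig. 2C match the means of the deposited counts before normalization, 3173 and 2931 for *Lhx2*.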

Other observations

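The tests that take embryo sex as a covariate were chosen after the data were seen, and the bounds set for the cell cycle genes were written when their uncorrected medians were known. Genes of FGF signaling fell more often than they rose: of 18 tested, 9 fell, 1 rose and 8 did not pass by edgeR (13 fell and 1 rose when adjusted over the list alone). *Dusp6*, a phosphatase gene of ERK feedback, fell from 1022 ± 49.3 to 274 ± 29.1 normalized counts (log2FC -1.90, SE 0.0770, edgeR adjusted p = 5.1e-08), and *Etv5*, a transcription factor gene induced by FGF, fell from 2373 ± 132 to 664 ± 106 normalized counts (log2FC -1.84, SE 0.0964, edgeR adjusted p = 3.1e-07); *Fgfr3*, which encodes an FGF receptor and overlaps a gene on the other strand, rose from 106 ± 12.6 to 479 ± 55.4 normalized counts (log2FC 2.18, SE 0.115, edgeR adjusted p = 3.3e-07). Among 31 genes of the TGF-beta and BMP pathway, 10 fell and 21 did not pass (11 fell and 1 rose when adjusted over the list alone). *Id1*, a target gene of BMP signaling, fell from 1073 ± 63.3 to 395 ± 38.8 normalized counts (log2FC -1.44, SE 0.0746, edgeR adjusted p = 3.1e-07), *Pmepa1*, a target gene of TGF-beta, fell from 2863 ± 200.3 to 1167 ± 103 normalized counts (log2FC -1.29, SE 0.0670, edgeR adjusted p = 3.1e-07), and *Tgfb2*, a ligand gene that overlaps a gene on the other strand, fell from 1029 ± 61.8 to 345 ± 24.1 normalized counts (log2FC -1.58, SE 0.0700, edgeR adjusted p = 1.1e-07). In the list of retinal axis patterning, 7 of 26 genes fell and 19 did not pass (7 fell when adjusted over the list alone). Those of retinoic acid included *Cyp26a1*, which encodes a degrading enzyme and fell from 598 ± 90.6 to 186 ± 12.7 normalized counts (log2FC -1.68, SE 0.106, edgeR adjusted p = 1.1e-06), and *Crabp2*, which encodes a binding protein and fell from 1978 ± 163 to 791 ± 78.3 normalized counts (log2FC -1.32, SE 0.0766, edgeR adjusted p = 6.3e-07), and the T-box gene *Tbx3*, which overlaps a gene on the other strand, fell from 626 ± 49.2 to 284 ± 37.3 normalized counts (log2FC -1.15, SE 0.0972, edgeR adjusted p = 1.0e-05). Wnt genes went both ways, with 4 of 29 that rose, 3 that fell and 22 that did not pass (4 rose and 3 fell when adjusted over the list alone; median log2FC -0.10, adjusted p = 0.76 by camera, adjusted p = 0.963 with an estimated correlation). The Wnt median was -0.00607, -0.0491, -0.0449 and -0.0433 without control replicate 1, 2, 3 or 4, -0.0645 without CKO replicate 1, -0.0609 with a surrogate variable and -0.0513 with embryo sex as a covariate. Besides *Wnt7b* and *Sfrp2*, the rises were those of the receptor gene *Lgr5*, from 149 ± 26.0 to 309 ± 33.3 normalized counts (log2FC 1.05, SE 0.131, edgeR adjusted p = 1.3e-04), and of *Sfrp1*, chosen after its values were seen, from 1346 ± 186 to 2053 ± 223 normalized counts (log2FC 0.61, SE 0.100, edgeR adjusted p = 8.5e-04), and the falls those of the receptor genes *Fzd5*, from 3564 ± 280.0 to 1374 ± 85.7 normalized counts (log2FC -1.37, SE 0.0665, edgeR adjusted p = 1.7e-07), which overlaps a gene on the other strand, and *Lrp5*, from 2389 ± 95.2 to 1841 ± 52.8 normalized counts (log2FC -0.37, SE 0.0458, edgeR adjusted p = 1.1e-04), and of *Dkk3*, from 19022 ± 874 to 13446 ± 1394 normalized counts (log2FC -0.50, SE 0.0749, edgeR adjusted p = 4.5e-04). The call of *Sfrp1* was lost without control replicate 2 or 4 or CKO replicate 2, 3 or 4 (edgeR adjusted p = 0.00236 to 0.00384) and with a surrogate variable or embryo sex as a covariate, and that of *Dkk3* without control replicate 1, 2 or 4 or CKO replicate 2, 3 or 4 (edgeR adjusted p = 0.00111 to 0.00181). The Wnt genes that rose numbered 2 and 2 without control replicate 2 or 4 and 2, 2 and 2 without CKO replicate 2, 3 or 4, those that fell numbered 5 without control replicate 3, and 1 TGF-beta gene rose without control replicate 4.

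Of 13 forebrain transcription factor genes expressed highly enough to be tested, 5 rose and 8 did not pass by edgeR (6 rose when adjusted over the list alone). *Lhx9*, which the controls expressed as well, rose from 111 ± 5.52 to 252 ± 15.2 normalized counts (log2FC 1.19, SE 0.0878, edgeR adjusted p = 3.3e-06), *Barhl1* rose from 4.95 ± 2.15 to 35.7 ± 12.9 normalized counts (log2FC 2.86, SE 0.377, edgeR adjusted p = 1.9e-04) and *Gata2* rose from 24.5 ± 7.95 to 62.5 ± 7.39 normalized counts (log2FC 1.36, SE 0.228, edgeR adjusted p = 9.8e-04). *Dbx1* had 2 reads over the 4 controls and 158 over the 4 CKO samples, a ratio of 70.6 (95% exact binomial interval 19.2 to 588, for counting error only), and *Sim1* had 1 read over the 4 controls and 125 over the 4 CKO samples, a ratio of 112 (95% exact binomial interval 19.7 to 4447, for counting error only). Glial genes went both ways, with 2 of 14 that rose, 2 that fell and 10 that did not pass (the same counts when adjusted over the list alone; median log2FC 0.00878, range over 15 alternatives -0.22 to 0.0360; adjusted p = 0.87 by camera, adjusted p = 0.963 with an estimated correlation). *Rlbp1*, which encodes the retinaldehyde binding protein of Müller glia and pigment epithelium, rose from 159 ± 41.3 to 455 ± 48.4 normalized counts (log2FC 1.52, SE 0.151, edgeR adjusted p = 2.9e-05) and *Nfix* rose from 49.3 ± 10.9 to 162 ± 13.7 normalized counts (log2FC 1.72, SE 0.155, edgeR adjusted p = 1.5e-05), whereas *Sox8* fell from 846 ± 197 to 293 ± 40.9 normalized counts (log2FC -1.52, SE 0.153, edgeR adjusted p = 3.1e-05) and *Pax2*, a gene of the optic stalk, fell from 65.7 ± 12.0 to 19.7 ± 3.22 normalized counts (log2FC -1.73, SE 0.199, edgeR adjusted p = 7.6e-05). For glycolysis and hypoxia, 4 of 26 genes rose, 1 fell and 21 did not pass (9 rose and 1 fell when adjusted over the list alone; median log2FC 0.29, adjusted p = 1.8e-05 by camera, adjusted p = 0.340 with an estimated correlation). *Pfkfb3*, a regulator of glycolysis, rose from 1054 ± 68.2 to 2150.3 ± 164 normalized counts (log2FC 1.03, SE 0.0704, edgeR adjusted p = 1.9e-06), *Bnip3* rose from 1039.9 ± 72.6 to 1834 ± 129 normalized counts (log2FC 0.82, SE 0.0668, edgeR adjusted p = 7.3e-06), *Pdk1* rose from 1287 ± 75.1 to 2024 ± 151 normalized counts (log2FC 0.66, SE 0.0666, edgeR adjusted p = 3.2e-05) and *Gpi1* rose from 4315 ± 382 to 6018 ± 473 normalized counts (log2FC 0.48, SE 0.0758, edgeR adjusted p = 6.1e-04), whereas the glucose transporter gene *Slc2a1* fell from 9719.9 ± 648 to 4783 ± 189 normalized counts (log2FC -1.02, SE 0.0601, edgeR adjusted p = 6.9e-07). Of 16 ciliary margin genes, 2 rose, 2 fell and 12 did not pass (2 rose and 3 fell when adjusted over the list alone); the median log2FC was -0.00646 (range over 15 alternatives -0.0907 to 0.16) and the mean -0.70, while camera put the list higher (adjusted p = 0.89 by camera, adjusted p = 0.987 with an estimated correlation). *Cdo1* rose from 398 ± 36.8 to 839 ± 35.7 normalized counts (log2FC 1.08, SE 0.0721, edgeR adjusted p = 1.7e-06) along with *Sfrp2*, and *Msx1* fell from 87.0 ± 63.2 to 2.31 ± 1.78 normalized counts (log2FC -5.37, SE 0.828, edgeR adjusted p = 5.5e-04) along with *Tgfb2*. Exons of *Nfix*, *Sox8*, *Bnip3*, *Gpi1* and *Slc2a1* overlap genes on the other strand, whose reads cannot be told apart. By edgeR, the call of *Barhl1* was lost without control replicate 2 or 4 (adjusted p = 0.00111 to 0.00118), that of *Sim1* without control replicate 1, 2, 3 or 4 (adjusted p = 0.00148 to 0.00443), while the gene was not tested without CKO replicate 1, 2 or 4, that of *Gata2* without any 1 of the 8 libraries (adjusted p = 0.00131 to 0.00424) and also with library totals, a surrogate variable or embryo sex, that of *Gpi1* without control replicate 1, 2 or 4 or CKO replicate 1, 2 or 4 (adjusted p = 0.00122 to 0.00298) and that of *Msx1* without CKO replicate 1, 2, 3 or 4 (adjusted p = 0.00182 to 0.00297) and with limma voom, while that gene was not tested without control replicate 1, 2 or 4. The forebrain genes that rose numbered 3, 2, 3 and 2 without control replicate 1, 2, 3 or 4 and 3 and 3 without CKO replicate 2 or 4, and the glycolysis genes that rose numbered 10 without control replicate 3. For the ciliary margin, 1 gene rose without any 1 library other than control replicate 1, and 5 fell without control replicate 3 and 1 without any other.

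Among markers of cells outside the neural retina, those of the lens rose where they passed, and those of pigment epithelium, mesenchyme, endothelium and macrophages fell where they passed. Of 7 pigment epithelium markers, 1 fell and 6 did not pass by edgeR (3 fell when adjusted over the list alone; median log2FC -0.96, adjusted p = 0.056 by camera, adjusted p = 0.515 with an estimated correlation), and 3 fell without control replicate 3, where the list passed (camera adjusted p = 0.0331), as it did with no filter (camera adjusted p = 0.00332; range over 15 alternatives 0.00332 to 0.136). Of 3 lens markers, 1 rose and 2 did not pass (2 rose when adjusted over the list alone; median 2.01, adjusted p = 0.053 by camera, adjusted p = 0.204 with an estimated correlation), and the list passed on library totals and without control replicate 1 or CKO replicate 1, 2 or 4 (camera adjusted p = 0.0399, 0.0361, 0.0370, 0.0444 and 0.0382; range over 15 alternatives 0.0284 to 0.258), while the median was -0.11 with no filter and 0.68 with edgeR's own filter. Of 3 mesenchyme markers, 1 fell and 2 did not pass (2 fell when adjusted over the list alone; median -1.17, or 0.28 with no filter and -0.0122 with edgeR's own filter; adjusted p = 0.11 by camera, adjusted p = 0.441 with an estimated correlation). Of 10 endothelial markers, 2 fell and 8 did not pass (2 fell when adjusted over the list alone; median 0.0645 and mean -0.11, of opposite sign, the median with a range over 15 alternatives -0.26 to 0.29; adjusted p = 0.42 by camera, adjusted p = 0.868 with an estimated correlation); *Kdr*, which fell from 4104 ± 142 to 2931 ± 305 normalized counts (log2FC -0.48, SE 0.0669, edgeR adjusted p = 2.6e-04) along with *Cldn5*, is also expressed by retinal progenitors, and its call was lost without control replicate 4 (edgeR adjusted p = 0.00115). Of 14 macrophage markers, 1 fell, *Lyve1*, and 13 did not pass (1 fell when adjusted over the list alone). The fall among mesenchyme markers was lost without control replicate 1 or 2 or CKO replicate 2 or 3 and that among macrophage markers without CKO replicate 2, 3 or 4 and with limma voom or embryo sex as a covariate, while *Lyve1* was not tested without control replicate 1, 2 or 4. Besides the photoreceptor precursor genes, edgeR called 0 genes in 4 lists: 6 blood cell markers (0 at an unadjusted p below 0.05, 0 by DESeq2 and 0 by limma voom; median -0.31, range over 15 alternatives -0.62 to 0.18; adjusted p = 0.92 by camera, adjusted p = 0.987 with an estimated correlation), 19 genes of p53 and apoptosis (8, 5 and 0; median -0.00200, range over 15 alternatives -0.0288 to 0.0378; adjusted p = 0.99 by camera, adjusted p = 0.987 with an estimated correlation), 10 immediate early genes (6, 1 and 0; median 0.0662 and mean -0.0430, of opposite sign, the median with a range over 15 alternatives -0.0152 to 0.12; adjusted p = 0.70 by camera, adjusted p = 0.872 with an estimated correlation) and 27 genes of the primary cilium (11, 4 and 0; median -0.0155, range over 15 alternatives -0.0424 to 0.0122; adjusted p = 0.61 by camera, adjusted p = 0.872 with an estimated correlation), of which 2 fell without control replicate 3. Adjusted over each of these lists alone, 0 passed as well.

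All 81 ribosomal protein genes tested had a log2FC below 0, but 4 fell and 77 did not pass by edgeR (0 fell when adjusted over the list alone, 74 had an unadjusted p below 0.05, and DESeq2 called 38 and limma voom 2). Those that fell included *Rpl35a*, from 2313 ± 131 to 1791 ± 69.0 normalized counts (log2FC -0.37, SE 0.0535, edgeR adjusted p = 3.8e-04), *Rpl28*, from 2794 ± 169 to 2252 ± 84.2 normalized counts (log2FC -0.31, SE 0.0514, edgeR adjusted p = 9.1e-04), and *Rpl17*, from 3611 ± 218 to 2905 ± 144 normalized counts (log2FC -0.31, SE 0.0525, edgeR adjusted p = 9.9e-04). The count was 1, 1 and 7 without control replicate 1, 2 or 3, 1 with median-of-ratios size factors, 7 with library totals and 12 with no filter, and each call was lost without control replicate 4 or without any 1 of the CKO replicates; the median of the list was -0.23 with median-of-ratios size factors and -0.26 with library totals. Ribosomal protein genes have many processed pseudogenes that can share their reads, and *Rpl28* overlaps *Ube2s* on the other strand. After a trend of log2FC on exonic length was subtracted, the median of the list was -0.17; across the 13851 genes with a length, which are not independent replicates, Spearman's rho of length and log2FC was 0.168.

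Of the 10 Hedgehog genes that the study lists near Lhx2 peaks, a list that comes from E14.5 progenitors and not from these samples, 4 fell and 6 did not pass by edgeR. Those that fell were *Gas1*, *Ccnd1*, *Cdon* and *Bcl2*, an inhibitor of apoptosis chosen after its values were seen, which fell from 582 ± 72.2 to 294 ± 36.8 normalized counts (log2FC -0.99, SE 0.109, edgeR adjusted p = 5.7e-05). DESeq2 called 6, with *Gli3* and *Ptch1* in addition. The call of *Cdon* was lost without control replicate 1, 2 or 4 or CKO replicate 1, 2, 3 or 4 (edgeR adjusted p = 0.00167 to 0.00232), while the other 3 calls held in each fit with 1 library left out. The log2FC of *Cdon* ran from -1.06 to -0.82 over these fits. Without control replicate 3, *Gli3* and *Ptch1* passed as well.

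Over the 64 genes of DNA replication, G1/S, G2/M and mitosis, the median log2FC was -0.51. The tables argue against gene length as its cause, since the median was -0.52 (95% interval -0.56 to -0.47) after the trend on exonic length was subtracted, against CKO replicate 1 alone, since it was -0.49 (95% interval -0.51 to -0.45) without that sample, and against unequal embryo sex, since it was -0.52 (95% interval -0.57 to -0.49) with sex as a covariate. These 95% intervals are over the 64 genes, not over embryos. Genes within a list are correlated (estimated correlation 0.260 for DNA replication and G1/S, 0.297 for G2/M and mitosis). The intervals therefore overstate the precision, and what argues against these explanations is that the median moved little. Litter and harvest day stay open, because the sample of each is not given in the sources used here. A candidate explanation, as a hypothesis, is the loss of *Lhx2*; whether progenitors then were fewer among the cells counted or expressed these genes less was not tested, as each sample was a whole pair of retinas.

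Within 10 Mb of *Lhx2* on chromosome 2, 11 of 139 genes tested passed (7.91%), against 1185 of 13711 elsewhere (8.64%). The odds ratio was 0.908 (95% interval 0.441 to 1.69, Fisher's exact test, two-sided p = 0.88). DNA of another strain carried beside the *Lhx2* alleles could change such genes, and it stays open because the interval reaches above 1.5, the bound set to exclude it. One of these genes, *Gm27197* (ENSMUSG00000098383, chromosome 2, 38347357 to 38348316 of GRCm38, minus strand), rose from 16.0 ± 6.61 to 100.3 ± 16.8 normalized counts (log2FC 2.64, SE 0.249, edgeR adjusted p = 2.1e-05). Its 2 exons, 38347357 to 38347737 and 38348219 to 38348316, lie within the annotated span of *Lhx2* on the other strand, ahead of exon 1 of its principal transcript, so reads from either gene there cannot be told apart. In the paper's Fig. 2E, coverage near these exons is low in both genotypes and higher in the CKO, where it runs on beyond them along the first intron of the longer *Lhx2* transcript, so the rise cannot be assigned to *Gm27197*.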
